# An atlas of the tomato epigenome reveals that KRYPTONITE shapes TAD-like boundaries through the control of H3K9ac distribution

**DOI:** 10.1073/pnas.2400737121

**Published:** 2024-07-05

**Authors:** Jing An, Rim Brik Chaouche, Leonardo I. Pereyra-Bistraín, Hugo Zalzalé, Qingyi Wang, Ying Huang, Xiaoning He, Chloé Dias Lopes, Javier Antunez-Sanchez, Catherine Bergounioux, Claire Boulogne, Cynthia Dupas, Cynthia Gillet, José Manuel Pérez-Pérez, Olivier Mathieu, Nicolas Bouché, Sotirios Fragkostefanakis, Yijing Zhang, Shaojian Zheng, Martin Crespi, Magdy M. Mahfouz, Federico Ariel, Jose Gutierrez-Marcos, Cécile Raynaud, David Latrasse, Moussa Benhamed

**Keywords:** chromatin, *Solanum lycopersicum*, genome topology

## Abstract

In recent years, the exploration of genome three-dimensional (3D) conformation has yielded profound insights into the regulation of gene expression and cellular functions in both animals and plants. While animals exhibit a characteristic genome topology defined by topologically associating domains (TADs), plants display similar features with a more diverse conformation across species. Employing advanced high-throughput sequencing and microscopy techniques, we investigated the landscape of 26 histone modifications and RNA polymerase II distribution in tomato (*Solanum lycopersicum*). Our study unveiled a rich and nuanced epigenetic landscape, shedding light on distinct chromatin states associated with heterochromatin formation and gene silencing. Moreover, we elucidated the intricate interplay between these chromatin states and the overall topology of the genome. Employing a genetic approach, we delved into the role of the histone modification H3K9ac in genome topology. Notably, our investigation revealed that the ectopic deposition of this chromatin mark triggered a reorganization of the 3D chromatin structure, defining different TAD-like borders. Our work emphasizes the critical role of H3K9ac in shaping the topology of the tomato genome, providing valuable insights into the epigenetic landscape of this agriculturally significant crop species.

## Significance

The investigation into the three-dimensional (3D) conformation of the genome has yielded crucial insights into the regulation of gene expression across both animal and plant kingdoms. Unlike animals, where genome topology is defined by topologically associating domains (TADs), plants present a comparable yet more diversified conformation across species. Addressing the unique challenge of defining TAD-like borders in plants, which lack the key architectural protein CTCF (CCCTC-binding factor), we delve into the intricate interplay between histone modifications and the 3D organization of chromatin. Our study unveils H3K9ac as a pivotal determinant, playing a major role in shaping the overall organization of chromatin in plants, providing a unique perspective on the distinctive chromatin dynamics in the absence of CTCF.

In recent decades, there has been considerable research focused on deciphering the intricate regulatory language employed by organisms to modulate molecular, biochemical, and structural genomic alterations without modifying their DNA sequence. Epigenetic modifications provide a dynamic and reversible layer of regulation that can rapidly respond to environmental cues. In eukaryotes, epigenetic modifications across genomes occur at multiple levels. Among these, histone modifications play a pivotal role in chromosome dynamics. Histone methylation dynamics is particularly relevant due to its association with repressive gene expression and chromatin remodeling (1). Indeed, although histone methylation does not alter the electrostatic interactions between histones and DNA, this mark can lead to a more compact chromatin structure that promotes transcriptional repression when deposited on particular residues, such as lysines 9 or 27 of histone H3. Recent studies have implicated histone methylation in regulating chromatin three-dimensional (3D) conformation, further highlighting the interplay between transcriptional activity and the spatial organization of genetic information (2–5).

The study of 3D organization of chromatin within the nucleus has provided valuable insights into the regulation of gene expression and cellular function in both animals and plants (6, 7). In mammals, genome topology is characterized by the formation of discrete chromatin domains called topologically associating domains (TADs), which are thought to facilitate gene regulation by bringing distal regulatory elements into physical proximity with their target genes (8). TADs are crucial in establishing and maintaining cell type–specific gene expression patterns and are associated with the spatial segregation of active and repressive chromatin compartments. Additionally, enhancer-promoter interactions within TADs contribute to the precise spatiotemporal control of gene expression during development and cellular differentiation (9–12).

Studies on plant genome topology have revealed both common and distinctive features compared to mammals. Both kingdoms exhibit the clustering of transcriptionally active genes into spatially proximal regions and the separation of active and repressive chromatin compartments (5, 13, 14). Additionally, the presence of chromatin loops and interactions between regulatory elements and gene promoters is a shared characteristic of genome topology in animals and plants, albeit with variations in their frequency and scale (15). However, unlike animals, plants lack CTCF (CCCTC-binding factor), a key architectural protein involved in shaping the 3D structure of chromatin and mediating long-range chromatin interactions. Accordingly, the *Arabidopsis* genome does not exhibit canonical TAD structures (16), and modeling approaches recently suggested that its overall organization is primarily driven by constitutive heterochromatin (CH) and nucleolar organizing regions (17). Further studies of chromatin topology in plants led to the consensus that the organization of the *Arabidopsis* genome is unusual and that most plant genomes fold into TAD-like structures that resemble TADs in chromosome conformation capture experiments, but are functionally different. Indeed, these TAD-like structures appear to be organized around local chromatin compartments defined by their epigenetic status (active, polycomb or repressive, (reviewed in ref. 18). In crops with large genomes such as wheat, tomato, or maize, these TAD-like structures bring together constitutive heterochromatin regions, whereas genes are mostly found in the borders (18, 19), suggesting that histone marks characteristic of constitutive heterochromatin could contribute to shaping the global 3D genome organization.

The dynamic modulation of histone methylation hinges on the interplay between histone methyltransferase enzymes, often referred to as writers, and histone demethylases, known as erasers (1). Histone lysine methyltransferases (HKMTs) feature a distinct, conserved domain known as the SET (Suppressor of variegation, Enhancer of zeste and Trithorax) domain, serving as the chief architect of histone methylation activity. Among HKMTs, KRYPTONITE (KYP, also known as SUVH4), SUVH5, and SUVH6 have been extensively characterized as histone H3K9 methyltransferases. KYP, SUVH5, and SUVH6 collaboratively contribute to the silencing of TEs through the regulation of H3K9me1 and H3K9me2 at specific genomic loci. Additionally, H3K9me1/2 plays a pivotal role in maintaining non-CG DNA methylation through a positive feedback loop involving the DNA methyltransferases CHROMOMETHYLASE 2 (CMT2), which methylates mostly CHH sites, and CMT3, which mostly function at CHG sites (20–22). Interestingly, recent research has suggested that both KYP and CMT3 play a vital role in the phenomenon of paramutation at the *sulfurea* (*sulf*) locus in tomato, which is associated with local remodeling of chromatin 3D organization (23), providing further evidence that constitutive heterochromatin marks are important determinants of chromatin folding.

Although the molecular mechanisms controlling the distribution of chromatin marks are increasingly well understood, as is the case for constitutive heterochromatin, a few studies have experimentally investigated how histone posttranslational modifications drive 3D genome organization in plants. Due to the scarcity of genetic resources in other plant models, most studies have been focused on *Arabidopsis*, which is atypical in terms of genome size and organization (24).

While extensive genomic and transcriptomic resources have been generated for tomato, our knowledge of the epigenetic landscape remains limited, thus limiting our understanding of the regulatory mechanisms governing its growth, development, and response to environmental stimuli. In this study, we present an integrative analysis of 26 histone modifications, Pol II distribution, and chromatin conformation for tomato. This chromatin atlas provides a comprehensive view of the distribution of epigenetic marks and their association with differential chromatin states, gene expression, and chromatin architecture. Using this resource, we have explored the functional relationship between histone modifications and chromatin 3D organization. Using the *kyp* mutant, which is known to display extensive changes in chromatin modifications (25), we have revealed a hitherto unrecognized role for H3K9ac in the determination of TAD-like boundaries in plants.

## Results

### Distinct Alternative Euchromatic and Heterochromatic Landscapes Characterize the Tomato Genome.

In order to set the basis for an extensive understanding of genome organization and its interplay with gene activity in tomato, we undertook complementary cell biology and biochemical approaches. First, we investigated tomato nuclei organization using transmission electron microscopy. This analysis revealed that heterochromatin is strongly associated with the nuclear envelope (*SI Appendix*, Fig. S1 *A* and *B*). Second, we performed immuno-localization of a subset of 26 histone marks and RNA polymerase II (RNA Pol II, Fig. 1*A*). The localization of RNA Pol II across the nucleus coincided with 17 euchromatic histone marks, as well as with the facultative heterochromatin (FH)-related marks H3K27me2 and H3K27me3. As expected, the two constitutive heterochromatin related marks H3K9me2 and H3K27me1 exhibited a peripheric distribution, in proximity to the nuclear envelope. Interestingly, our results also revealed the localization of the histone mark H3K23me3 in the center of the nucleus and four other marks: H3K14me1, H3K23me1, H3K56me1, and H3K56me2, localized in the constitutive heterochromatic area. This suggested that these four histone marks are characteristic heterochromatic features (Fig. 1*A* and *SI Appendix*, Fig. S1*C*).

**Fig. 1.**
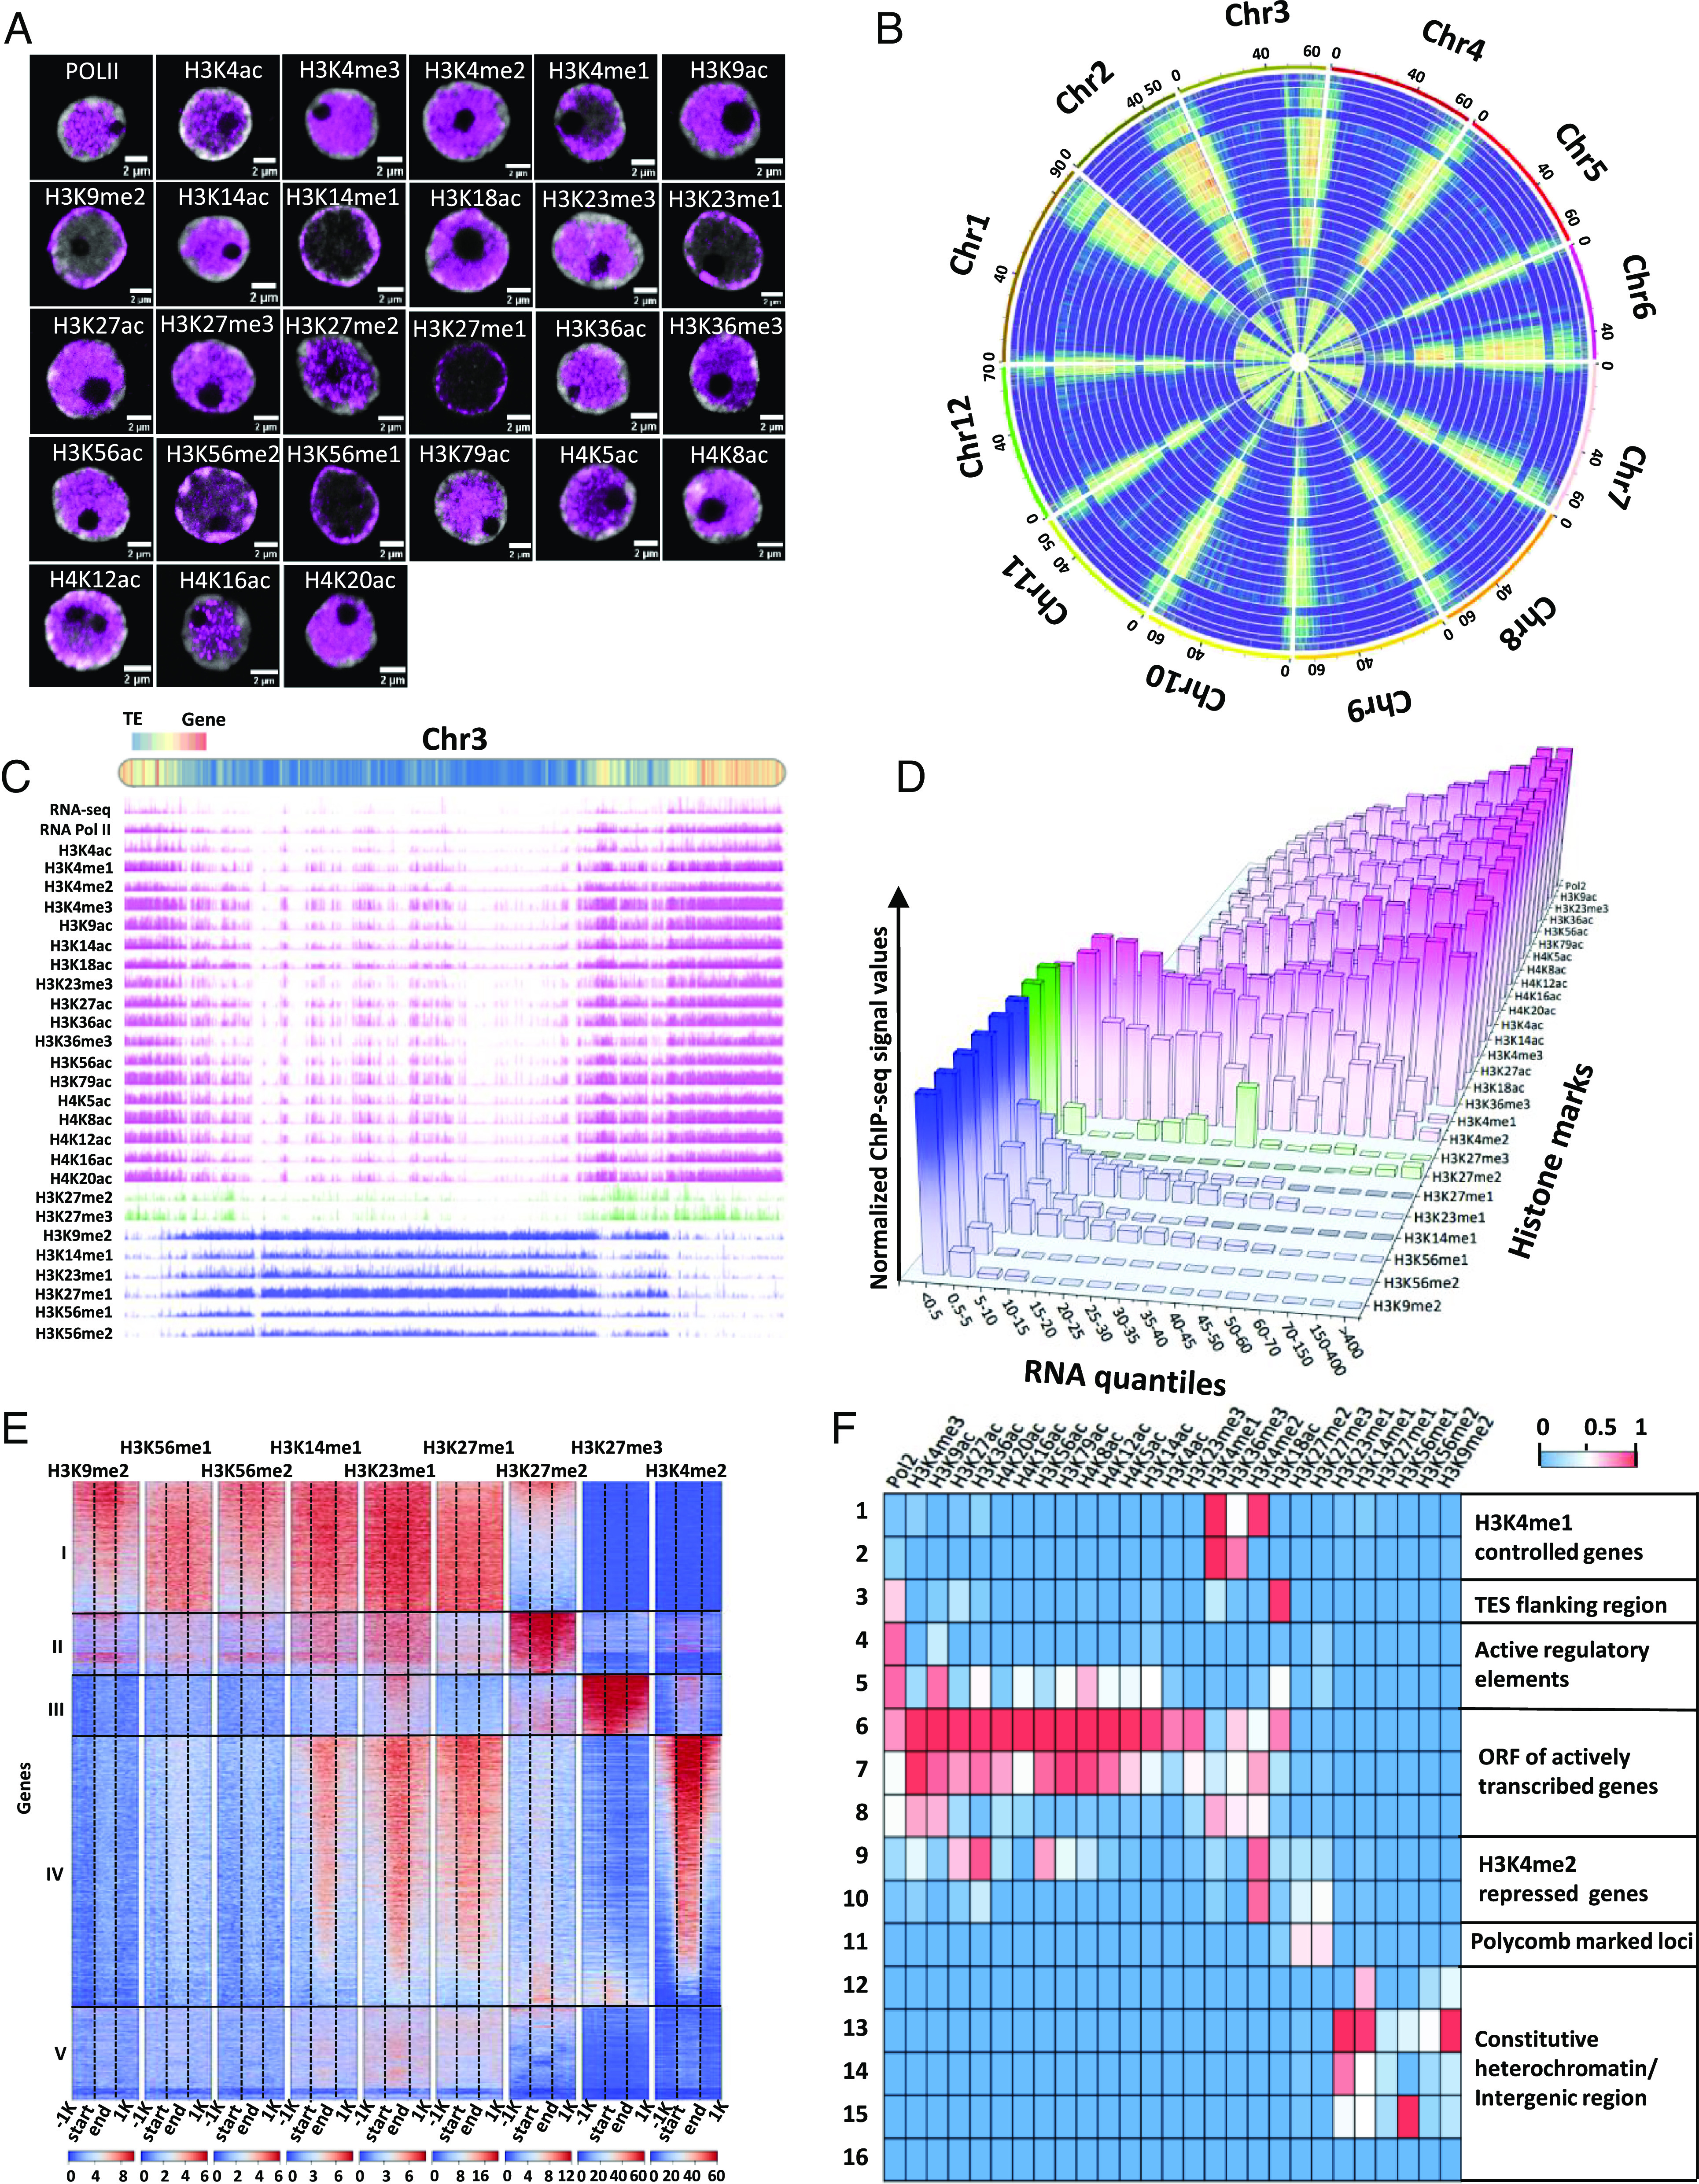
High-resolution identification of tomato chromatin states. (*A*) Immunofluorescence detection of 26 histone modifications and RNA Pol II (pink) and DAPI staining (gray) in isolated tomato nuclei. (*B*) Circos plot summarizing the chromosomal distribution of histone marks. The outermost circle depicts the ideograms of each chromosome. Bar plots present the density of corresponding signals. From outside to inner layer: RNA-seq, Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq), RNA Pol II, H3K9ac, H3K23me3, H3K36ac, H3K56ac, H3K79ac, H4K5ac, H4K8ac, H4K12ac, H4K16ac, H4K20ac, H3K4ac, H3K14ac, H3K4me3, H3K27ac, H3K18ac, H3K36me3, H3K4me1, H3K4me2, H3K27me3, H3K27me2, H3K27me1, H3K23me1, H3K14me1, H3K56me1, H3K56me2, and H3K9me2. (*C*) JBrowse view illustrating chromosome 3. Histone marks linked to euchromatin (pink), FH (green), and CH (blue). (*D*) Correlation between average enrichment profile of histone modifications and gene expression variations. Gene expression is classified from low (1st quantile) to high expression (16th quantile). Median-normalized ChIP-seq densities of equal bins along genes associated with each quantile were plotted for each histone mark. (*E*) Enrichment profiles of repressive marks and H3K4me2 euchromatin mark over not expressed genes. There were five clusters showing a correlation between average enrichment profiles of histone modifications and gene expression variations. The number of genes for each cluster is I: 3,126, II: 1,326, III: 1,236, IV: 7,133, and V: 2,317. (*F*) Genome-wide chromatin state matrix determined with a multivariate hidden Markov model. The matrix shows the emission probabilities for histone modifications across 16 chromatin states.

To go further, we mapped by Chromatin immunoprecipitation followed by sequencing (ChIP-seq) the distribution of these histone marks and RNA Pol II across the tomato genome. This analysis revealed a genome-wide view of the distribution of histone marks in heterochromatic and euchromatic genome compartments (see Fig. 1*B* for a global analysis and Fig. 1*C* for a detailed plot of chromosome 3). As expected, we observed a correlation between the immuno-localization analysis and the positioning of histone marks. The deposition of RNA Pol II revealed that gene expression occurs mostly at chromosome arms, in association with the distribution of permissive and facultative heterochromatin histone marks. Notably, we confirmed that the histone mark H3K23me3, and the histone marks H3K14me1, H3K23me1, H3K56me1, and H3K56me2, serve as euchromatin and constitutive heterochromatin signatures, respectively (Fig. 1*C*).

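RNA was extracted from the fourth true leaf of 4-week-old plants of the tomato cultivar M82, which is the wild type (WT) of the study, and 3 biological replicates were made into directional paired-end libraries. In RNA-seq, the number of reads counted on a gene grows with the abundance of its transcripts, with the length of the gene and with the depth of the library. The authors removed adapters with Trimmomatic and mapped the reads to the tomato M82 genome with Bowtie2 in its very sensitive mode. They removed unmapped reads, PCR duplicates and alignments with a mapping quality under 30, and deposited a whole number of counts for each gene in each library, without normalization. The paper's text does not name the program that counted the reads or say whether the strand was used, so counts of genes that overlap on opposite strands are uncertain. Bowtie2 does not split a read across an intron, which lowers the counts of transcripts whose reads span exon junctions. The limit on mapping quality lowers the counts of near-identical gene copies, and the removal of duplicates lowers the counts of the most abundant transcripts.

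The count table listed 35821 genes, of which 33839 carried a Solyc identifier, 1768 carried a TomatoPan identifier and 214 were organelle genes, with 142 from the plastid and 72 from the mitochondrion. The 3 WT libraries held 8929554, 11012421 and 8925379 counts in total, with a median of 8929554. At these depths 3 counts, taken here as the smallest signal a library can show, equal 0.336, 0.272 and 0.336 CPM, the unit of counts scaled to the library total, and this floor covers counting error only. At least 1 count was present on 23082, 23363 and 23290 genes in the 3 WT libraries. Spearman's rho between pairs of WT libraries, computed across all listed genes, which are not independent replicates, lay between 0.982 and 0.985. The counts of the 3 pairs differed by more than the sampling noise, with chi-square values of 5.89, 7.18 and 11.7 per degree of freedom. This argues against any pair being the same library, but it cannot show that the plants were separate. Each library was counted as a biological replicate because the paper and the sample labels say so. The 100 genes with the most counts took 12.7% ± 1.07 (SD, n = 3) of the counts in WT. For CPM, the counts were divided by the library total, and gene lengths were not used here, so CPM values compare a gene between libraries better than they compare genes of different length.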

To identify the relationships between histone mark signatures and gene transcriptional activity, we conducted RNA sequencing (RNA-seq) analysis. 

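Expression groups were rebuilt from the 3 WT libraries by placing the 15 boundaries printed in *SI Appendix*, Fig. S2 on the mean CPM of each listed gene. The paper set these boundaries on read coverage, so the group sizes given here are those of the count table. The lowest group, under 0.5 CPM, held 15315 genes, or 42.8% of the listed genes, and only 0.0627% of the WT counts. The next group, from 0.5 to 5 CPM, held 4612 genes, and the group from 5 to 10 CPM held 2350. Group size then fell steadily to 510 genes between 45 and 50 CPM. Above that, where the boundaries are wider apart, 908 genes lay between 50 and 60 CPM, 668 between 60 and 70, 2289 between 70 and 150, and 1028 between 150 and 400. The highest group, from 400 CPM, held 259 genes, which is 0.723% of the genes and 20.8% of the WT counts. Counted in each library separately, the lowest group held 15381 ± 46.6 genes (SD, n = 3) and the highest 261 ± 3.06, so the difference between groups was far larger than the spread between replicates. Single genes moved more than the group sizes did. Over all listed genes, 69.1% fell in the same group in all 3 WT libraries and 93.3% stayed within 1 group. Outside the lowest group these shares were 48.9% and 88.4% of 20506 genes. Between 45 and 50 CPM, 10.2% of the genes kept their group in all 3 libraries, against 96.2% in the lowest group. With 16 groups of equal size in place of the printed boundaries, each group held 2238 or 2239 genes, and the first 4 groups held only genes at 0 CPM.

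**Figure D1:**
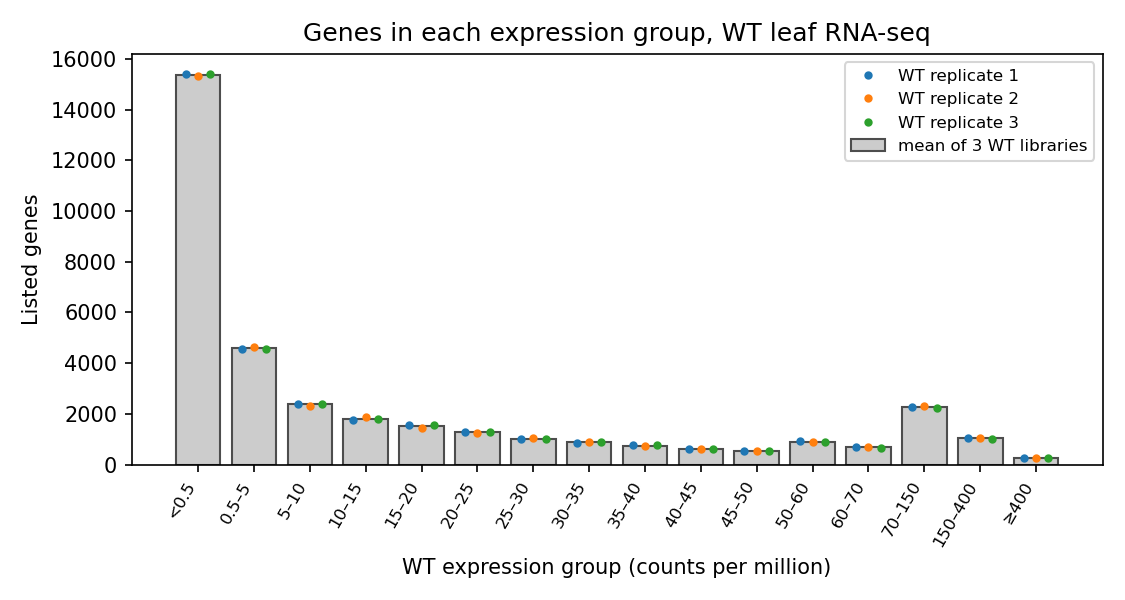
Number of listed genes (vertical axis) in each of the 16 WT expression groups in CPM (horizontal axis). Bars are the mean of the 3 WT libraries and points are the single libraries. The lowest group holds 15393, 15330 and 15421 genes in the 3 libraries, more than any other group.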

Protein coding genes were classified into 16 groups according to their expression level (*SI Appendix*, Figs. S2 and S3). This classification of gene expression revealed that repressed and active genes were distinct in terms of epigenetic profiles and that a large repertoire of histone modifications is associated with each state (Fig. 1*D* and *SI Appendix*, Fig. S3). We found that six constitutive heterochromatinmarks were almost exclusively on genes belonging to the lowest quantile of expression, and this was also the case for the facultative heterochromatin marks H3K27me2 and H3K27me3. By contrast, different euchromatin-related marks were found to be associated with highly and lowly expressed genes (Fig. 1*D*). Interestingly, genes exhibiting low expression levels were enriched in H3K4me1 and H3K4me2, and their enrichment decreased along with higher transcript levels (Fig. 1*D*). Moreover, H3K4me1 enrichment was notably reduced in nonexpressed genes (*SI Appendix*, Fig. S3*R*). On the other hand, a high accumulation of gene transcripts is highly correlated with the enrichment of the other 18 marks which are signatures of euchromatin. With this in mind, we conducted a comprehensive correlation of the main constitutive heterochromatin signatures, including the constitutive histone marks (H3K14me1, H3K23me1, H3K56me1, and H3K56me2), as well as facultative heterochromatin and euchromatin signatures over genes belonging to the lowest quantile (i.e., not expressed). 

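In the count table, 15315 genes had a mean of less than 0.5 CPM over the 3 WT libraries and were taken as not expressed in leaf. At the depth of these libraries, 0.5 CPM equals 4.46, 5.51 and 4.46 counts, just above the floor of 3 counts. Library by library, 15393, 15330 and 15421 genes lay under 0.5 CPM. No counts at all were present in any WT library on 10997 of the genes, and the others under 0.5 CPM had a few counts. The threshold moved the number more than the replicates did, since 13257 genes had a mean under 0.1 CPM and 16376 a mean under 1 CPM, whereas leaving out each WT replicate in turn gave from 15285 to 15340 genes. The paper's 5 clusters of not expressed genes (Fig. 1*E*) hold 3126, 1326, 1236, 7133 and 2317 genes, and the sum of these paper values is 15138. The paper grouped protein coding genes by read coverage, whereas the 15315 genes were taken from all listed genes by CPM. The closeness of the totals is therefore not a test of either. The paper takes the genes of this lowest group as repressed and divides them by the histone marks they carry, and those marks were not analysed here.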

We found distinct epigenetic profiles that are associated with heterochromatin formation and gene silencing (Fig. 1*E*). Five different chromatin signatures were identified from our correlation analysis (*SI Appendix*, Fig. S4). The first, representing 21% of genes, was mainly enriched with heterochromatin-related marks, with a small proportion of genes showing association with the facultative heterochromatin mark H3K27me2. The second, accounting for 9% of genes, was highly enriched for H3K27me2 and to a lesser extent for constitutive heterochromatin marks. Notably, the third signature (8%) was associated with H3K27me3, indicating that they belong to polycomb repressive complex II-controlled genes and represent only a small subset of transcriptionally repressed genes. Remarkably, the fourth signature corresponded to a significant proportion of repressed genes (47%) that are associated with the histone mark H3K4me2. Finally, the fifth group represents 15% of repressed and has a less clear signature, appearing to be enriched for the constitutive heterochromatin-related histone marks H3K14me1, H3K23me1, and H3K27me1. These chromatin signatures revealed by ChIP-seq were in agreement with the immunolocalization using specific antibodies (Fig. 1*A*), revealing that the central and peripheral distribution of chromatin marks defines two distinct transcriptionally inactive compartments.

The distribution of the 26 different histone marks and RNA Pol II, allowed us to define 16 different chromatin states in the tomato genome (Fig. 1*F* and *SI Appendix*, Fig. S5). Among those, one corresponded to Polycomb-repressed genes, and two to H3K4me2 repressed genes, further highlighting that H3K27me3 deposition does not appear to be the only histone mark associated with gene transcriptional repression. In addition, each chromatin state is linked to positional features such as distal enhancers, proximal enhancers intergenic regions among others (*SI Appendix*, Fig. S6). This classification allows the definition of chromatin features associated with the regulation of gene expression and reveals the distinctive euchromatic and heterochromatic features that characterize the tomato genome.

### Compartmental Domains Correlate with Histone Modifications.

To investigate the link between histone marks, chromatin states, and genome topology, we performed Hi-C assays and calculated the insulation index of regions enriched for RNA Pol II or each of the assessed histone marks (Fig. 2*A*) and chromatin states (*SI Appendix*, Fig. S7). The median of the frequency of interaction with the neighboring regions was lower for regions enriched with euchromatin-related marks than for constitutive heterochromatin, whereas facultative heterochromatin associated regions exhibited an intermediate contact behavior (Fig. 2*B*). Hence, we further analyzed a distinctive euchromatin mark (H3K9ac), as well as facultative and constitutive heterochromatin histone marks (H3K27me3 and H3K9me2, respectively). A Visual inspection of the interaction matrix revealed the widespread presence of interaction hotspots between genomic bins associated with the same histone modifications (Fig. 2*C*). Therefore, to evaluate the potential of a genomic region to establish a distinct compartmental domain characterized by particular chromatin marks, we produced a Pearson correlation map and organized it based on various chromatin features. In this process, we restructured the rows and columns within the correlation matrix. Instead of arranging them based on their linear sequence position, we sorted the bins in ascending order of the selected feature’s signal strength (Fig. 2*D* and *SI Appendix*, Fig. S8). Sorting by H3K9ac signal value, we observed a strong compartmentalization, as seen with chromosome 3 (Fig. 2*D*), and on all chromosomes (*SI Appendix*, Fig. S8). The matrix displayed a clear segregation which is characterized by an anticorrelated enrichment of H3K9ac and H3K9me2 histone marks. Reciprocally, sorting by the H3K9me2 signal value also resulted in a clear compartmentalization due to the strong anticorrelated enrichment between these two histone marks. By contrast, when sorting the chromosome by H3K27me3 signal value, we also observed compartmental segregation, but less pronounced as compared to H3K9ac sorting. Notably, this patterning occurred in all the tomato chromosomes (*SI Appendix*, Fig. S8), suggesting that H3K9ac and H3K9me2 are important driving elements for genome compartmentalization. Finally, to reveal the most frequent interactions among the 26 histone marks and RNA Pol II, we calculated the odds ratios (ORs) of their interactions (*Materials and Methods*). Analysis of all feature combinations of interacting loci across the genome revealed that chromatin interactions occur more frequently between regions with concordant epigenetic status (Fig. 2*E* and *SI Appendix*, Fig. S9). Altogether, our results hint at an intricate relationship between histone modifications and genome topology organization, and subsequently gene activity.

**Fig. 2.**
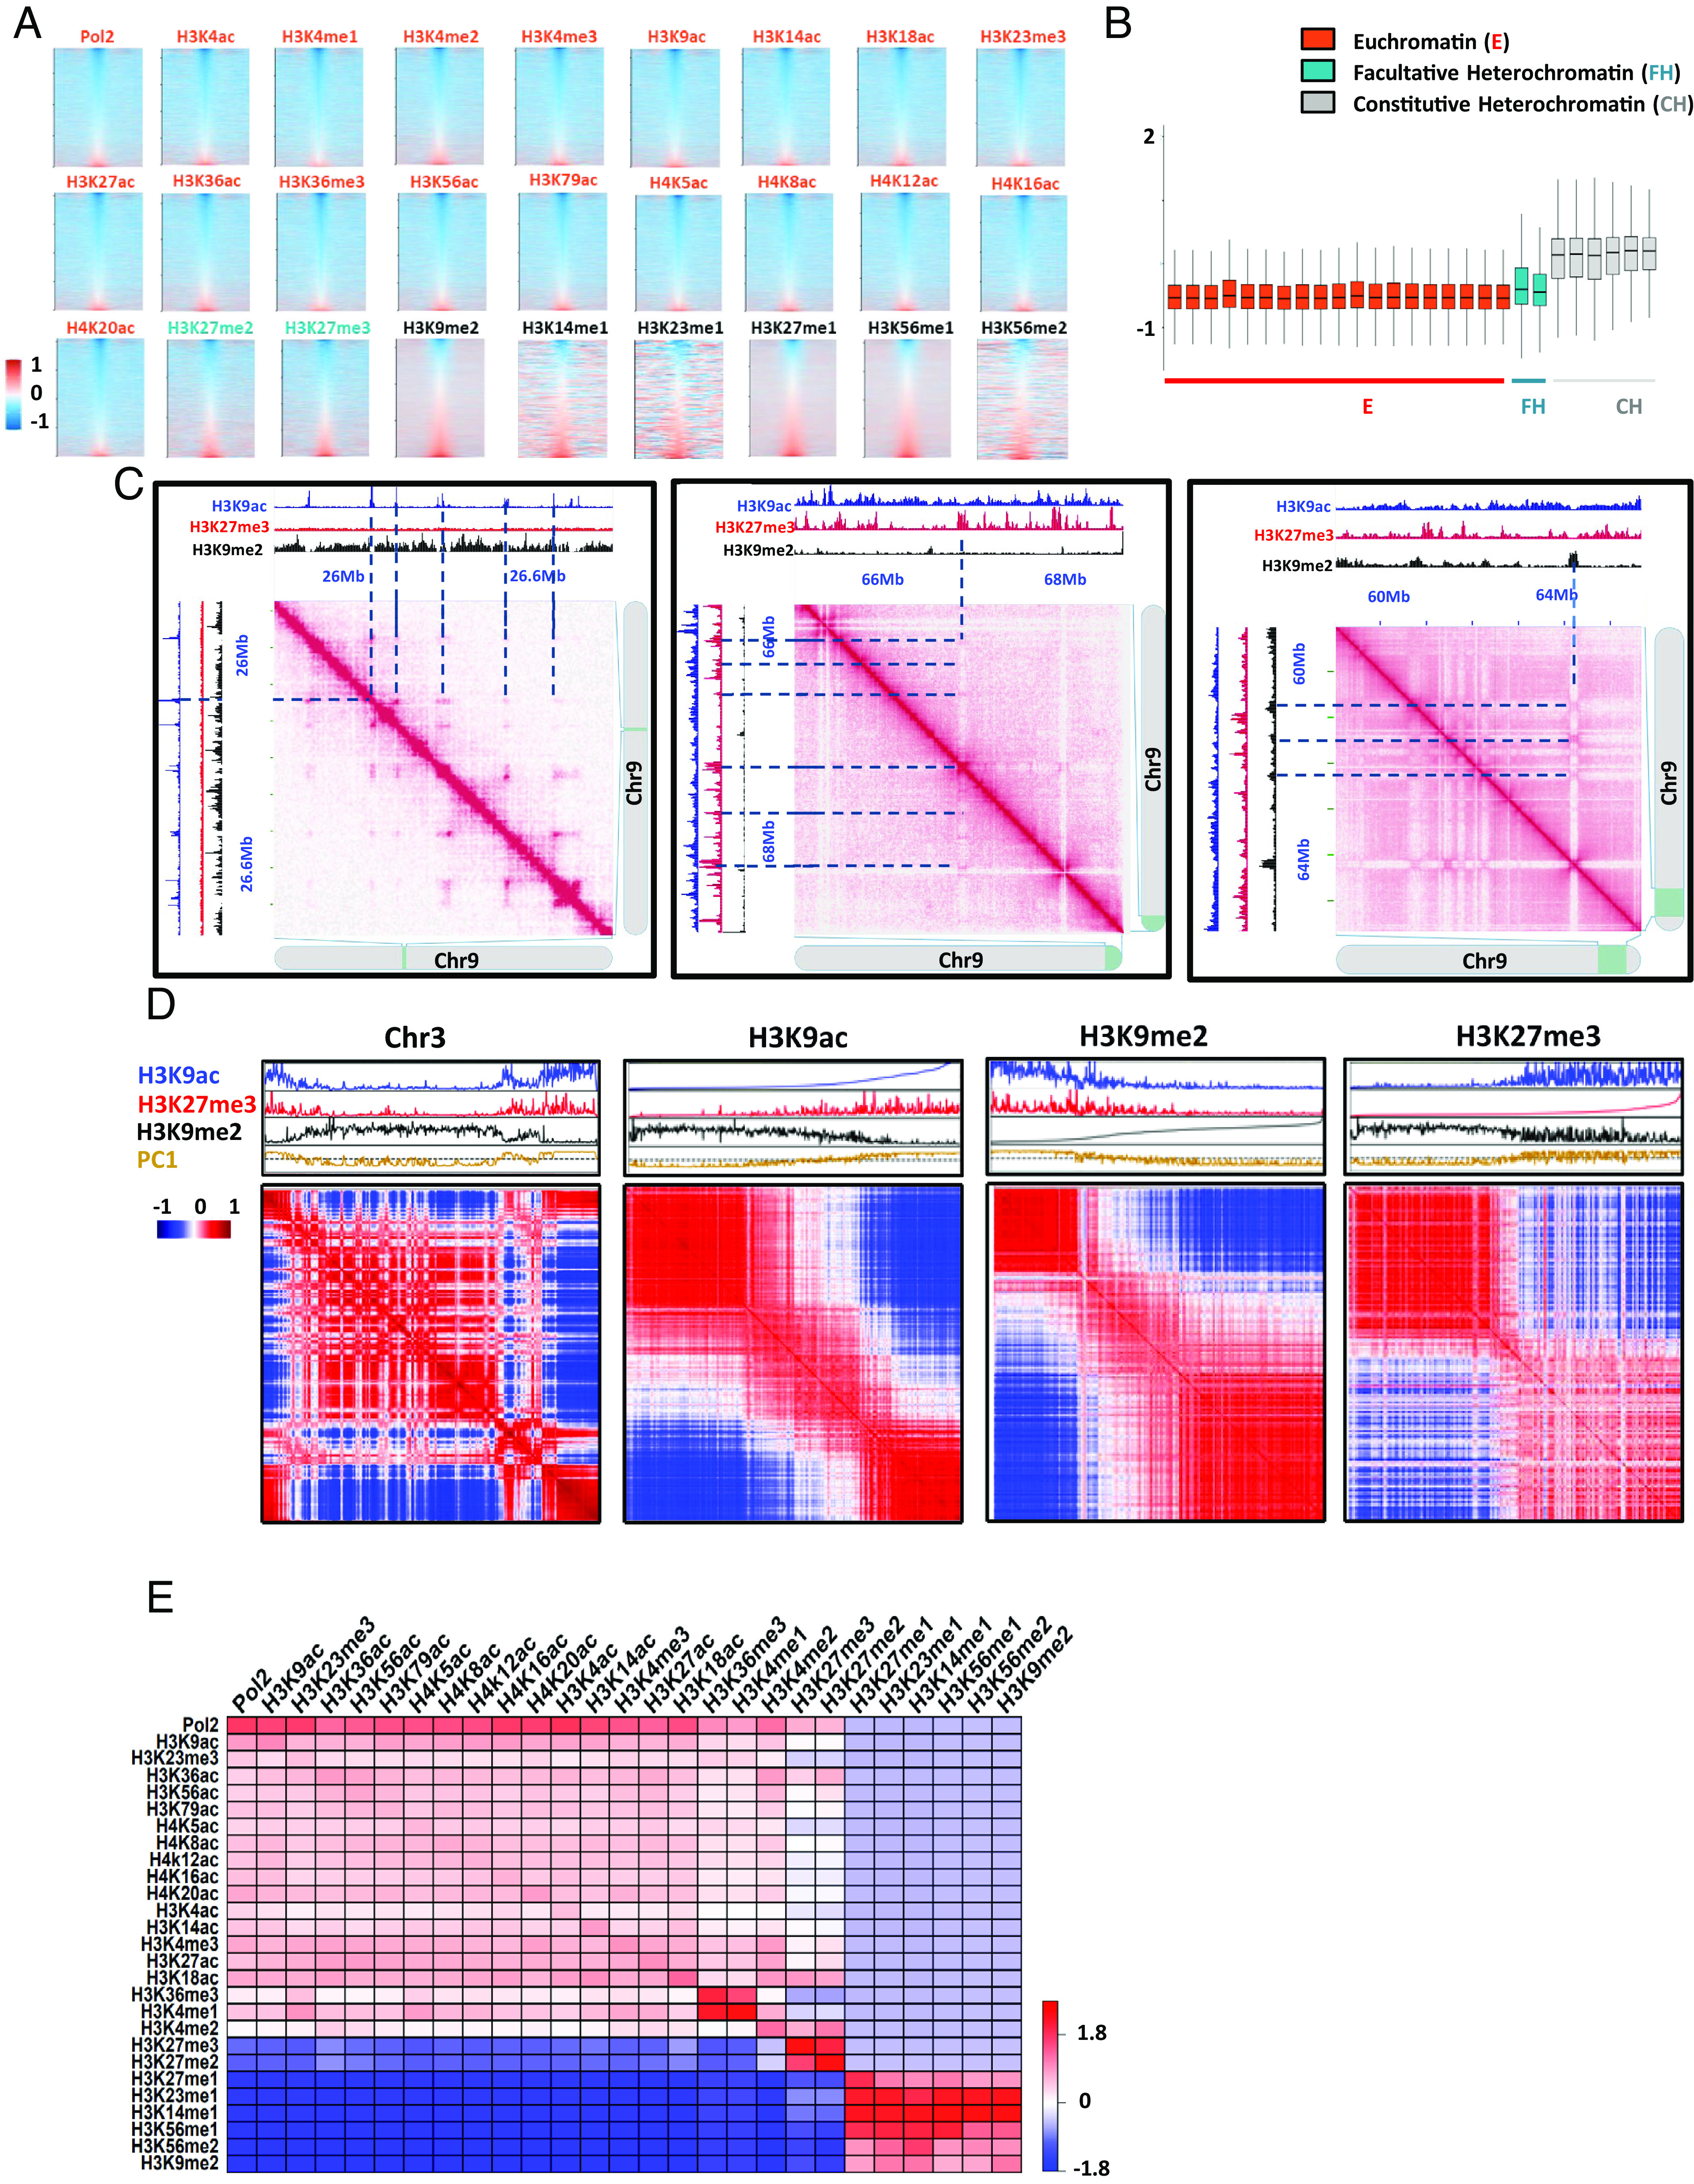
Genome-wide topographical relationship between histone modification and 3D genome organization. (*A*) Relationship between the insulation index and histone marks. Heat map displaying the insulation index over histone modifications peaks. (*B*) Box plot representing the median of the insulation index associated with histone modifications peaks. Euchromatin (E) represents euchromatin histone modification markers: Pol2, H3K9ac, H3K18ac, H3K27ac, H3K23me3, H3K36ac, H3K56ac, H3K79ac, H4K5ac, H4K8ac, H4K12ac, H4K16ac, H4K20ac, H3K4ac, H3K14ac, H3K4me3, H3K36me3, H3K4me1, and H3K4me2. FH represents facultative heterochromatin histone modification markers: H3K27me3 and H3K27me2. CH represents constitutive heterochromatin histone modification markers: H3K27me1, H3K23me1, H3K14me1, H3K56me1, H3K56me2, and H3K9me2. (*C*) 2D heat maps of contact matrices with interaction frequencies in different regions of chromosome 9. (*D*) Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosome 3. Shown above each Hi-C map from *Top* to *Bottom* are the following: H3K9ac signal (blue), H3K27me3 signal (red), and H3K9me2 signal (black). Principal component 1 distribution (PC1) in brown. From *Left* to *Right*: i) interactions among sequences from chromosome 3 arranged in natural order; ii) interactions among sequences from chromosome 3 sorted by H3K9ac levels, from lowest to highest; iii) interactions among sequences from chromosome 3 sorted by H3K9me2 levels, from lowest to highest; and iv) interactions among sequences from chromosome 3 sorted by H3K27me3 levels, from lowest to highest. (*E*) Heatmap presenting the logarithm of odd ratios of all feature combinations of interacting loci. Positive log_2_(odds ratios) indicates enrichment and negative indicates depletion.

### H3K9ac Plays a Major Role in Genome Topology Organization.

The thorough characterization of tomato chromatin states and their correlation with genome topology revealed a distinct and exclusive pattern of H3K9ac and H3K9me2 distribution that are closely tied to the spatial organization of euchromatin and heterochromatin compartments. To test the role of these two chromatin marks on genome topology we use the mutant *kyp*, which is known to affect H3K9me2 deposition (25). We mapped H3K9me2 and H3K9ac by ChIP-seq in WT and *kyp* plants (Fig. 3*A* and *SI Appendix*, Fig. S10). This analysis revealed that the levels of H3K9me2 in *kyp* plants diminished in discrete pericentromeric regions. Notably, the regions where H3K9me2 was lost in *kyp* showed a sharp deposition of H3K9ac. To investigate why H3K9ac deposition occurs in specific regions, we analyzed the associated motifs and found a significant enrichment for the TATA binding protein (TBP) motif bound by the TBP. This protein is known to interact with the transcription factor IID and SAGA two protein complexes that display a histone acetyl-transferase activity (26) (*SI Appendix*, Fig. S11). Further analysis revealed that the global reduction of H3K9me2 in *kyp* correlated with a strong deposition of H3K9ac (Fig. 3 *A* and *B* and *SI Appendix*, Fig. S12).

**Fig. 3.**
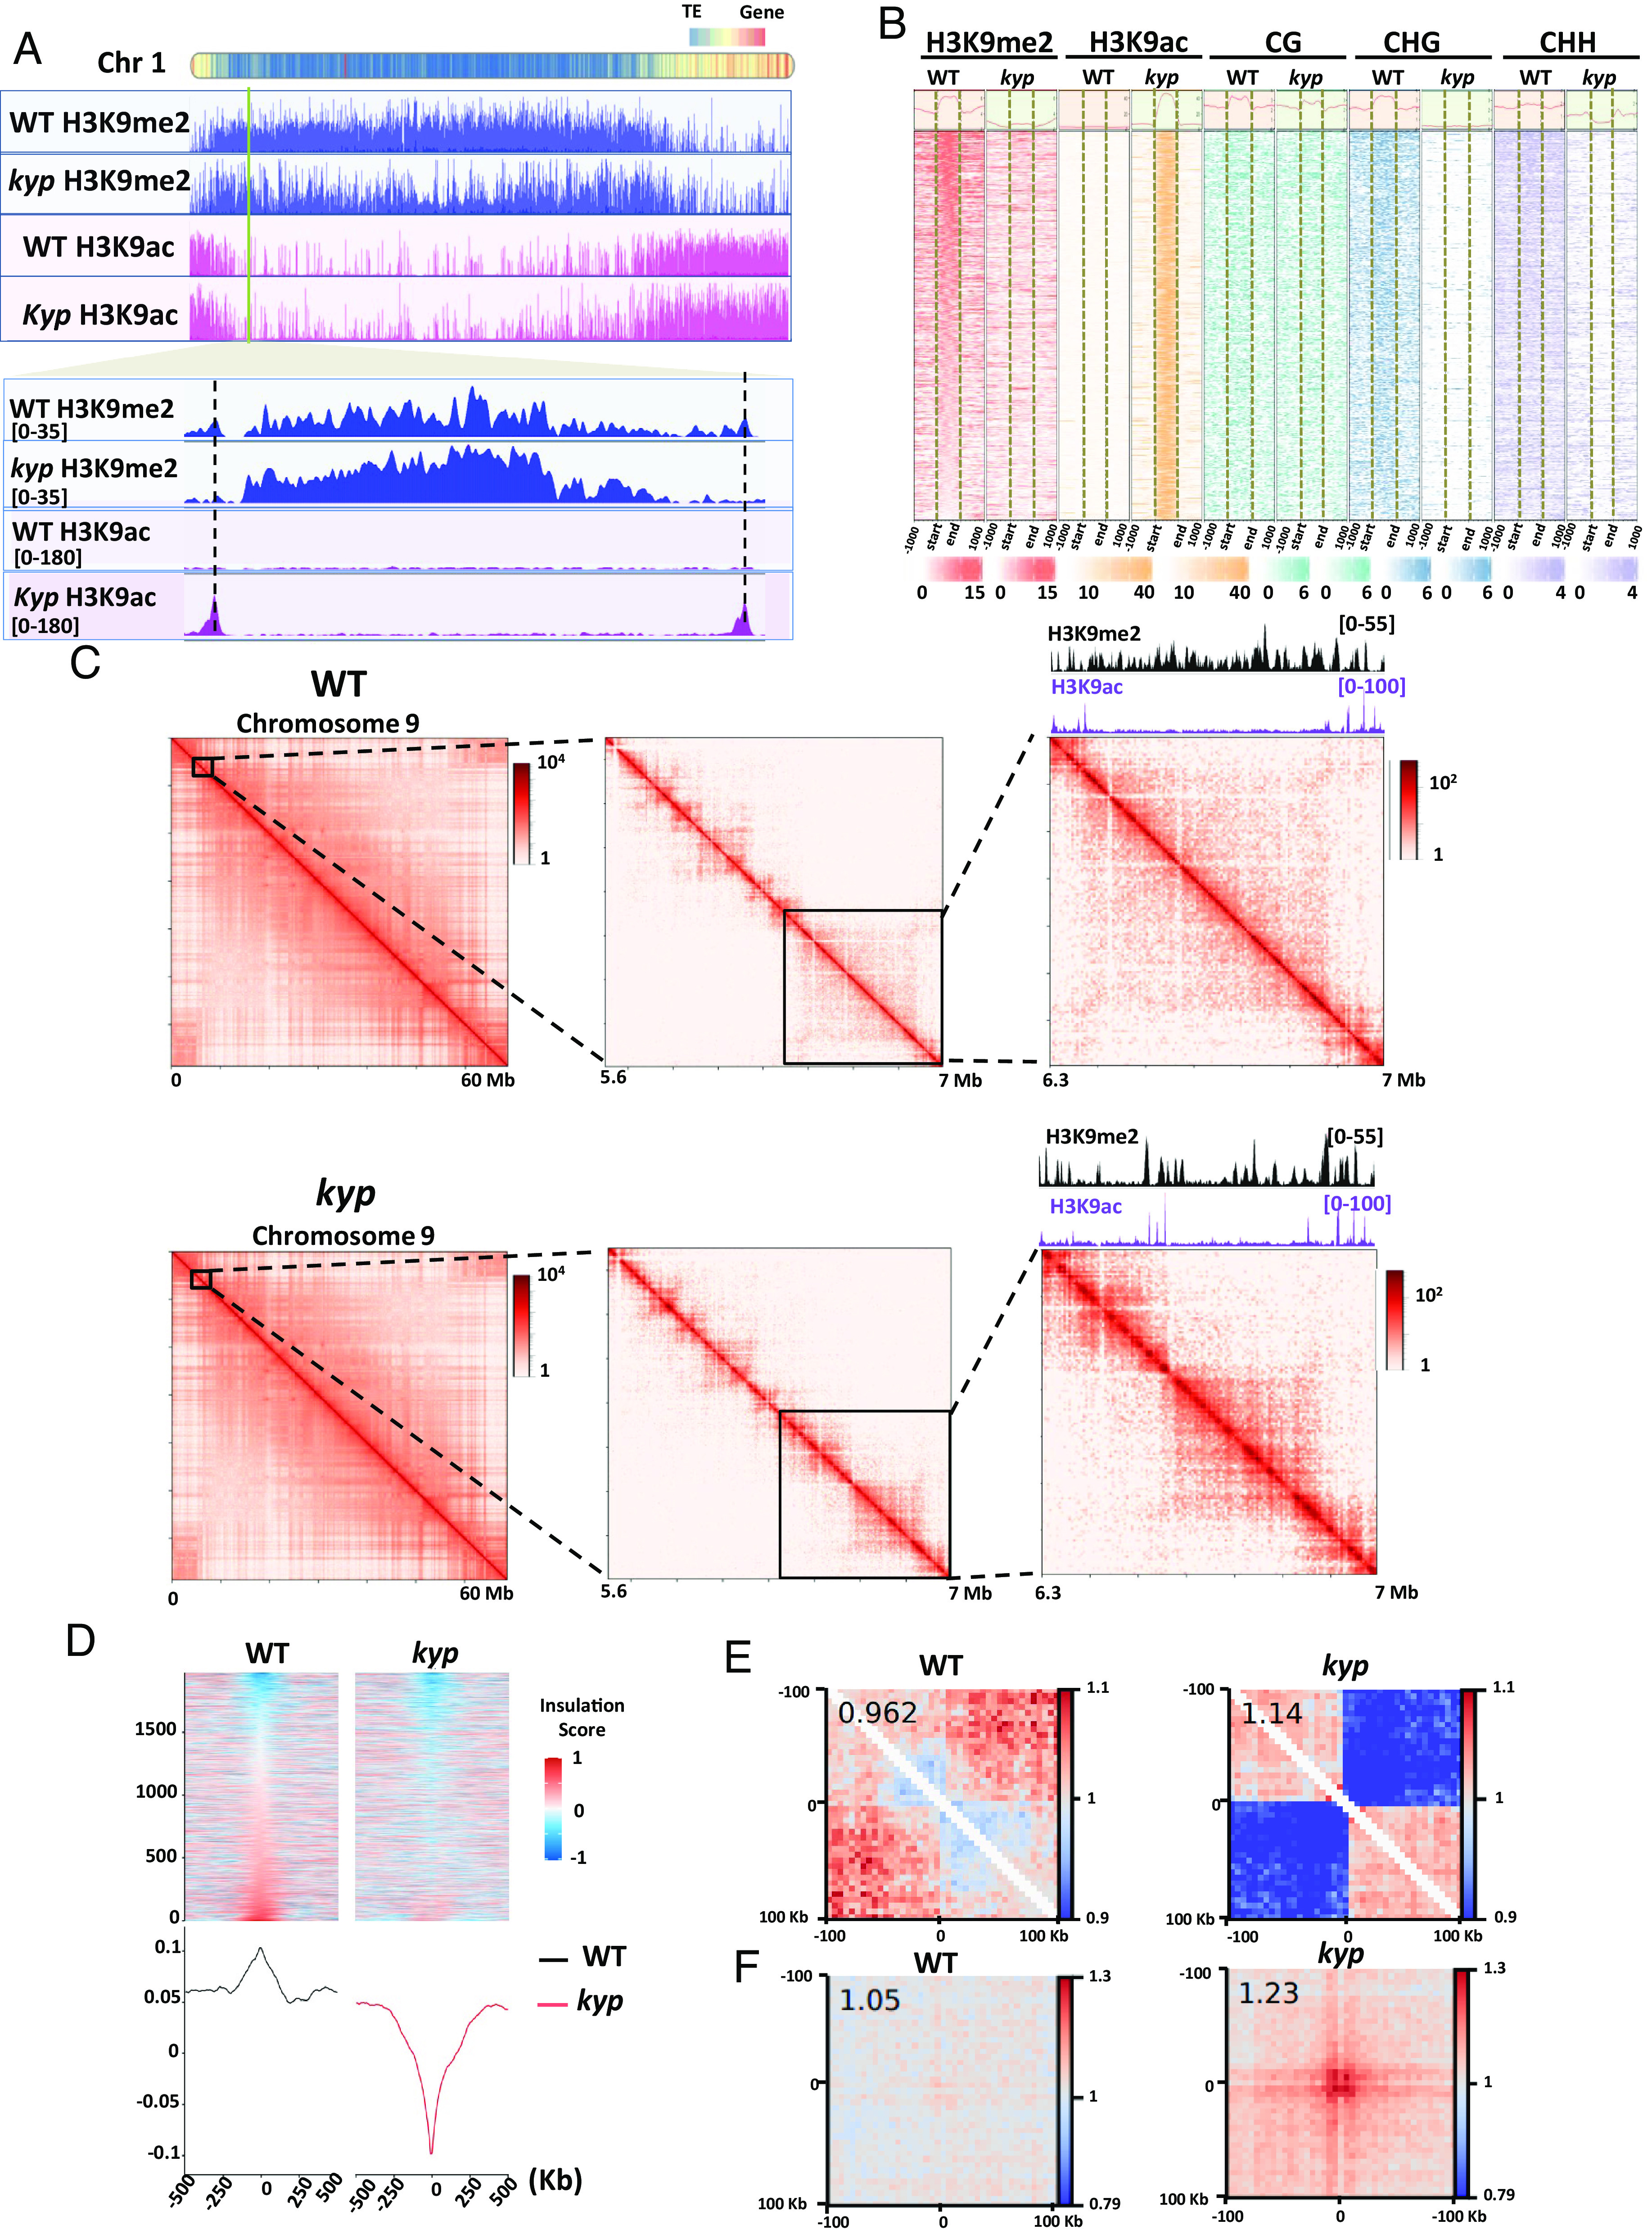
H3K9ac plays a major role in defining TAD-like border. (*A*) JBrowse view illustrating chromosome 1. H3K9me2 (blue) and H3K9ac (pink) enrichment in both WT and *kyp*. Zoomed-in chromosome 1 region illustrating H3K9me2 loss and H3K9ac gain in *kyp*. (*B*) Heatmaps showing the distribution of H3K9me2, H3K9ac, and DNA methylation signals on genomic regions that gain H3K9ac in *kyp*. Sample size n = 3. (*C*) Hi-C contact matrices reveal a change in *kyp* upon switch from H3K9me2 to H3K9ac in chromosome 9. (*D*) Heatmap showing the insulation index over genomic loci that display a switch from H3K9me2 to H3K9ac in *kyp*. (*E*) Local pile-ups of genomic loci that display a switch from H3K9me2 to H3K9ac in *kyp*, indicating depletion of local associations within TAD-like structures. The enrichment score is displayed on *Top* *Left*. (*F*) Pile-ups of interactions between genomic loci that display a switch from H3K9me2 to H3K9ac in *kyp*, indicate the emergence of distant contact points. The enrichment score in the central pixel is displayed on *Top* *Left*. The distance from the peak region is 100 Kb.

To determine the role of the ectopic H3K9ac deposition on genome topology, we performed Hi-C on WT and *kyp* plants. In the WT, TAD-like structures rich in H3K9me2 exhibit borders with high levels of H3K9ac (Fig. 3*C* and *SI Appendix*, Figs. S13–S16). Notably, the emergence of H3K9ac deposition within the same TAD-like structure *kyp* resulted in a reorganization of chromatin 3D conformation, determining different TAD-like borders and splitting the chromatin into two sub-self-interacting domains. The determination of the insulation index over genomic loci that display a switch from H3K9me2 to H3K9ac in *kyp* showed that this chromatin 3D reorganization is a global feature across the tomato genome (Fig. 3*D* and *SI Appendix*, Fig. S17). To understand the relationship between the level of H3K9ac and the insulation index, we divided the sites that gain H3K9ac in *kyp* into three categories (low, medium, and high levels) and plotted the insulation associated with each category. Interestingly, we observed a correlation between the H3K9ac level and the insulation (*SI Appendix*, Fig. S18). In addition, to determine to what extent this gain of H3K9ac and insulation correlate with chromatin accessibility, and gene expression, we performed ATAC-seq and RNA-seq. 

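RNA-seq of the *kyp* mutant, which is impaired in the deposition of H3K9me2, was performed on 3 biological replicates of the same leaf in the M82 background. The 3 *kyp* libraries held 7283885, 9458335 and 10091231 counts on genes, with a median of 9458335, and had a floor of 0.412, 0.317 and 0.297 CPM. More genes received at least 1 count in *kyp*, with 24621, 24964 and 24906 genes. Spearman's rho across genes was 0.979 to 0.981 between *kyp* libraries and 0.954 to 0.957 between a WT and a *kyp* library, so every pair across genotypes lay further apart than every pair within a genotype. The nuclear identifiers were not paired with gene symbols here, so the counts of *KYP* are not reported.

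The genotypes were compared with edgeR's quasi-likelihood test on the counts as deposited, after TMM normalization, for the 20154 genes that passed edgeR's filter on low counts. The adjusted p, with Benjamini-Hochberg adjustment, was under 0.05 for 5028 genes, or 24.9% of those tested. Of these, 2982 genes were higher in *kyp* and 2046 were lower. The median log2 fold change was 1.19 among the higher genes and -0.69 among the lower ones. At 2-fold or more, 1762 genes were higher and 590 were lower, which was the alternative that moved these counts the most. Library totals alone, without TMM, gave a nearly even balance of 2681 higher and 2605 lower genes. All 3 *kyp* libraries lay on the same side of all 3 WT libraries for 4990 of the 5028 genes, and for 8547 of the 20154 tested genes, where chance gives 10%.

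In *kyp*, 542 differentially expressed genes had a mean of at least 1 CPM, scaled by TMM, while their mean in WT was under 0.5 CPM, and 42 genes did the reverse. Of the 542 genes, 308 had no counts in any WT library, and 440 had at most 3 counts in each. Their median in *kyp* was 3.86 CPM (interquartile range 2.31 to 7.42), and together they took 0.399% of the *kyp* counts and 0.00502% of the WT counts. The filter asks for about 10 counts in at least 3 libraries, so a gene silent in WT was tested only if it had counts in *kyp*, and 544 such genes were tested. Without the filter the numbers were 803 and 66.

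Solyc07g055460.3, listed with the genes of chromosome 7, had 0 counts in each WT library and 458, 1134 and 996 counts in the *kyp* libraries. Its mean in *kyp* was 96.0 ± 30.2 CPM (SD, n = 3), at least 310-fold higher than the floor of WT. The adjusted p was 5.25e-05 by edgeR's quasi-likelihood test. Solyc12g062227.1, listed with chromosome 12, had 0 counts in each WT library and 503, 901 and 824 in *kyp*. It reached 83.9 ± 14.3 CPM (SD, n = 3), at least 271-fold higher, with an adjusted p of 1.04e-05 by edgeR's test. In the other direction, Solyc04g011750.3 on chromosome 4 had 44, 114 and 38 counts in WT and 0 in each *kyp* library. Its WT mean of 6.37 ± 3.20 CPM (SD, n = 3) fell to the floor, so that it was at least 18.2-fold lower in *kyp*, with an adjusted p of 0.00112 by edgeR's test. Solyc12g027897.1 on chromosome 12 had 135, 168 and 302 counts in WT, or 21.1 ± 10.9 CPM (SD, n = 3), and 1 count in each *kyp* library. It was at least 60.3-fold lower, with an adjusted p of 0.000104 by edgeR's test. These 4 genes were picked for the largest log2 fold changes among called genes without overlap between the genotypes. Their lack of overlap is therefore no added evidence. An exact permutation test of 3 libraries against 3 cannot give a two-sided p under 0.1. The paper sets the expression of transcripts beside the level of H3K9ac gained in *kyp* (*SI Appendix*, Fig. S18), and the H3K9ac categories and ATAC-seq were not analysed here.

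**Figure D2:**
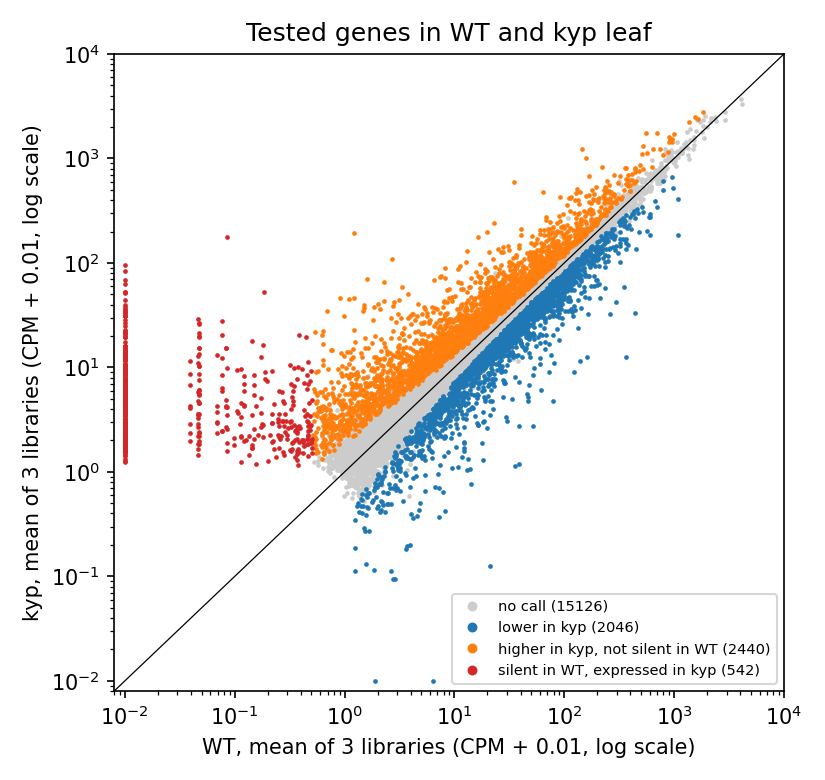
Mean expression of the 20154 tested genes in WT (horizontal axis) and *kyp* (vertical axis), each the mean of 3 libraries in TMM-normalized CPM with 0.01 added, on log scales. Red points are the 542 genes silent in WT and expressed in *kyp*, orange points the other 2440 genes higher in *kyp*, blue points the 2046 genes lower in *kyp* and grey points the 15126 genes without a call. The line marks equal expression.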

We found a positive correlation between these four features, suggesting that the local chromatin structure may play a role in 3D genome organization (*SI Appendix*, Fig. S18). Remarkably, a pile-up of chromatin interactions between genomic loci that display a switch from H3K9me2 to H3K9ac revealed that local associations (within TAD-like structures) are depleted (Fig. 3*E* and *SI Appendix*, Fig. S19), whereas distal contact points emerge (Fig. 3*F* and *SI Appendix*, Fig. S20), supporting the view that H3K9ac spots act as anchor points for newly formed TAD-like structures. Collectively, our results uncover the role of H3K9ac as a major determinant of chromatin organization and KYP as a modulator of chromatin topology in tomato (Fig. 4).

**Fig. 4.**
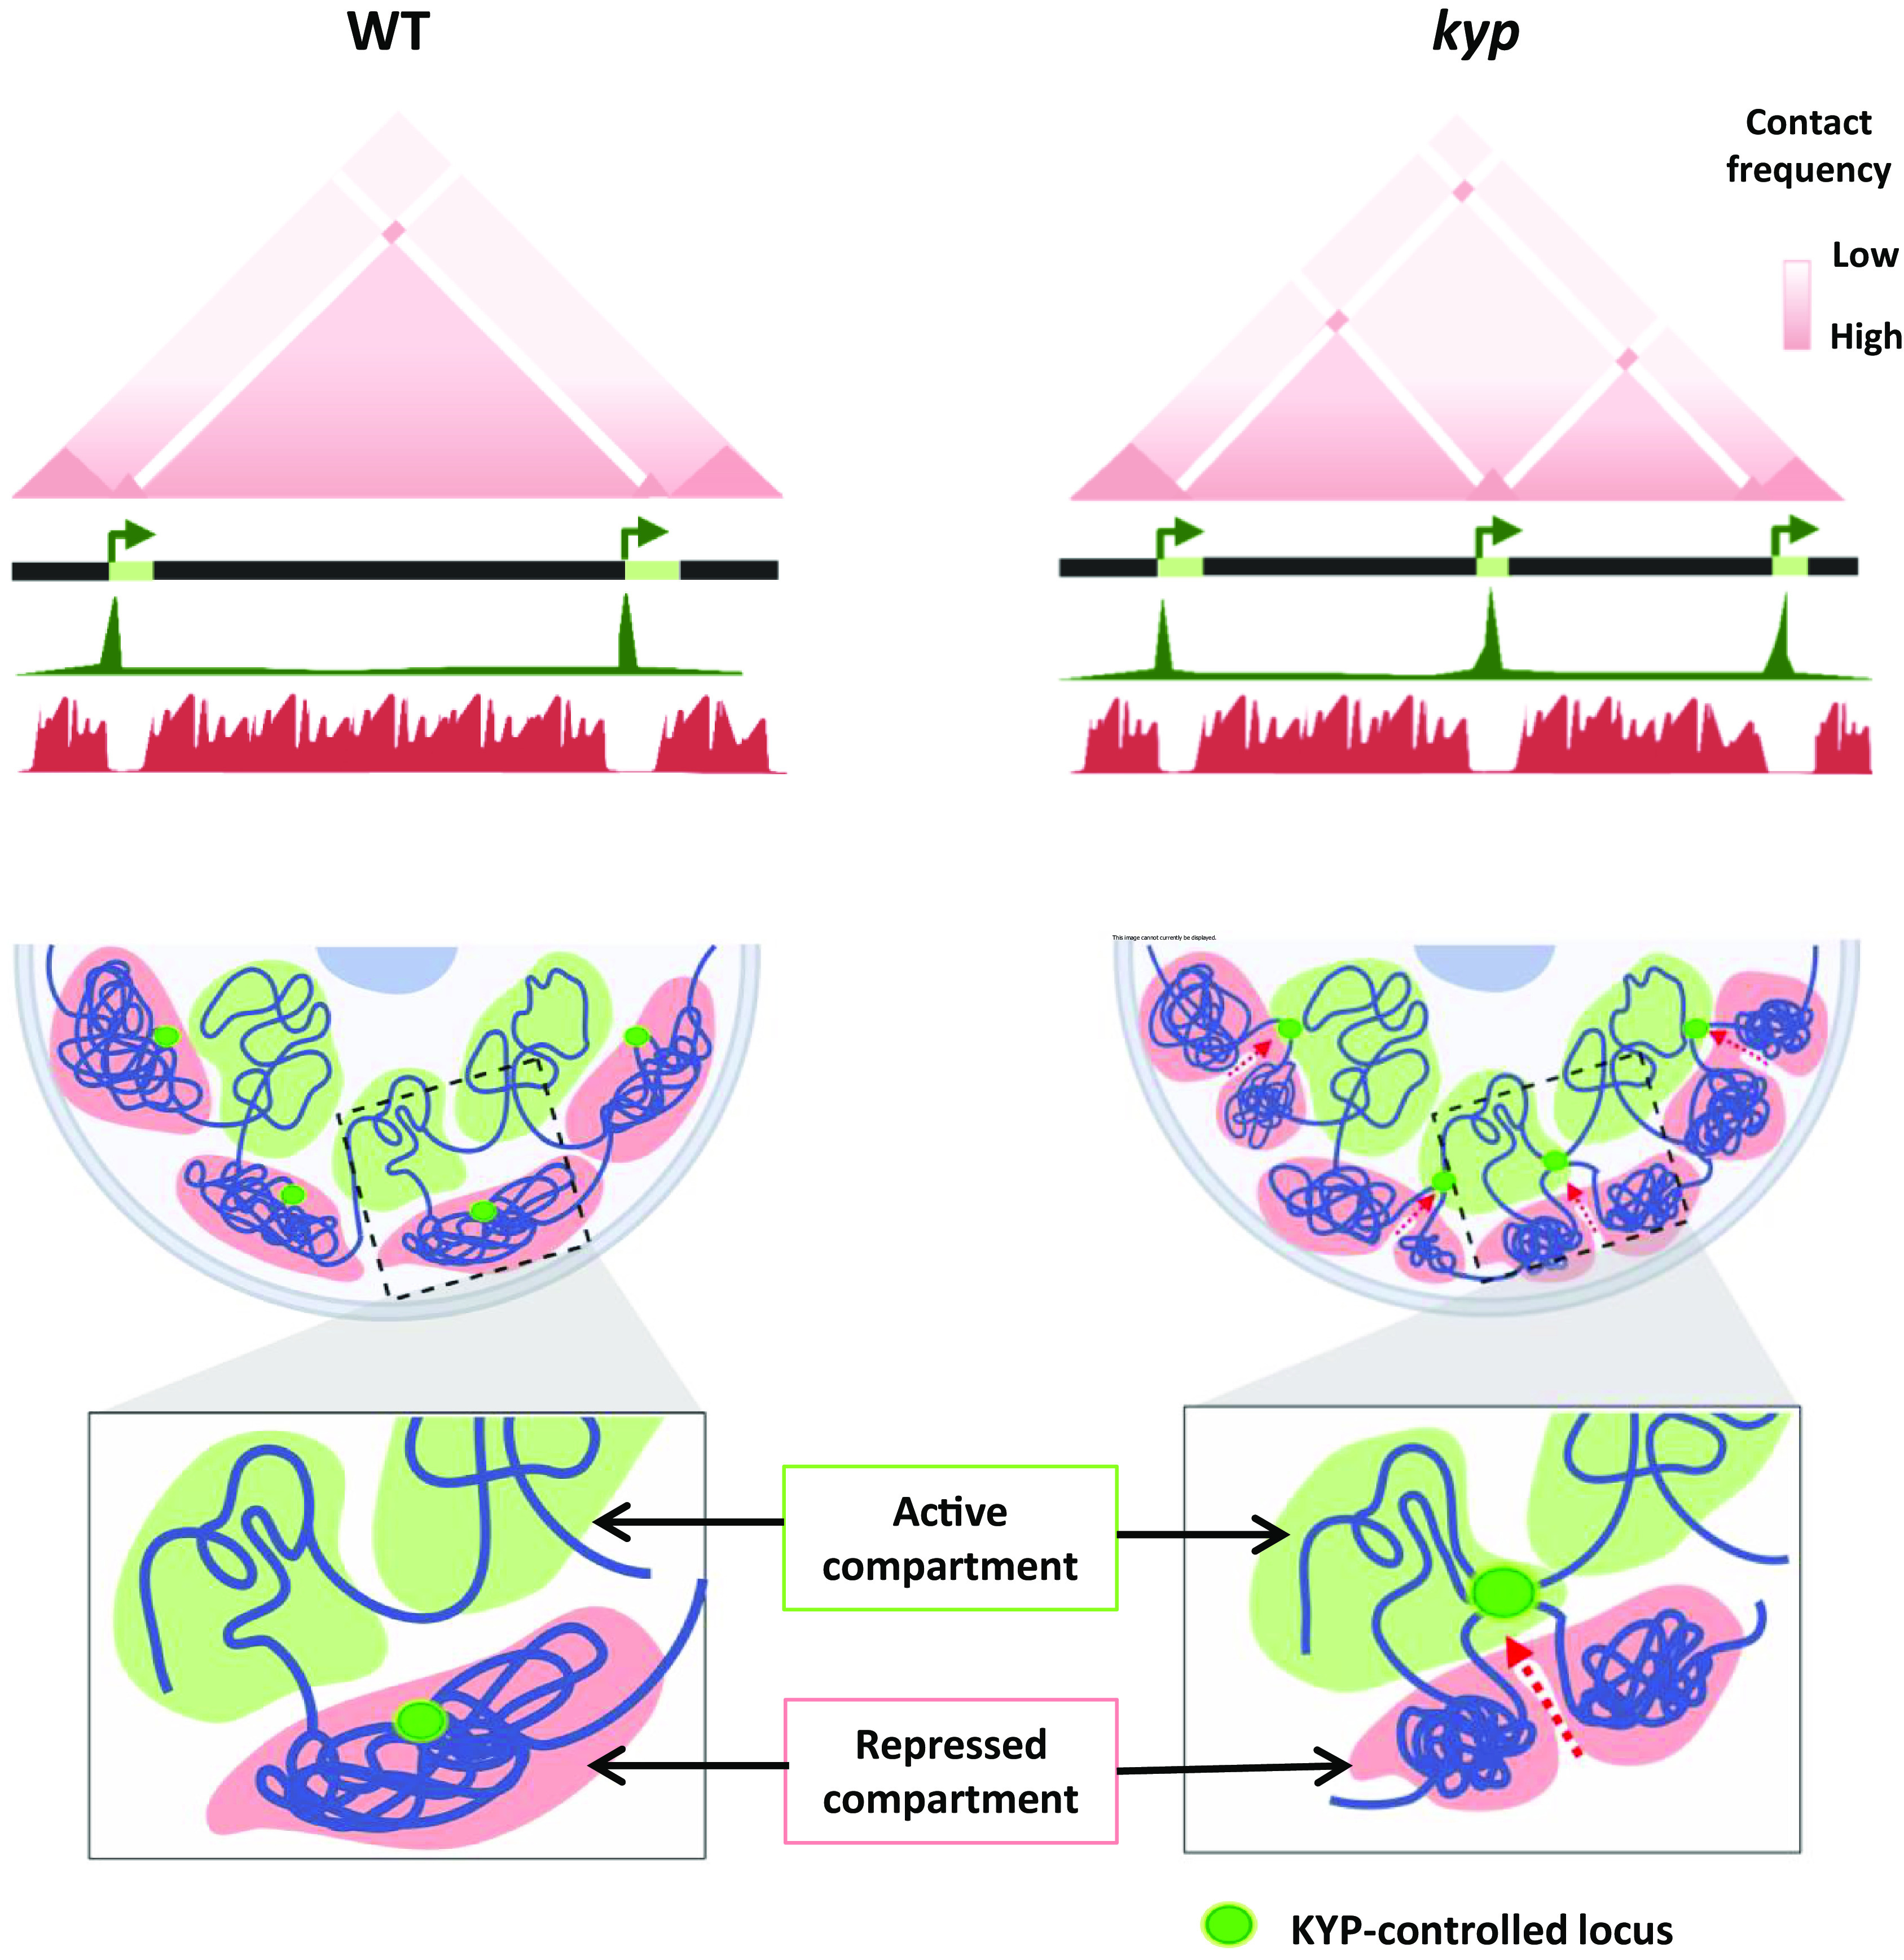
KYP shapes TAD-like boundaries through the control of H3K9ac. Regions on repressed compartments can act as anchors for TAD-like structure formation after the ectopic deposition of H3K9ac in *kyp*.

## Discussion

In this study, we conducted a comprehensive analysis of the epigenetic landscape and genome organization in tomato, aiming to shed knowledge on the role that histone modifications play in chromatin architecture in plants. Our work illuminates the intricate interplay between histone modifications, chromatin states, and 3D organization. The establishment of epigenome atlases spanning a growing number of species enhances our comprehension of gene expression regulation and provides important resources to investigate its orchestration in cell fate, development, and natural variation, as well as its relevance in the context of disease and stress responses (27–31). By mapping the distribution of epigenetic signatures across the tomato genome, we were able to define distinct euchromatic and heterochromatic states. Previous epigenomic studies in *Arabidopsis* (31) and rice (32) have shown the inverse correlation along the nuclear genome of euchromatin marks such as H3K9ac and constitutive heterochromatin marks. Our analysis has revealed the presence in plants of different constitutive heterochromatic marks, H3K14me1 or H3K56me1 and H3K56me2, which have been previously described in animals. These findings suggest that the repertoire of chromatin marks in plants is much broader than previously thought. In addition, we observed the existence of alternative epigenetic profiles even within euchromatic regions, which are associated with varying levels of gene expression and distinct parts of the genes, as previously reported in *Arabidopsis* (31). This observation implies that not all euchromatic domains share functional equivalence, and specific combinations of histone marks exert a role in dictating the transcriptional activity of genes. Notably in tomato, the simultaneous presence of H3K4me1 and intermediate acetylation levels appears to be a hallmark of moderate gene expression, whereas the most highly expressed genes display the highest histone acetylation levels. Furthermore, we found that only a small subset of genes is repressed by the H3K27me3 mark, whereas others seem to be repressed by the H3K4me2 mark, suggesting that histone modifications associated with transcriptional repression is more diverse in tomato than previously anticipated.

Beyond the identification of distinct chromatin states, our findings support that the 3D configuration of the tomato genome is intricately linked to histone modifications, which trigger the formation of chromatin interactions associated with the coregulation of spatially grouped loci. The characterization of 3D genome organization in plants was pioneered in the model species *Arabidopsis thaliana*. The first studies unveiled the absence of TAD structures and the existence of “A/B” type compartmentalization at a local scale, manifesting within domains spanning a few tens of kilobases (13, 14) The orchestration of this compartmentalization is significantly steered by constitutive heterochromatin, primarily composed of transposable elements that bear distinct histone modifications such as H3K9me2 and H3K27me1. However, the contribution of facultative heterochromatin to higher-order nuclear topology in plants long remained enigmatic. Recently, immuno-localization experiments in *Arabidopsis* have shown that H3K9ac-rich and H3K27me3-rich regions are spatially segregated, demonstrating that actively transcribed and repressed genes occupy distinct regions within the nucleus (33). In addition, changes in the distribution of these marks alter genome folding and chromatin interactions: It was observed that certain genomic regions in the *Arabidopsis* *clf* mutant, upon losing H3K27me3, exhibit a tendency to establish interactions with transcribed regions distinguished by H3K9ac marks, providing further evidence for the role of H3K9ac and H3K27me3 distribution on 3D genome organization (33). Likewise, an analogous approach was employed in maize, revealing that H3K27me3 mediates the formation of chromatin loops established between putative regulatory elements and their target genes, a process closely associated with gene repression (34). Here, we found that in tomato, a large set of repressed genes is not associated with H3K27me3 and that this mark is not as well correlated with genome compartmentalization as H3K9ac or H3K9me2, suggesting that gene expression and/or constitutive heterochromatin are the main drivers of global genome folding, although H3K27me3 may also contribute to global genome folding.

As mentioned before, local active and repressive compartments seem to play a pivotal role in plant 3D genome organization (18). In this study, we took advantage of a tomato mutant (*kyp*) that shows defects in the deposition of H3K9me2 (25). We found that in this mutant the lack of H3K9me2 was associated with the discrete deposition of H3K9ac and with the emergence of different TAD-like structures that restructure chromatin 3D conformation. This finding underscores the pivotal role of H3K9ac and H3K9me2 in shaping chromatin organization and suggests that KYP plays a central role in governing H3K9ac distribution by preventing its deposition. In line with this finding, recent evidence obtained in animal models indicated that histone hyperacetylation also exerts an influence on nuclear organization by inducing the formation of long-range chromatin interactions and nuclear subcompartments (35). The precise molecular mechanisms involved in the recruitment of acetylated loci remain unknown, but recent research in human cell lines suggested that the dynamics of transcriptional activity and RNA Pol II orchestrate distal interactions among protein-coding loci and regulatory elements situated in noncoding genomic regions (36). In tomato, an in-depth exploration of the heat-induced changes in nuclear architecture, histone modifications, chromatin accessibility, and transcriptional activity has also revealed that the tomato genome is organized around specific sites of transcriptionally active chromatin regions (37). These findings uncovered the distinct roles played by various levels of chromatin spatial organization, underscoring the pivotal regulatory significance of nuclear organization as a holistic entity. In the realm of tomato chromatin, a pronounced compartmentalization is evident, with a remarkable organization centered around specific sites of transcription within active chromatin regions that bear a striking resemblance to transcription factories, as previously described for wheat (19). While the precise mechanisms governing the organization of transcription factories remain elusive, they are believed to assume a critical role in clustering coregulated genes (38), and appear to be a common feature observed in most plant genomes. Collectively, these findings support the view that a complex interplay between the epigenome and transcription shapes the 3D organization of genetic information in plants and animals.

## Materials and Methods

### Plant Material, Growth, and Genotyping.

*Solanum lycopersicum* cv M82 was used for this study. The *kyp* mutant in M82 was donated by David C. Baulcombe (25). All seeds were sown in a commercial mix substrate under controlled conditions in growth chambers at 24 °C with a 16/8 h light/dark period. Genotyping of *kyp* plants was performed according to ref. 23. The fourth true leaf was used for all experiments in this study.

### Transmission Electron Microscopy.

Leaves were cut into thin pieces in a petri dish and then fixed for 10 min using vacuum infiltration with a fixation solution containing 3% glutaraldehyde and 1% PFA in 0.1 M cacodylate and 250 µM CaCl_2_. Following several washes with 0.1 M sodium cacodylate buffer, the plant tissue was postfixed with 1% OsO_4_ and 1.5% potassium ferricyanide in 0.1 M sodium cacodylate for 1 h at room temperature. Subsequently, the plant tissues were washed with H_2_O. Afterward, the tissues were dehydrated using a series of ethanol baths (10%, 20%, 30%, 50%, 70%, 90%, 100%), each for 30 min. The plant tissues were subsequently embedded in a mixture of resin and propylene oxide, then in pure epoxy resin, for a total duration of 72 h. Samples were polymerized for 24 h at 60 °C. Then, 80-nm ultrathin sections were prepared with an ultramicrotome (UC6, Leica Microsystems), counterstained with 2% uranyl acetate and lead citrate. Finally, the prepared plant material was observed with a transmission electron microscope operating at 80 kV (JEOL 1400).

### Immunolocalization Assay.

Immunofluorescence labeling assays were conducted according to ref. 39. Four-week-old leaves were fixed, and nuclei were isolated, placed on a poly-lysine slide, and incubated overnight at 4 °C with primary antibodies, 400× diluted, listed in *SI Appendix*, Table S1. Slides were washed and incubated during 1 h at room temperature in dark with Goat anti-Rabbit Alexa Fluor Plus 488 (A11034 Invitrogen) and Goat anti-Mouse Alexa Fluor Plus 555 (A32727 Invitrogen) or with Goat anti-Rabbit Alexa Fluor Plus 555 (A32732 Invitrogen) and Goat anti-Mouse Alexa Fluor Plus 488 (A32723 Invitrogen) secondary antibodies (400× diluted). DNA was counterstained with DAPI in SlowFade Diamond Antifade mounting media. Slides were directly imaged on a confocal microscope (Zeiss Microsystems).

### ChIP-seq Assay.

ChIP-seq assays were performed on the fourth leaves of 4-wk-old tomato plants using the antibodies listed in *SI Appendix*, Table S1, following the procedure described in ref. 40. ChIP-seq libraries were prepared from 10 ng of DNA using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB) according to the manufacturer’s instructions. Two independent biological replicates were generated for each condition. The quality of DNA libraries was assessed with the Agilent 2100 Bioanalyzer. Single-end 75 bp reads were produced by the Illumina NextSeq 500 platform.

### ChIP-seq Data Analysis.

Adapter removal from raw sequencing data was performed using Trimmomatic v0.38 (41). Parameters for read quality filtering were set as follows: minimum length of 30 bp; mean Phred quality score greater than 30; and leading and trailing base removal with base quality below 5. Cleaned reads were aligned to tomato M82 genome v1 (42) using Bowtie2 v2.3.5 using mode “--very-sensitive” (43). Unmapped reads, PCR duplicates, and low mapping quality alignments (MAPQ < 30) were discarded for further analysis. MACS2 v 2.2.7.1 was used for peak detection (44). For broad peaks, parameters were set as follows: --broad --nomodel --extsize 147 -g 829069930 -p 0.05 --extsize 150 --bw 500. For sharp peaks, parameters were set as “-g 829069930 -p 0.05 --extsize 150 --bw 500.” Visualization of histone modification profiles was conducted with JBrowse (45) and r package EnrichedHeatmap (46).

To define genome-wide chromatin states for all histone modifications, ChromHMM v 1.22 was used with default parameters (47, 48). Peaks for each histone mark were selected individually using a *P*-value cutoff of 0.05, pileup > 36, and fold change > 1.5. The peaks were binarized with ChroHMM’s BinarizeBed method setting parameters “-b 150 -peaks -center.” Chromatin state models were learned jointly on all histone markers ranging from 15 to 20 states. Finally, a model of 16 chromatin states was selected for further analysis.

### RNA-seq Library Preparation and Sequencing.

Total RNA was extracted using the Nucleospin RNA kit (Macherey-Nagel), according to the manufacturer’s instructions. Complementary DNA libraries were produced using 2 μg of total RNA with the NEBNext Ultra II Directional RNA library Preparation Kit (NEB) according to the manufacturer’s instructions. Quantification and quality control of libraries were performed using an Agilent 2100 Bioanalyzer. Libraries were sequenced in pair-end on the Illumina NovaSeq 6000 platform. The average targeted length obtained per read was 150 bp. Three biological replicates were used for each genotype.

### RNA-seq Data Analysis.

Adapters removal from raw sequencing data was performed using Trimmomatic v0.38 (41). Cleaned reads were mapped to the tomato M82 genome v1 using Bowtie2 algorithm v2.3.5 (43) with “very sensitive” mode. After removing unmapped reads, PCR duplicates, and low mapping quality alignments (MAPQ < 30), aligned bam files were used for transcript expression estimation. Read density was assessed using the bamCoverage function of deeptools v3.5.0 (49) software with default parameters. Sixteen quantiles of gene expression values for the whole genome were calculated on the basis of the coverage bigwig generated in the previous step, considering only wild-type tomato RNAseq samples, using deeptools v3.5.0 (49) software with the multiBigwigSummary function.

### Hi-C Assay.

Two biological replicates for both the wild type and *kyp* mutant were processed according to ref. 50 using the *Dpn*II enzyme (New England Biolabs) and the *Dde*I enzyme (New England Biolabs). DNA library preparation was performed with the NEBNext Ultra II DNA library preparation kit (NEB). For the PCR amplification step, 10 cycles were used for libraries. Libraries were quantified and quality-checked using the Agilent 2100 Bioanalyzer, then sequenced on Illumina NextSeq 500 and NovaSeq 6000 instruments.

### Hi-C Data Analysis.

#### Construction of contact maps.

Raw Illumina sequencing fastq files were processed with Trimmomatic v0.38 (41). Cleaned reads were mapped independently to M82 v1 reference genome (42) using HiC-Pro v3.0.0 (51). Bowtie2 parameter settings were default, expect “BOWTIE2_GLOBAL_OPTIONS = --very-sensitive -L 30 --score-min L, -0.6, -0.6 --end-to-end –reorder” and “BOWTIE2_LOCAL_OPTIONS = --very-sensitive -L 20 --score-min L, -0.6, -0.6 --end-to-end --reorder” Forward and reverse mapped reads were paired and assigned to *Dpn*II and *Dde*I restriction fragments. Invalid ligation reads, such as dangling ends, were filtered. The mapping statistics for hic libraries are listed in *SI Appendix*, Table S2. Valid pairs were used to generate normalized matrices with the JUICER v1.9.9 (52) KR normalization method. Visualization of interactions was implemented with Juicebox v 2.16.0 (52).

#### Calculation of the insulation score and compartmentalization visualization.

TAD calling and TAD boundary insulation scores were performed with R package GENOVA (v 0.95) (53). Calculation and visualization of Hi-C compartmentalization were used with the same strategy as Nichols and Corces (54). Visualization of the Hi-C heatmap was performed with HiCExplorer (v 3.6) (9). Aggregated pile-up analysis was conducted with the coolpup package (v 1.1.0) (55).

#### Quantification and statistical analysis.

Valid pairs were further used to identify interactions with HOMER (v 4.11) (56) for 1 kb resolution. Annotation of each histone modification with interaction was performed with bedtools (v 2.28.0) intersect (57) at a threshold of *P* value 0.01 and interaction zscore > 200. R package GeneOverlap (v3.17) (58) was used to calculate the ORs, and z score transformation was implemented with R (v 4.3) function sapply.

## DNA Methylation Data.

DNA methylation data of M82 and *kyp* mutants were downloaded from ref. 25. Adapters were removed with Trimmomatic (v0.38) (41). Clean reads were mapped onto tomato M82 genome (42) using Bismark (v0.24.0) (59) with option -N 1 and nucleotide coverage. Deduplicate_bismark was used to deduplicate alignments, and bismark_methylation_extractor with option -ignore_r2 2 was used to extract methylation status. Bigwig files were generated with bismark2bedGraph and bedgraph2bigwig.

## Supplementary Material

Appendix 01

## Data Availability

All sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database with accession GSE245529 (60). All other study data are included in the article and/or *SI Appendix*. Previously published data were used for this work (DOI: https://doi.org/10.1038/s41467-020-14995-6 NCBI Sequence Read Archive accession number PRJNA516166) (61).

# Supplementary material for: An atlas of the tomato epigenome reveals that KRYPTONITE shapes TAD-like boundaries through the control of H3K9ac distribution
**Source:** Proc Natl Acad Sci U S A. 2024 Jul 5;121(28):e2400737121. doi: 10.1073/pnas.2400737121
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### An atlas of the tomato epigenome reveals that KRYPTONITE shapes TAD-like boundaries through the control of H3K9ac distribution

Jing An<sup>a,1</sup>, Rim Brik Chaouche<sup>a</sup>, Leonardo I. Pereyra-Bistraín<sup>b,a</sup>, Hugo Zalzalé<sup>b,a</sup>, Qingyi Wang<sup>a</sup>, Ying Huang<sup>a</sup>, Xiaoning He<sup>a</sup>, Chloé Dias Lopes<sup>a</sup>, Javier Antunez-Sanchez<sup>c</sup>, Catherine Bergounioux<sup>a</sup>, Claire Boulogne<sup>d</sup>, Cynthia Dupas<sup>d</sup>, Cynthia Gillet<sup>d</sup>, José Manuel Pérez-Pérez<sup>e</sup>, Olivier Mathieu<sup>f</sup>, Nicolas Bouché<sup>g</sup>, Sotirios Fragkostefanakis<sup>h</sup>, Yijing Zhang<sup>i</sup>, Shaojian Zheng<sup>i</sup>, Martin Crespi<sup>a</sup>, Magdy M. Mahfouz<sup>k</sup>, Federico Ariel<sup>l</sup>, Jose Gutierrez-Marcos<sup>c</sup>, Cécile Raynaud<sup>a</sup>, David Latrasse<sup>a</sup> and Moussa Benhamed<sup>a,b,m\*</sup>

\* Moussa Benhamed

#### This file includes:

Supporting text

Figures S1 to S20

Tables S1 to S2

**a**

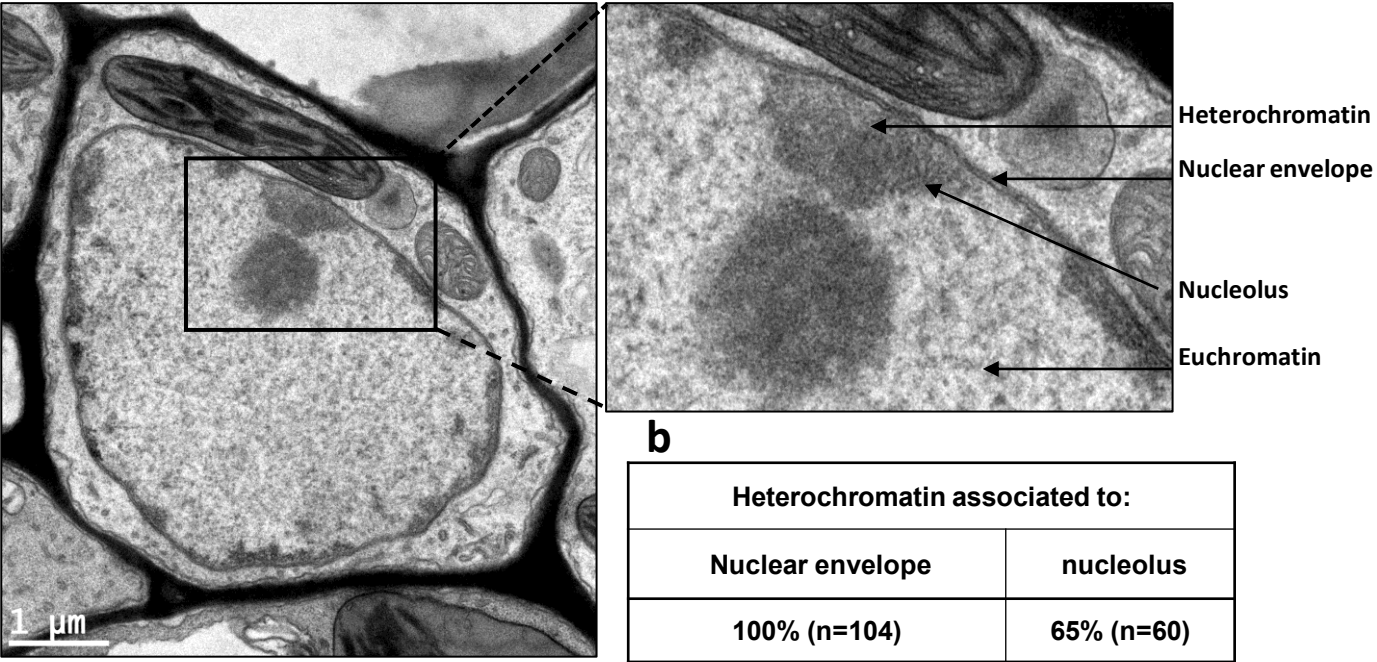

**b**

| Heterochromatin associated to: |            |
|--------------------------------|------------|
| Nuclear envelope               | nucleolus  |
| 100% (n=104)                   | 65% (n=60) |

**c**

| Histone mark | Number of observed nuclei | Central | Nuclear envelop |
|--------------|---------------------------|---------|-----------------|
| POLII        | 10                        | 100%    | ---             |
| H3K4ac       | 10                        | 100%    | ---             |
| H3K4me3      | 10                        | 100%    | ---             |
| H3K4me2      | 10                        | 100%    | ---             |
| H3K4me1      | 10                        | 100%    | ---             |
| H3K9ac       | 10                        | 100%    | ---             |
| H3K9me2      | 10                        | ---     | 100%            |
| H3K14ac      | 10                        | 100%    | ---             |
| H3K14me1     | 10                        | ---     | 100%            |
| H3K18ac      | 10                        | 100%    | ---             |
| H3K23me3     | 10                        | 100%    | ---             |
| H3K23me1     | 10                        | ---     | 100%            |
| H3K27ac      | 10                        | 100%    | ---             |
| H3K27me3     | 10                        | 100%    | ---             |
| H3K27me2     | 10                        | 100%    | ---             |
| H3K27me1     | 10                        | ---     | 100%            |
| H3K36ac      | 10                        | 100%    | ---             |
| H3K36me3     | 10                        | 100%    | ---             |
| H3K56ac      | 10                        | 100%    | ---             |
| H3K56me2     | 10                        | ---     | 100%            |
| H3K56me1     | 10                        | ---     | 100%            |
| H3K79ac      | 10                        | 100%    | ---             |
| H4K5ac       | 10                        | 100%    | ---             |
| H4K8ac       | 10                        | 100%    | ---             |
| H4K12ac      | 10                        | 100%    | ---             |
| H4K16ac      | 10                        | 100%    | ---             |
| H4K20ac      | 10                        | 100%    | ---             |

**Supplementary Figure 1.** (a) Tomato nuclei under transmission electron microscopy. bar=1 μm. Electron micrograph of tomato nuclei with an enlarged section on the right. revealing dense heterochromatin located around the nucleolus and adjacent the nuclear envelope. (b) Heterochromatin sub-localization (associated with the nuclear envelope and nucleolus). In total, 104 nuclei were analyzed. Sixty nuclei were visualized with nucleoli, and 65% of them exhibited associated heterochromatin. (c) Average immunolocalization of 26 histone marks and RNA polymerase II in tomato nuclei. Ten nuclei were observed per mark (n=10).

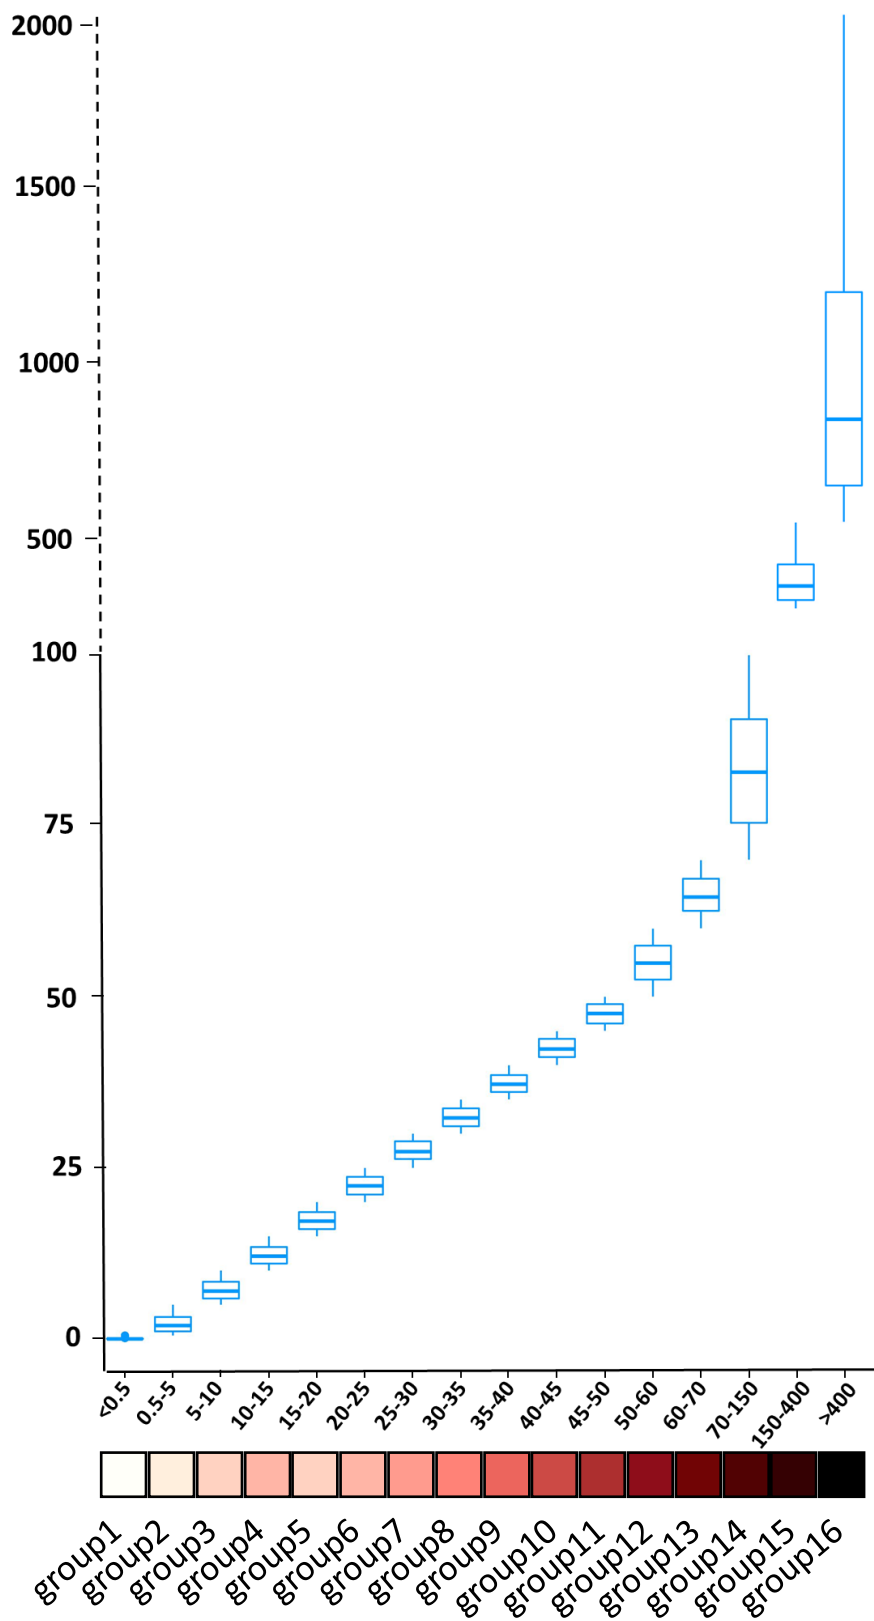

**Supplementary Figure 2.** Genes classified into 16 groups according to expression levels. Colors scale represented gene expression levels from low (white) to high (red). X axis represents distinct gene expression degrees. Y axis represents gene expression values from tomato WT RNA-seq data coverage of bigwig signals. in which outliers have been excluded.

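Coverage and counts measure expression in different ways. Coverage is the depth of reads along a gene, which the paper took with the bamCoverage function of deeptools at default parameters and summarized over genes with multiBigwigSummary. A count is the number of reads on the whole gene, and it grows with gene length where coverage does not. A long gene can therefore lie in a higher group by counts than by coverage, and a short gene in a lower group. At default parameters bamCoverage does not normalize for library size, so a deeper library gives higher coverage, whereas CPM are scaled to the library total. A gene without reads has neither coverage nor counts, and falls in the lowest group by either measure.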

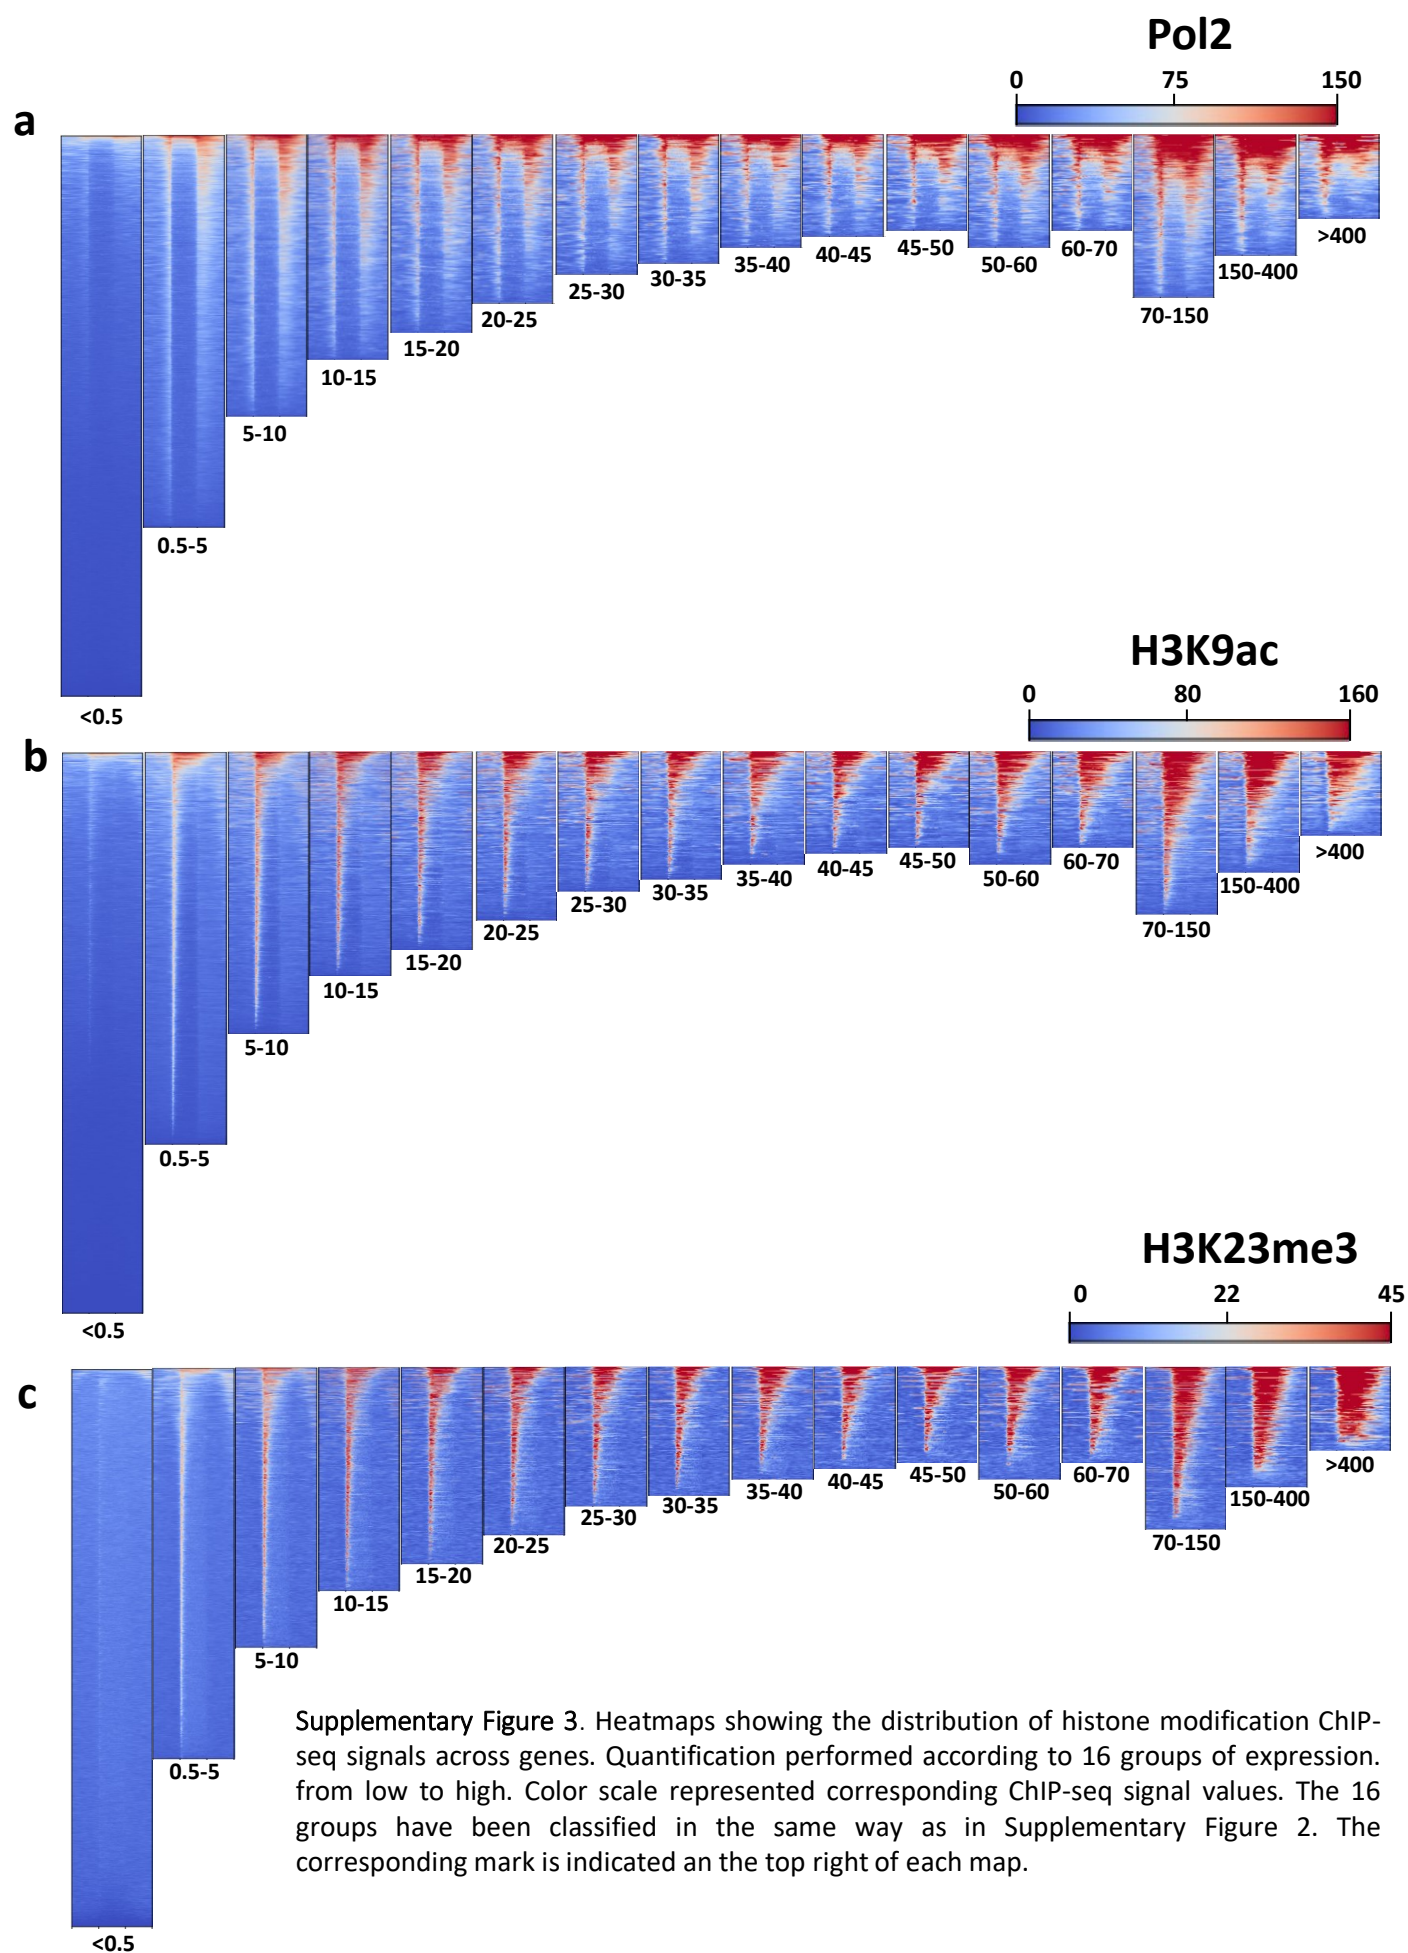

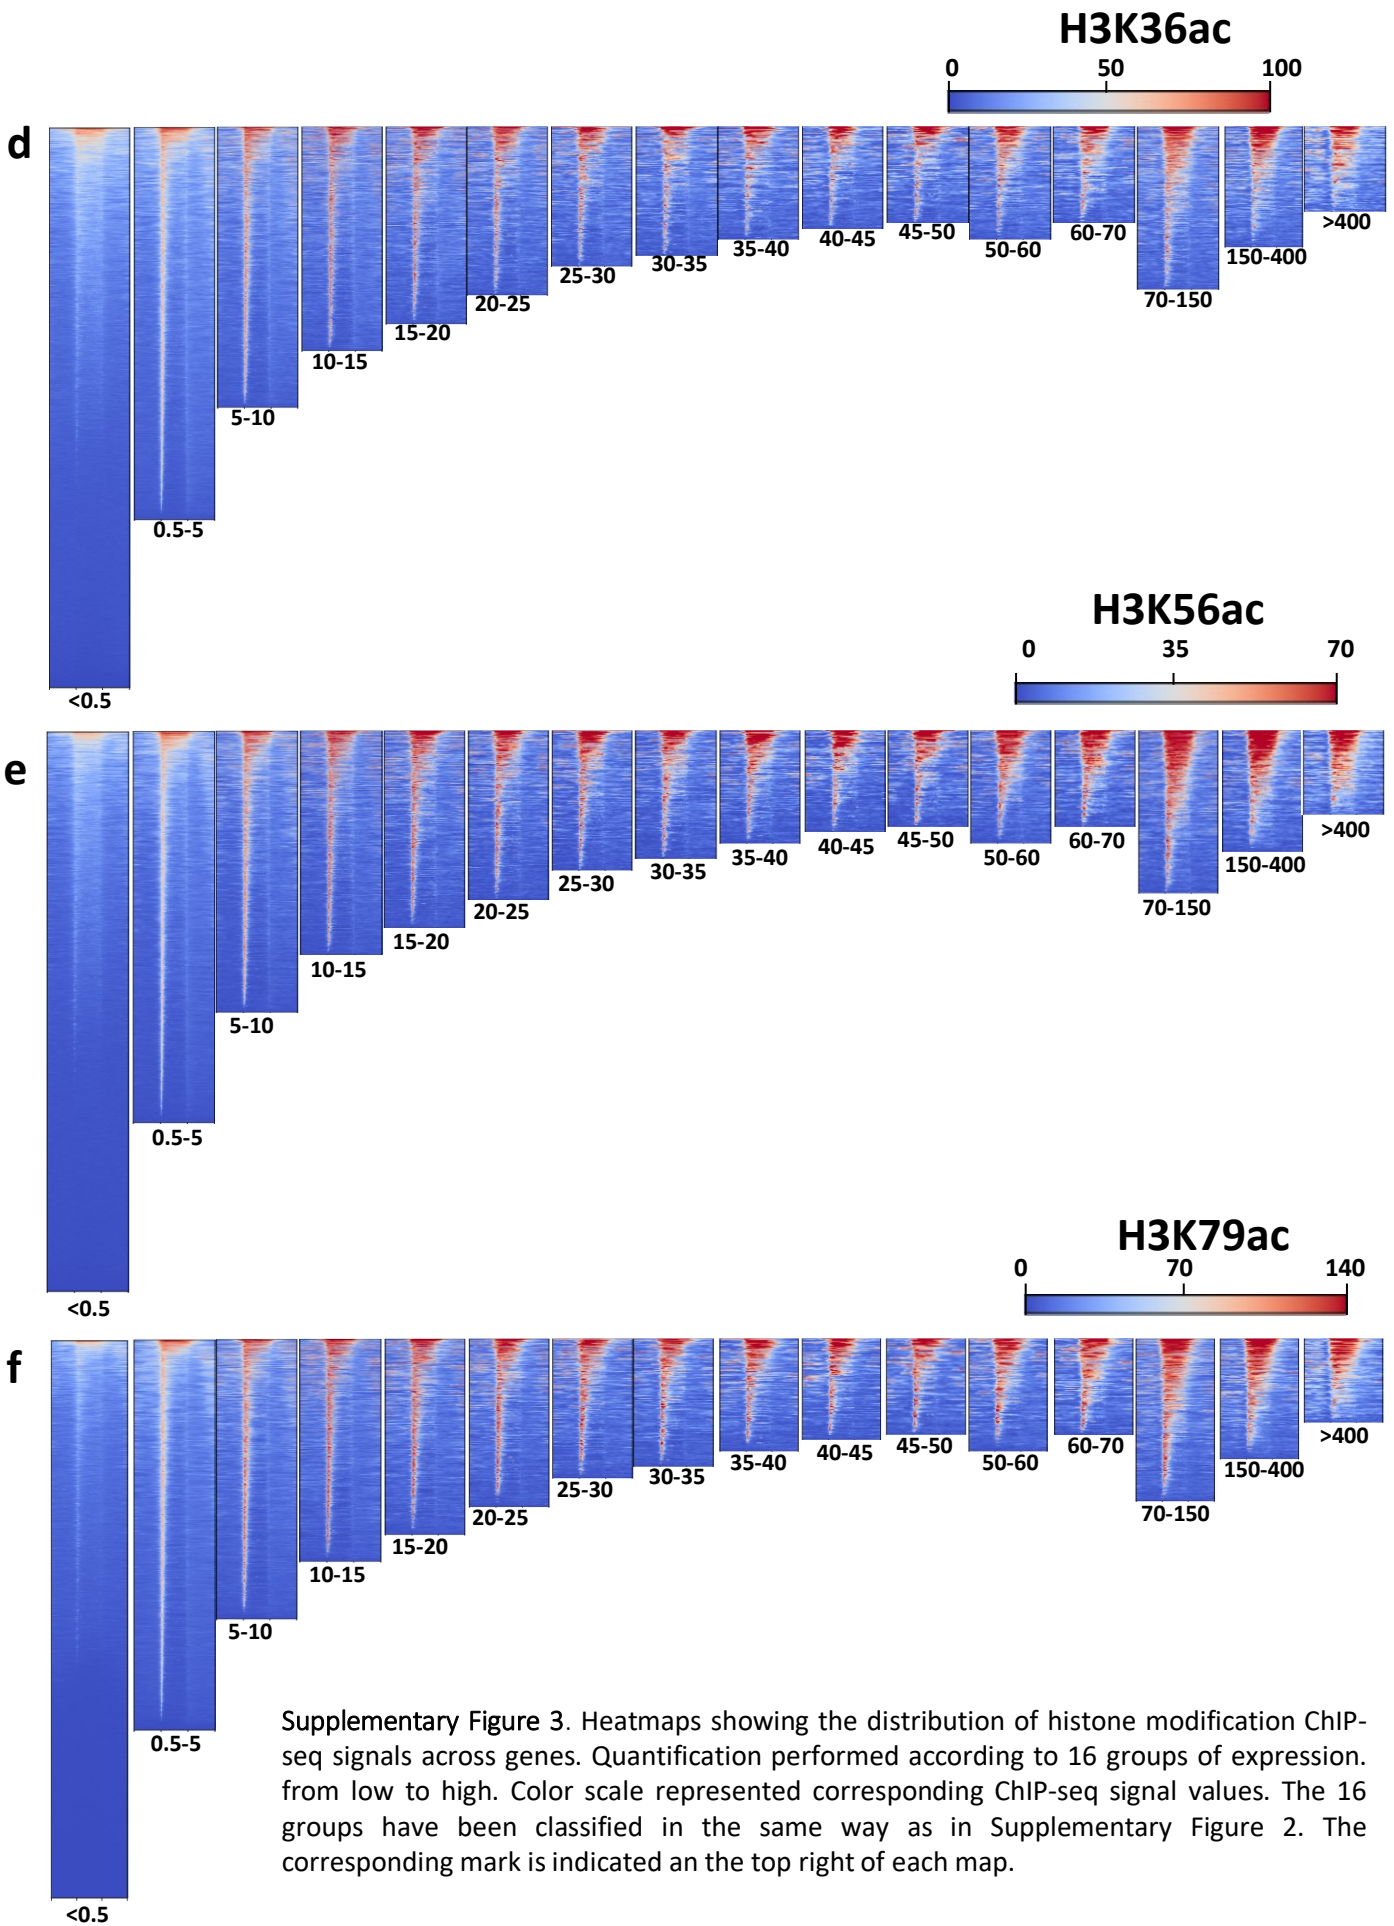

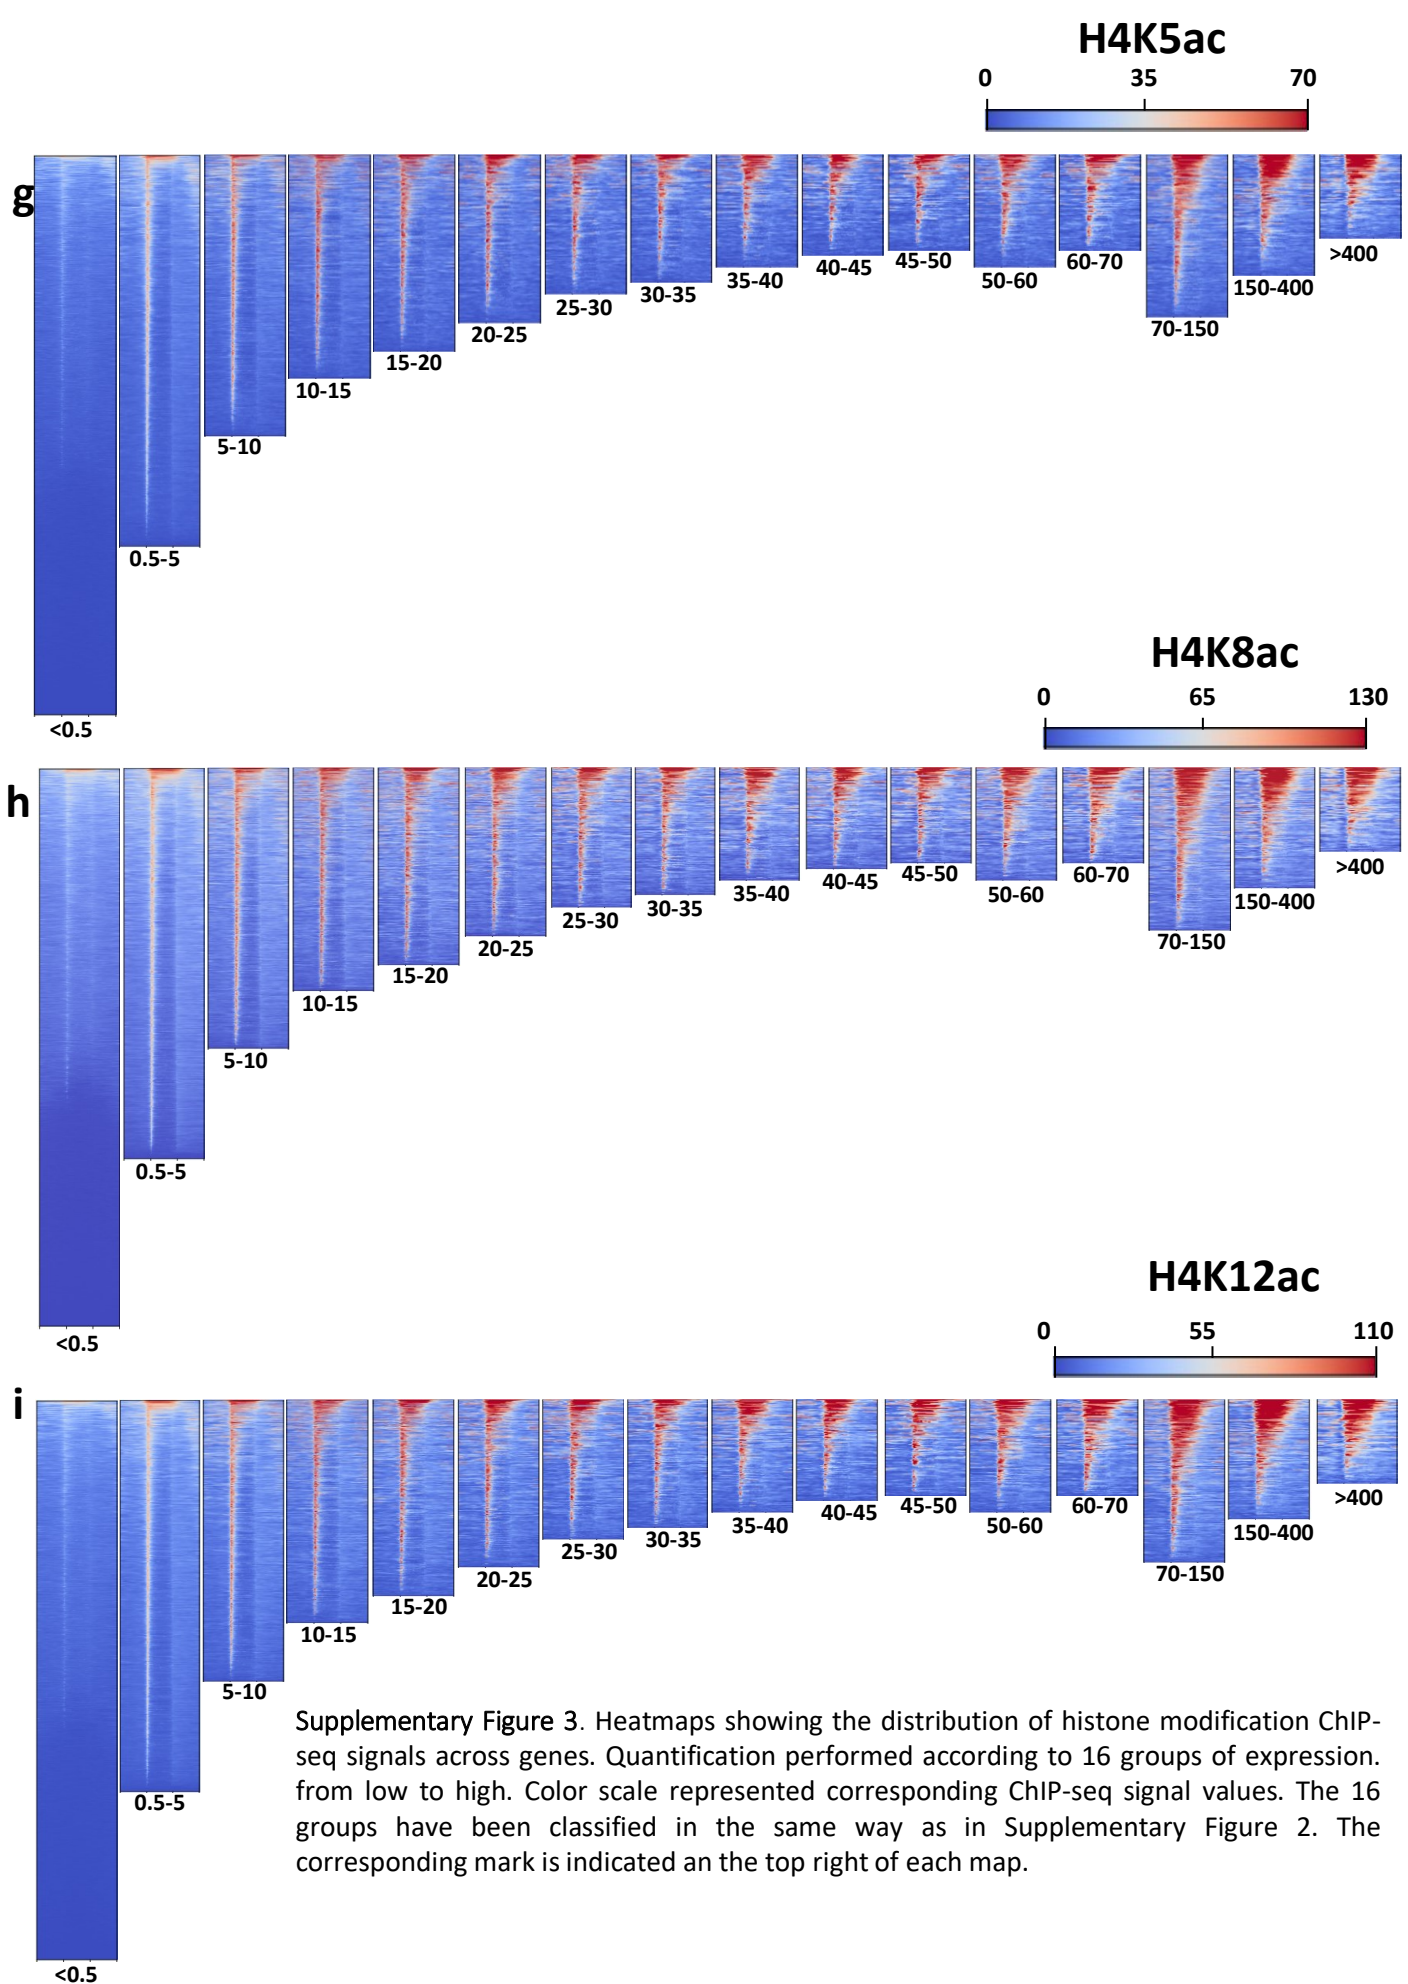

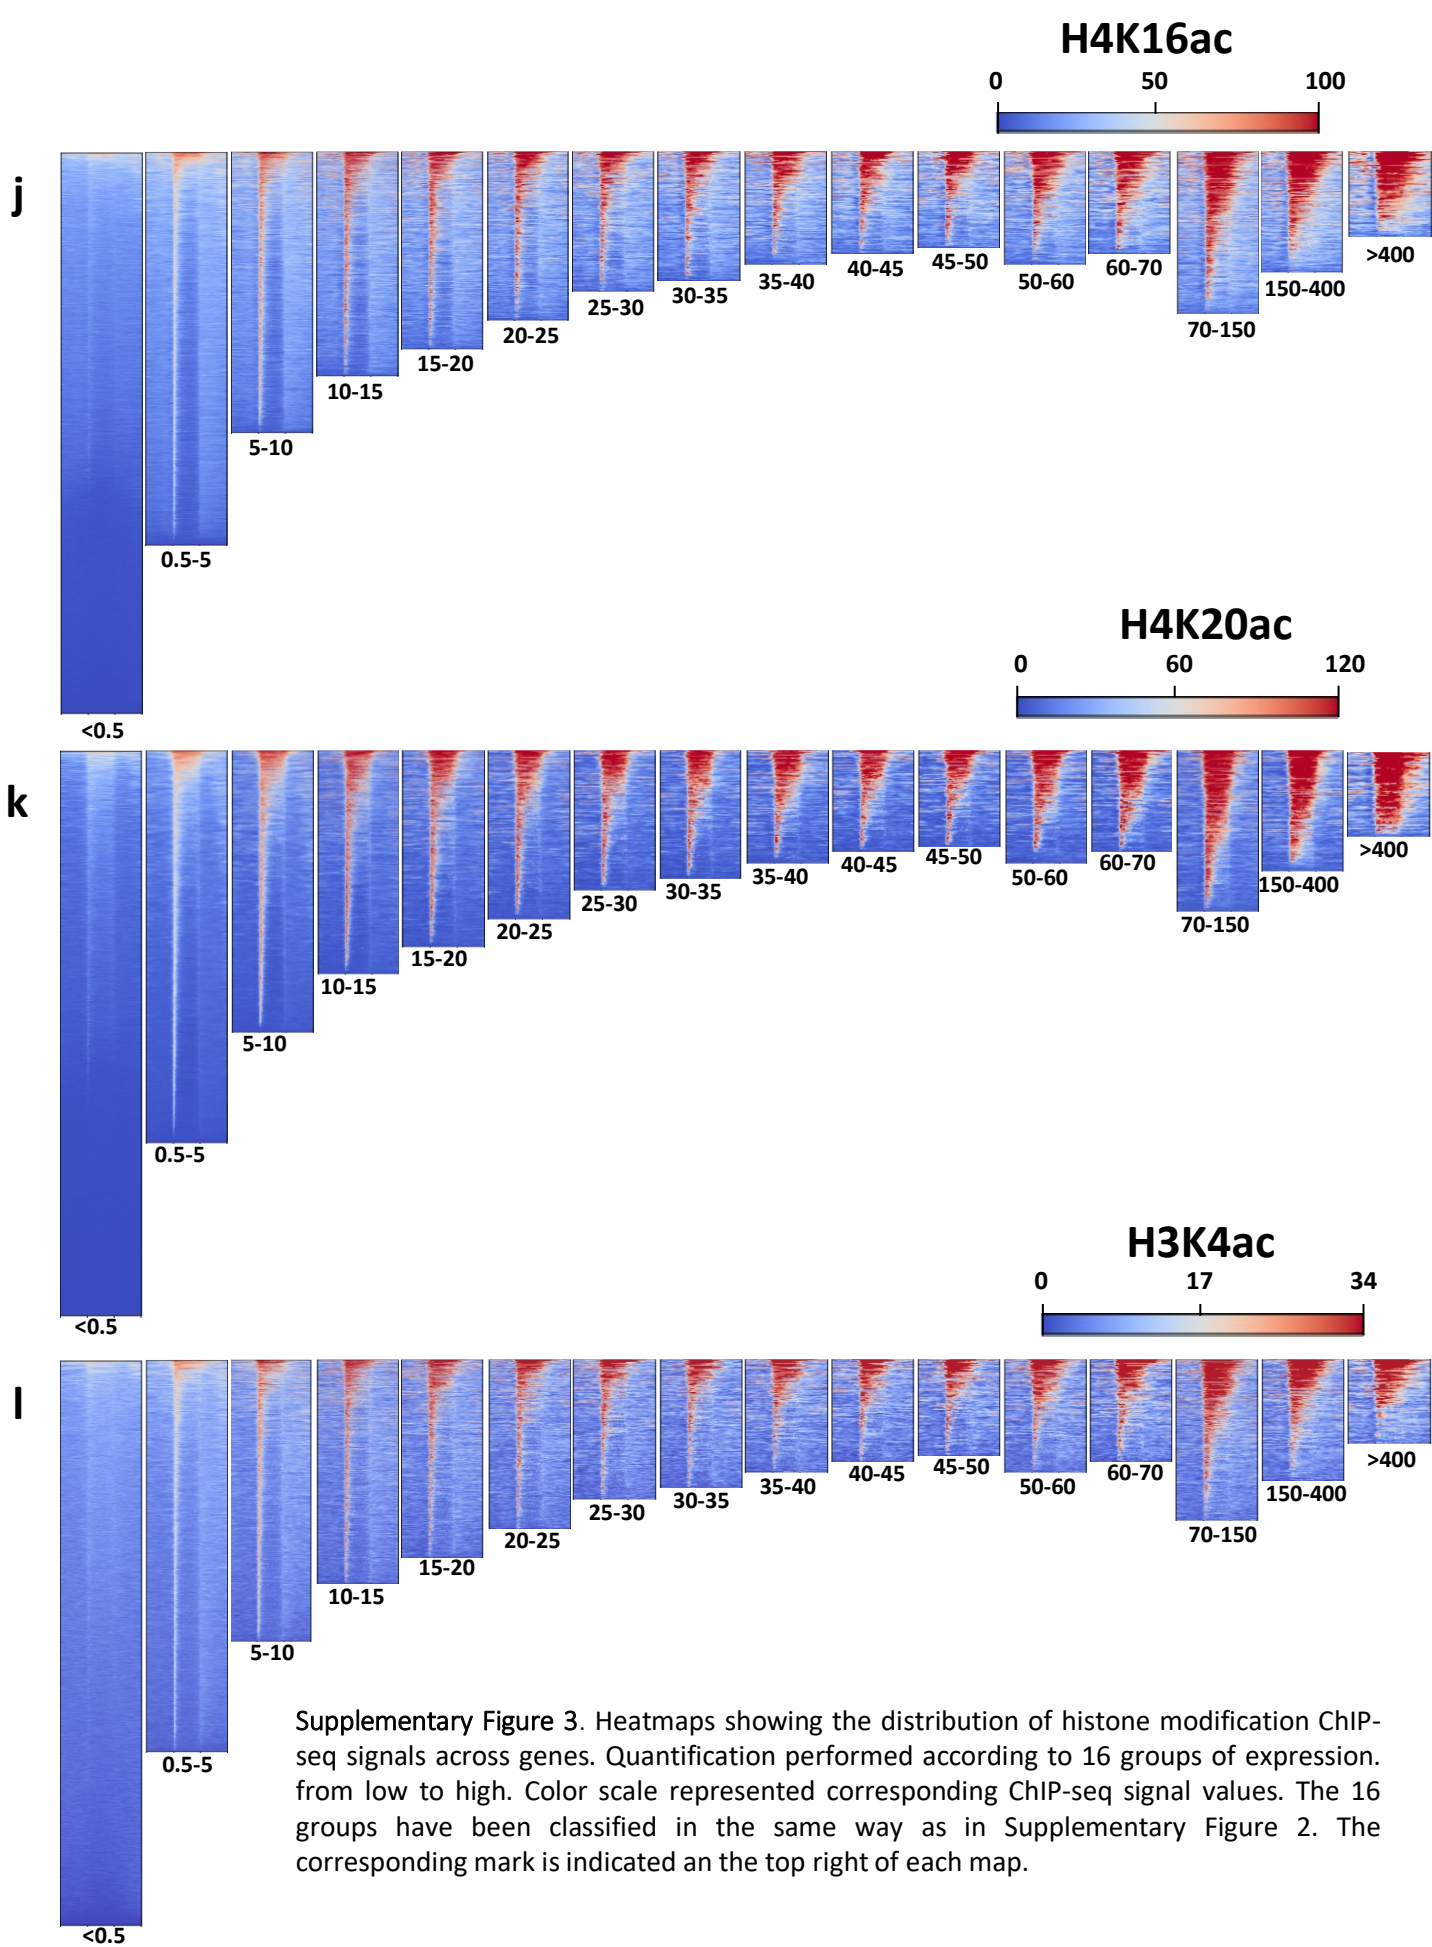

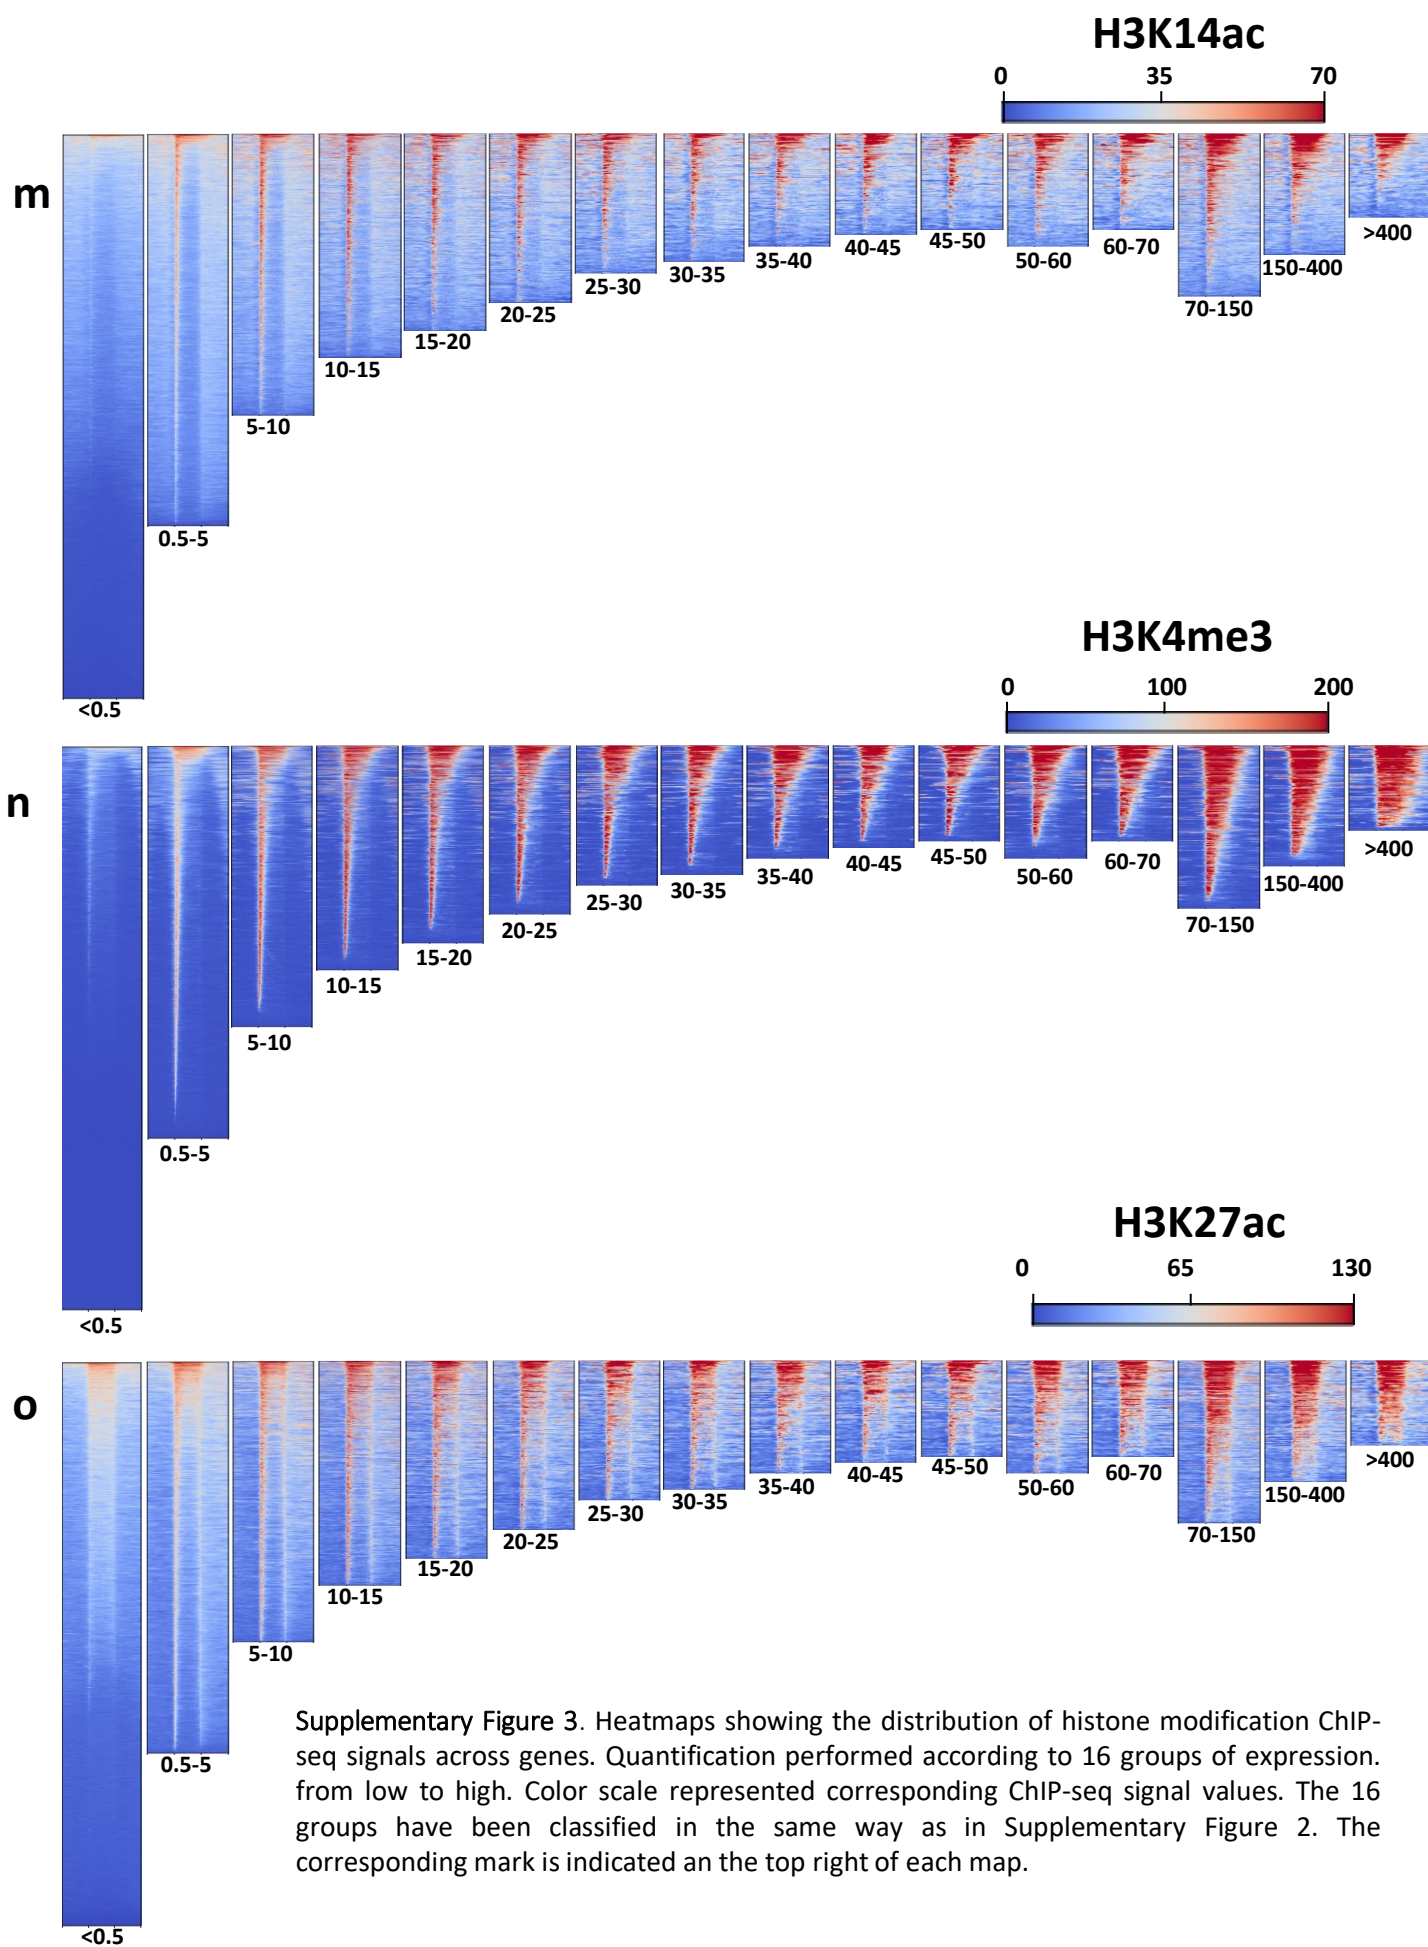

Supplementary Figure 3. Heatmaps showing the distribution of histone modification ChIP-seq signals across genes. Quantification performed according to 16 groups of expression, from low to high. Color scale represented corresponding ChIP-seq signal values. The 16 groups have been classified in the same way as in Supplementary Figure 2. The corresponding mark is indicated at the top right of each map.

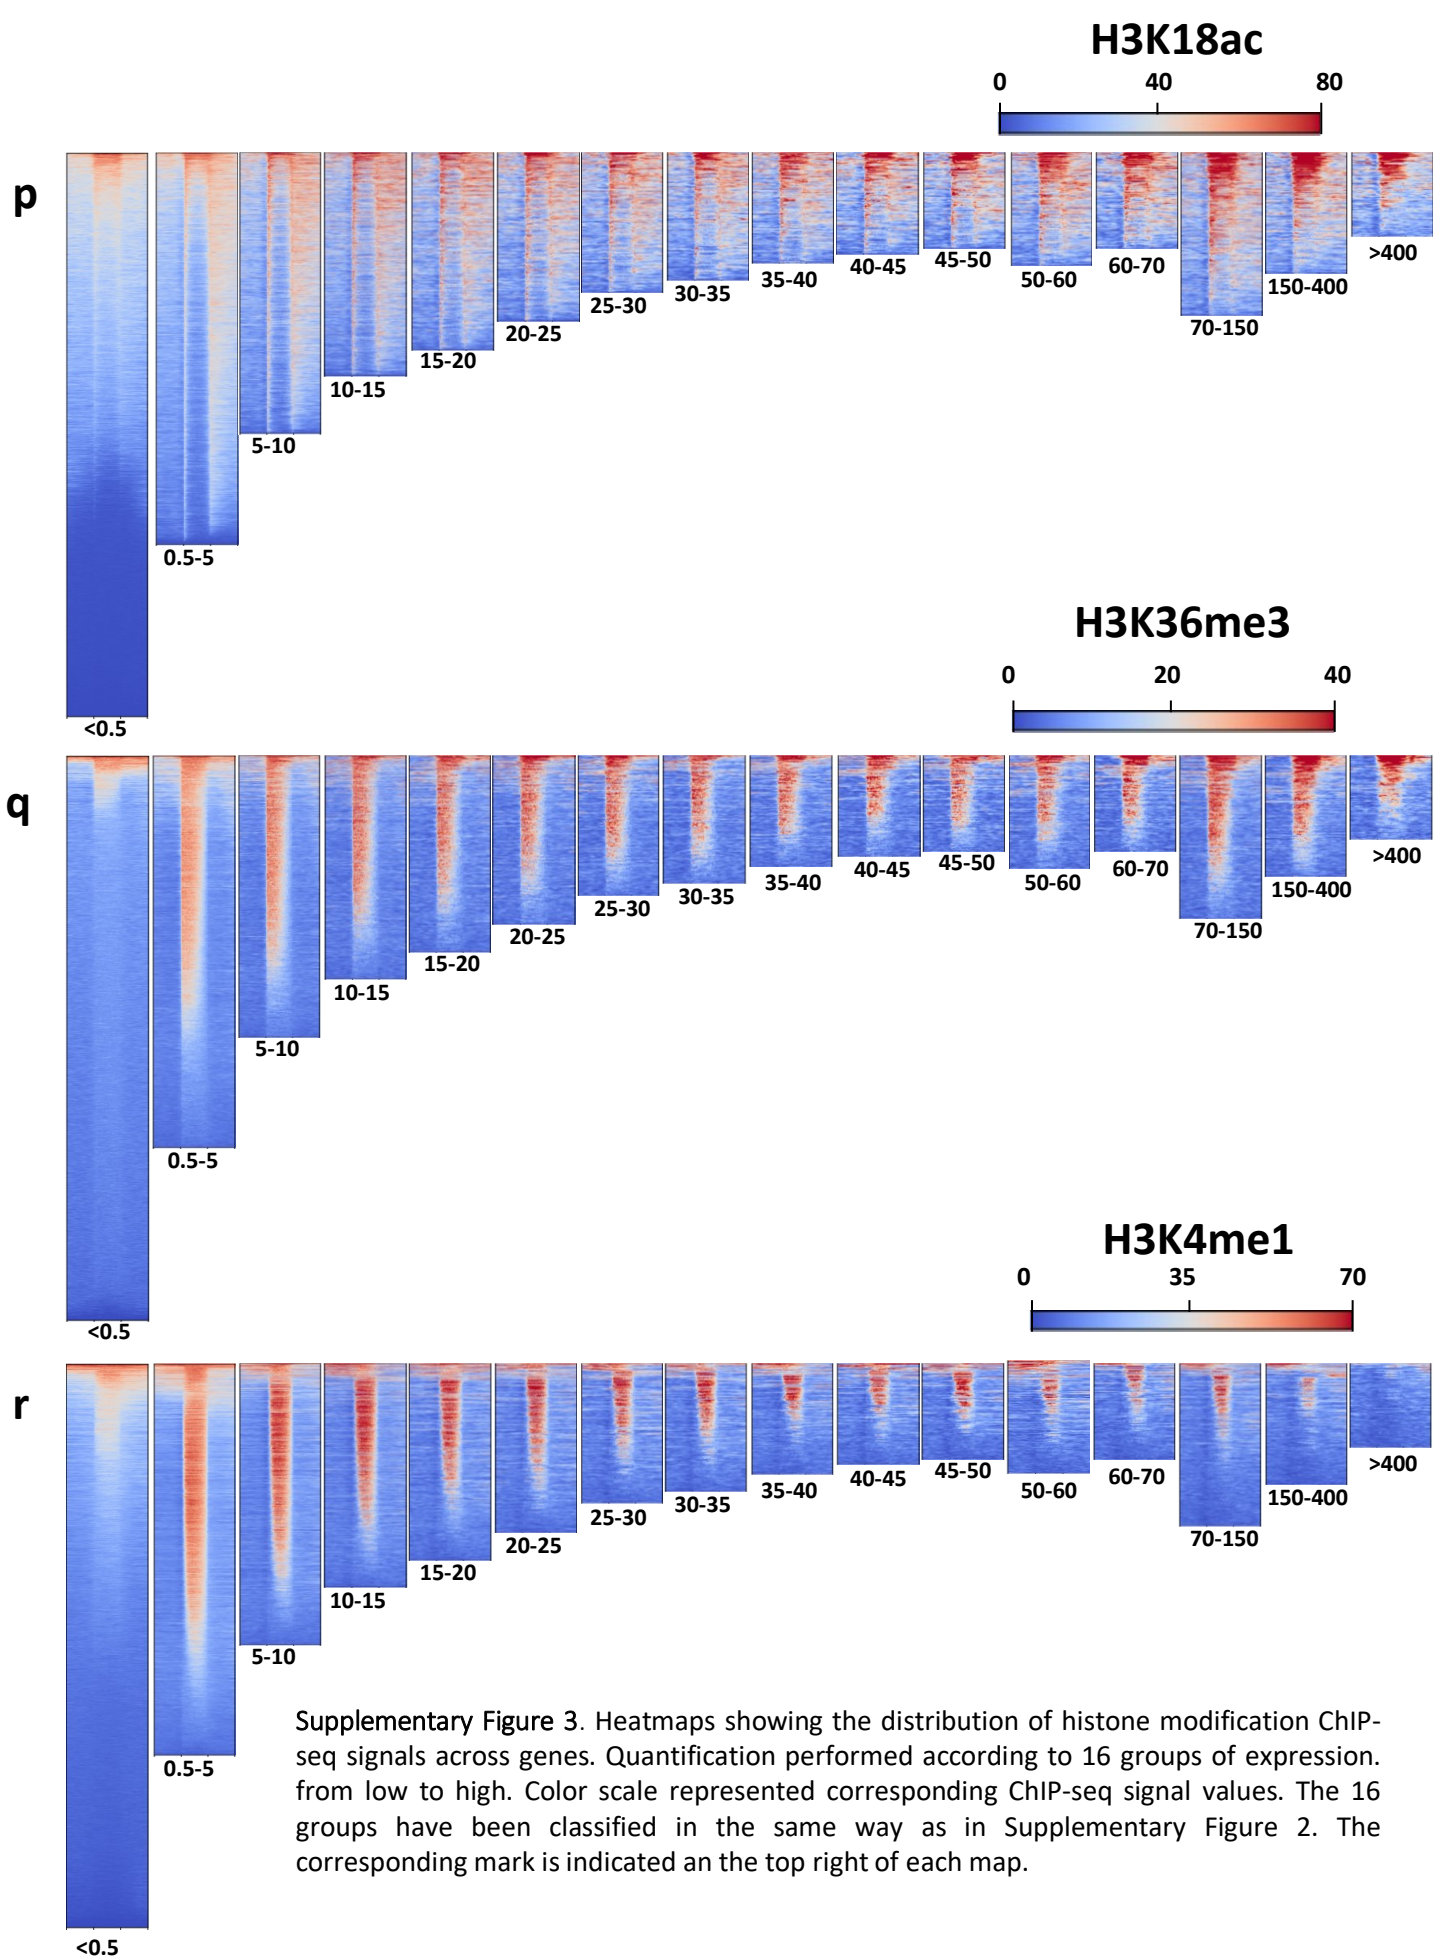

Supplementary Figure 3. Heatmaps showing the distribution of histone modification ChIP-seq signals across genes. Quantification performed according to 16 groups of expression, from low to high. Color scale represented corresponding ChIP-seq signal values. The 16 groups have been classified in the same way as in Supplementary Figure 2. The corresponding mark is indicated at the top right of each map.

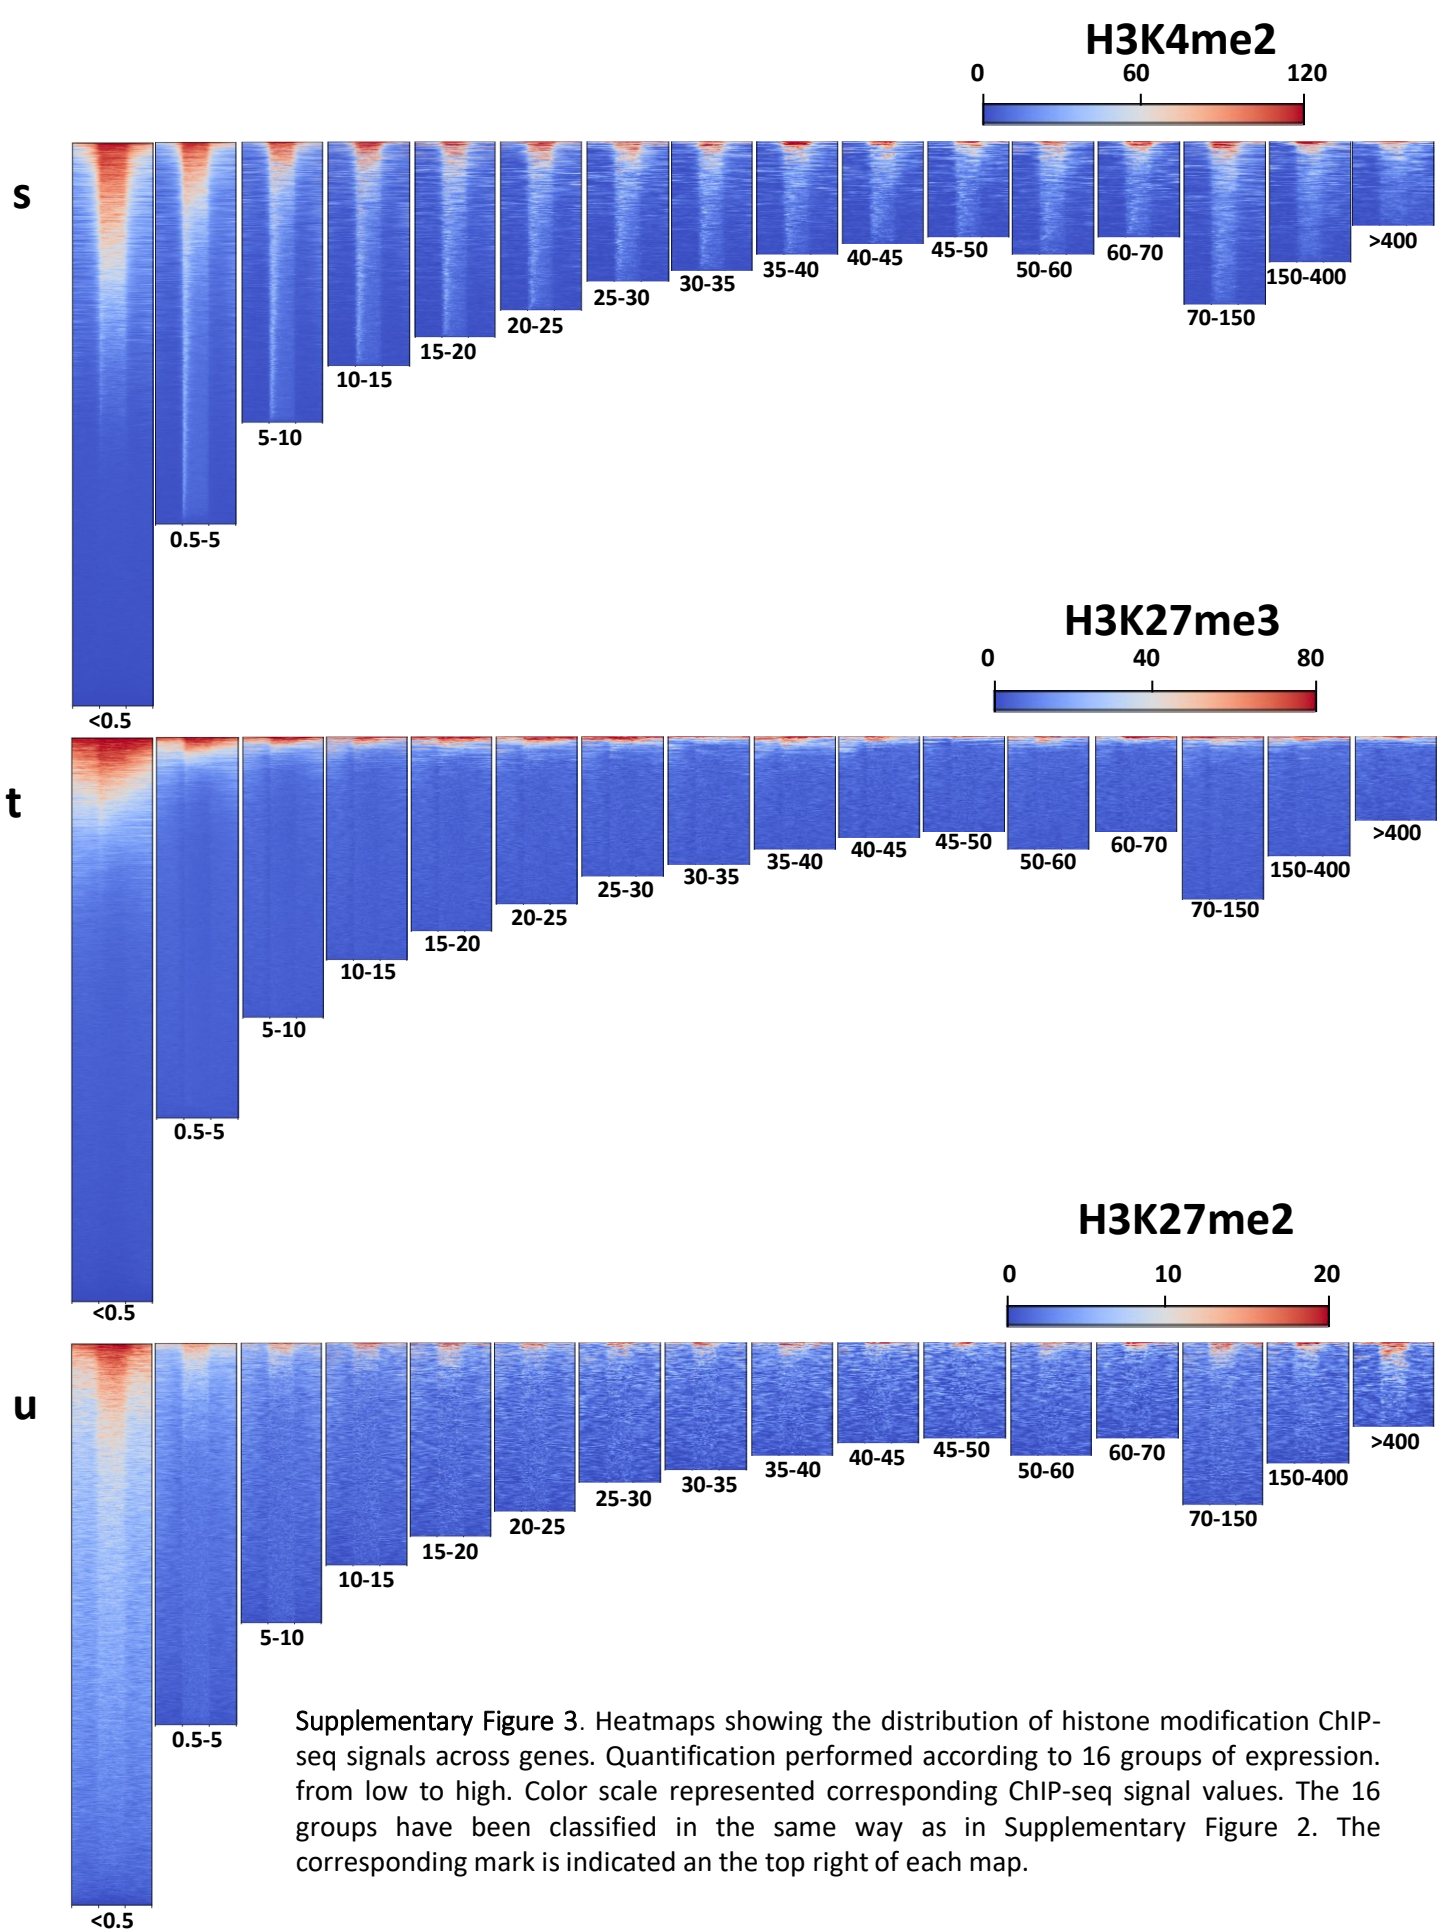

Supplementary Figure 3. Heatmaps showing the distribution of histone modification ChIP-seq signals across genes. Quantification performed according to 16 groups of expression, from low to high. Color scale represented corresponding ChIP-seq signal values. The 16 groups have been classified in the same way as in Supplementary Figure 2. The corresponding mark is indicated at the top right of each map.

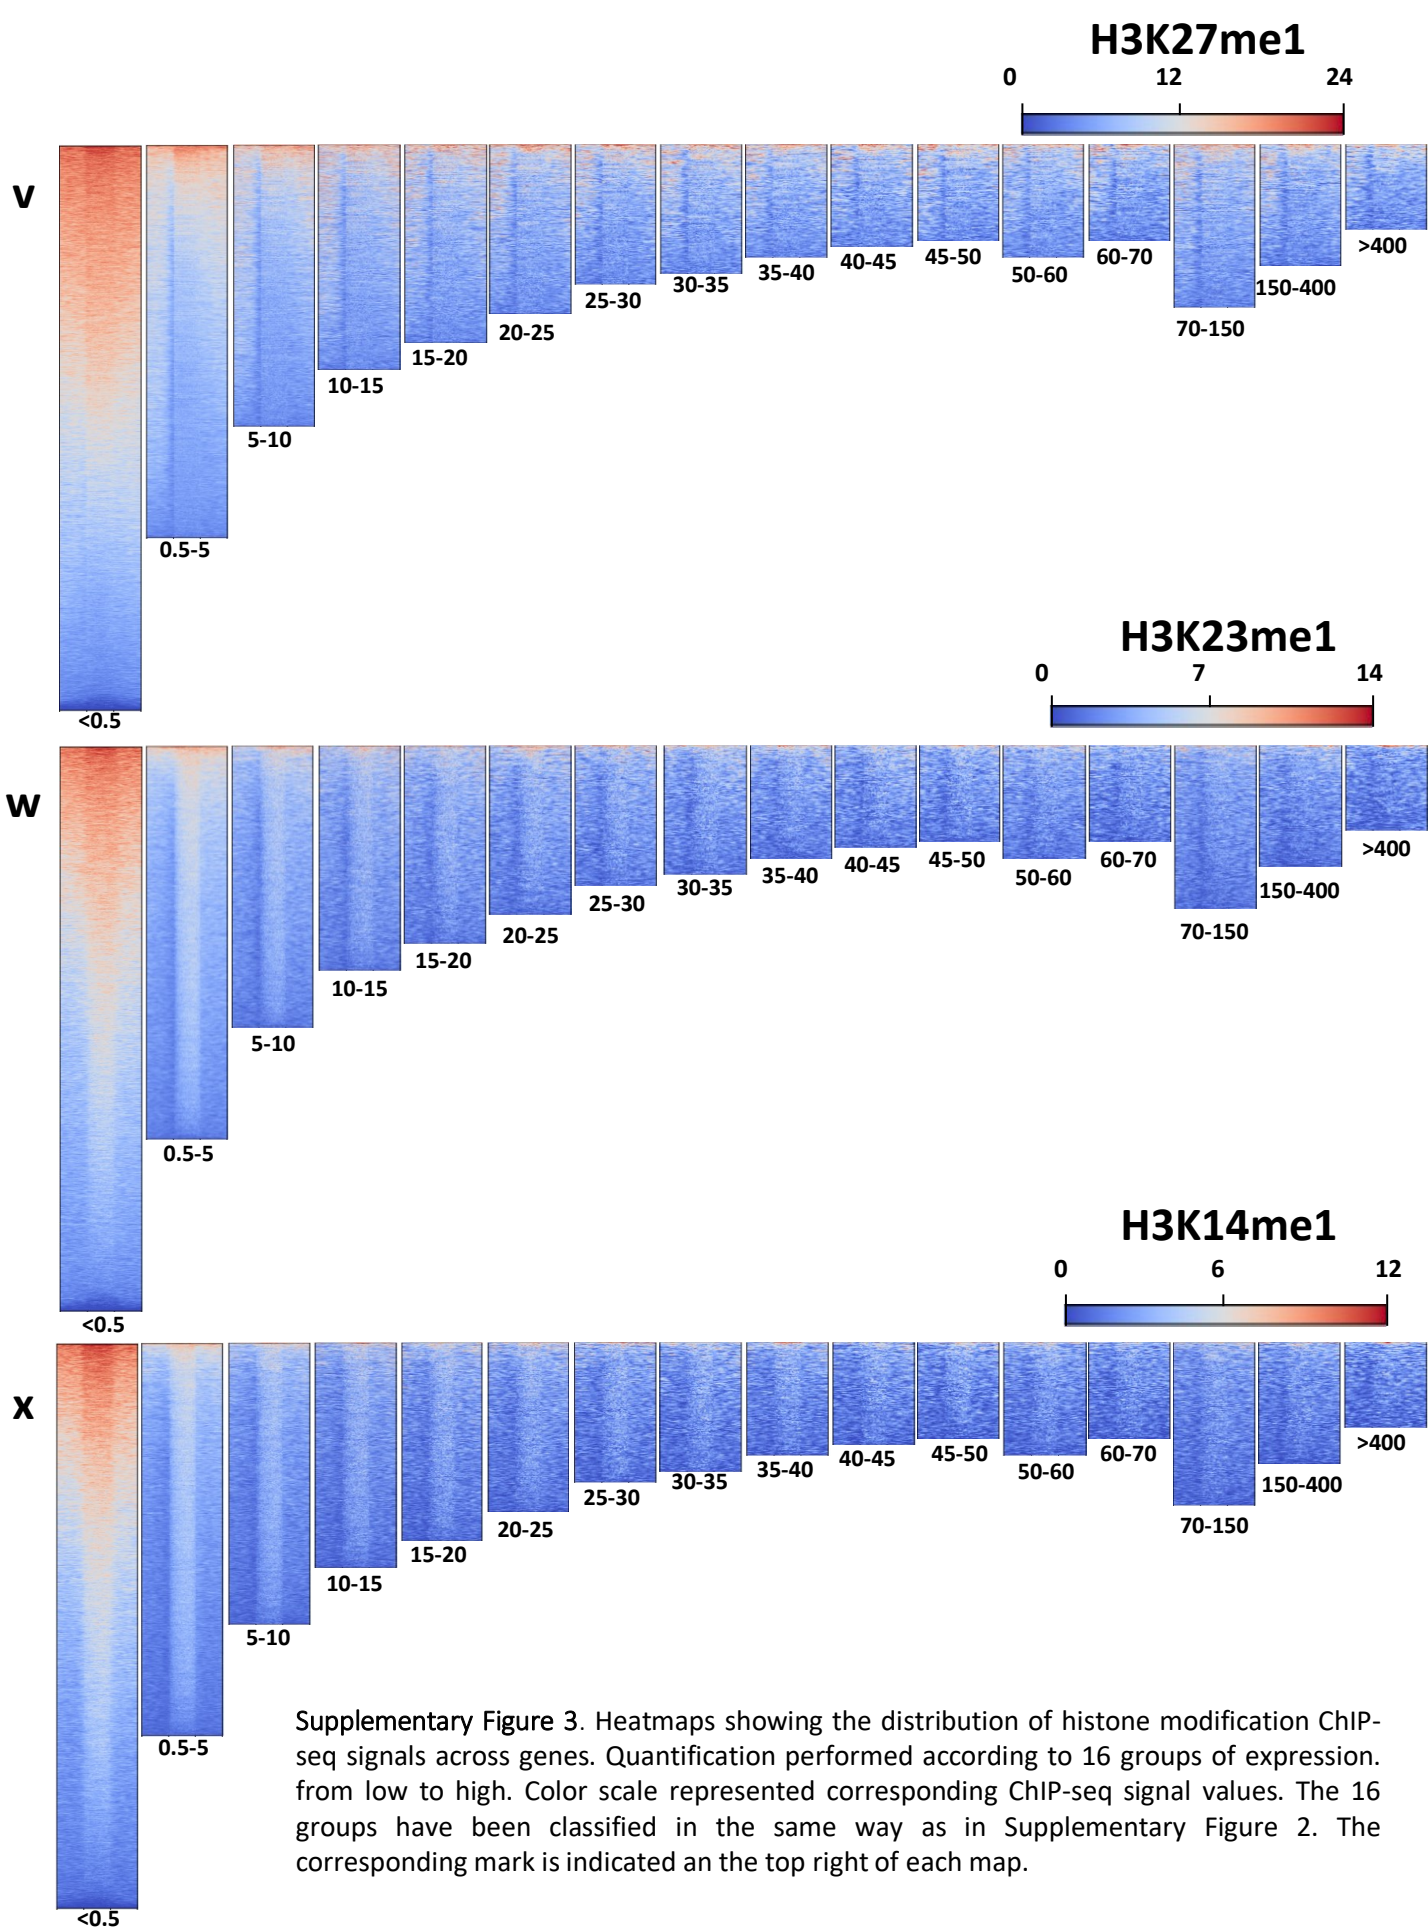

Supplementary Figure 3. Heatmaps showing the distribution of histone modification ChIP-seq signals across genes. Quantification performed according to 16 groups of expression, from low to high. Color scale represented corresponding ChIP-seq signal values. The 16 groups have been classified in the same way as in Supplementary Figure 2. The corresponding mark is indicated at the top right of each map.

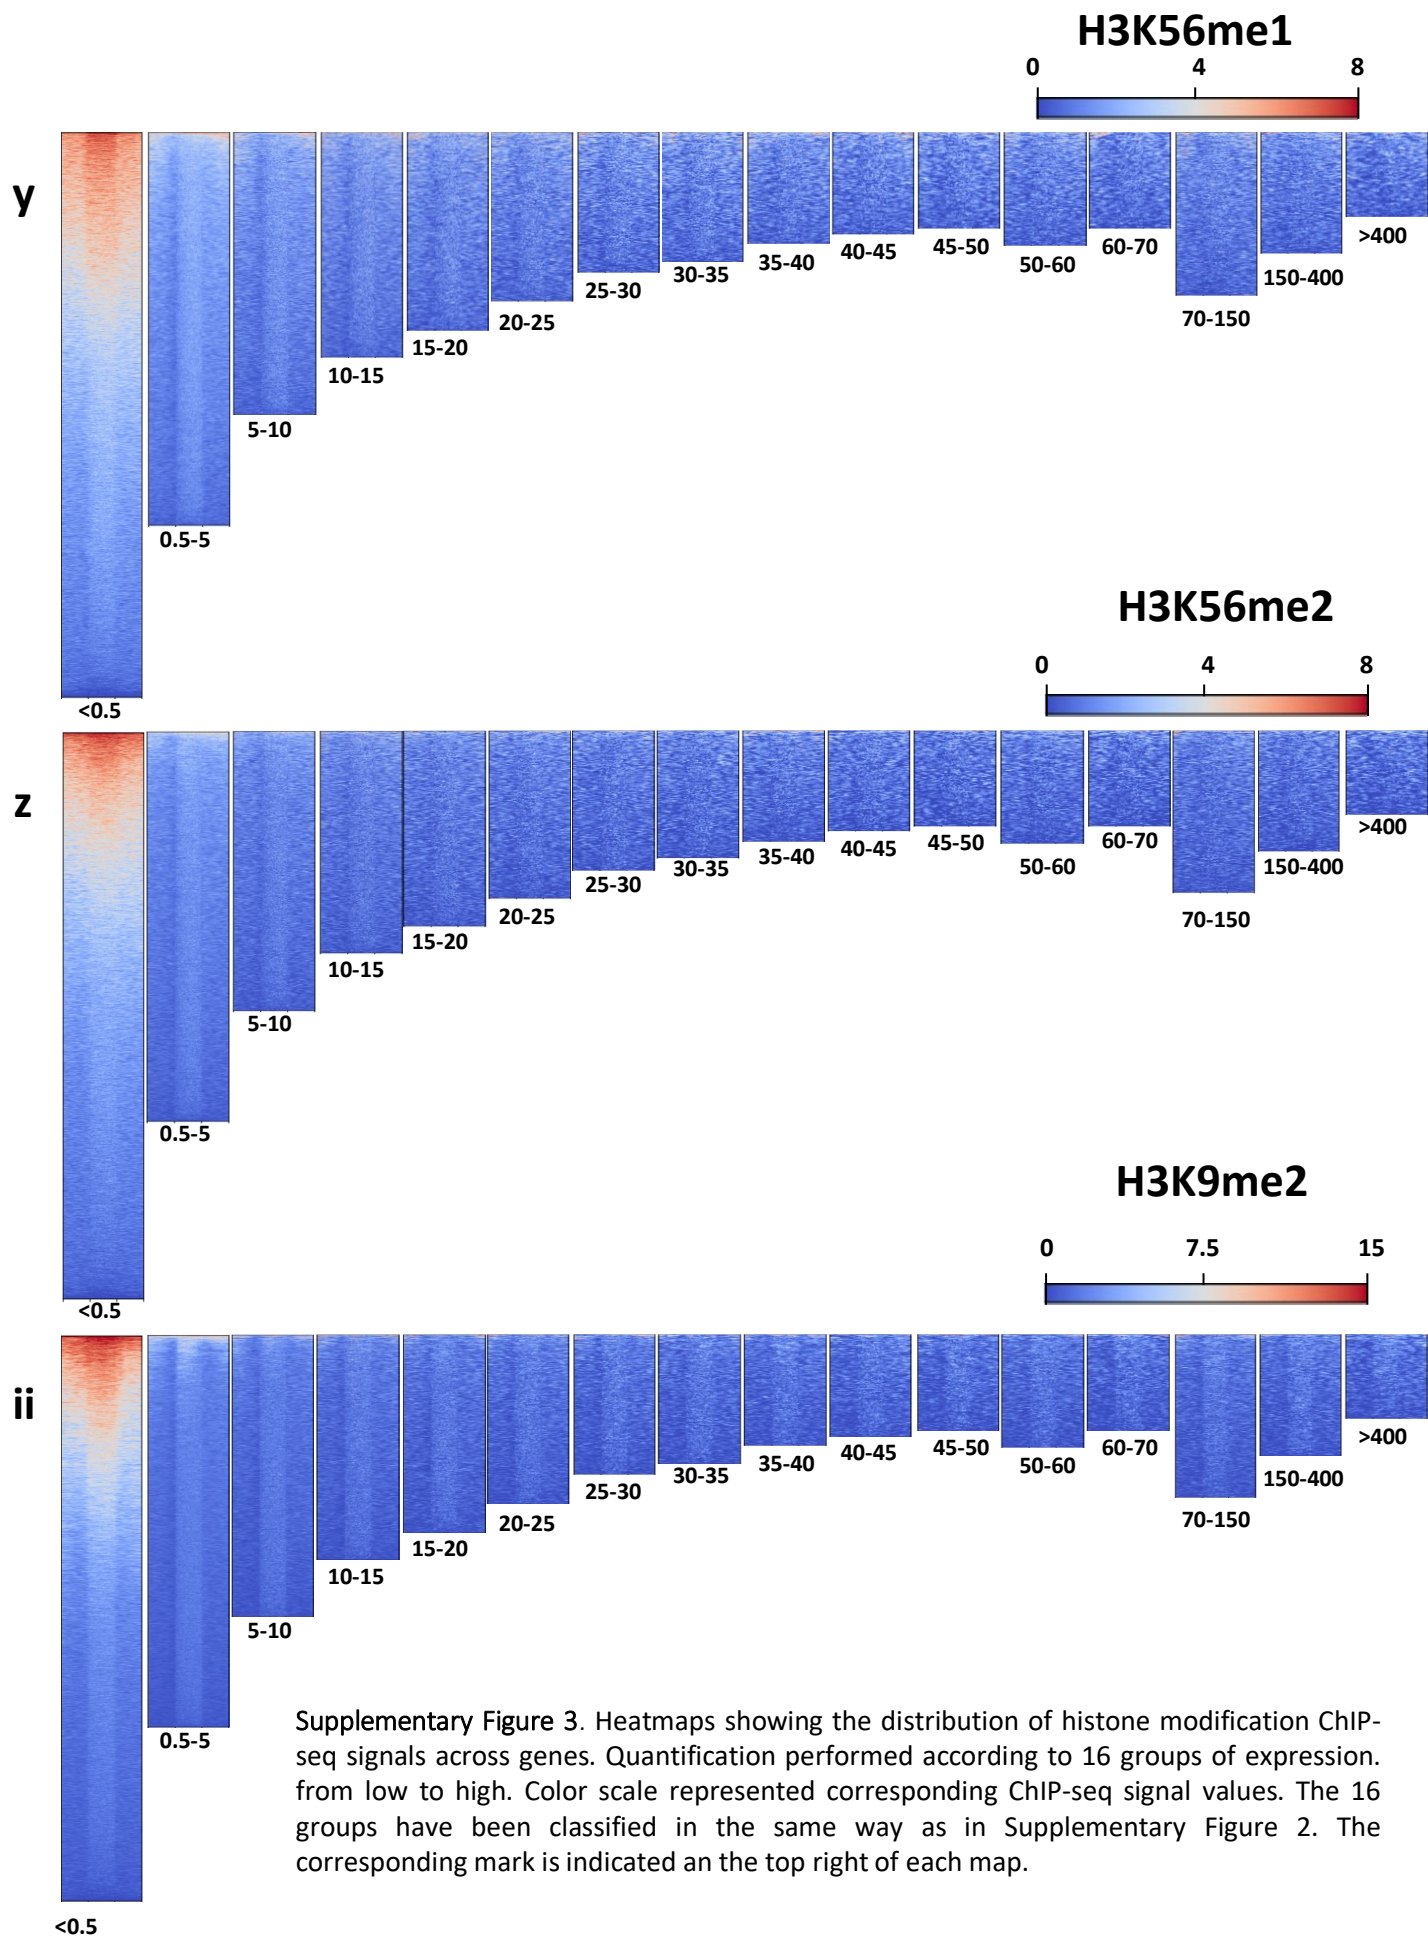

Supplementary Figure 3. Heatmaps showing the distribution of histone modification ChIP-seq signals across genes. Quantification performed according to 16 groups of expression, from low to high. Color scale represented corresponding ChIP-seq signal values. The 16 groups have been classified in the same way as in Supplementary Figure 2. The corresponding mark is indicated at the top right of each map.

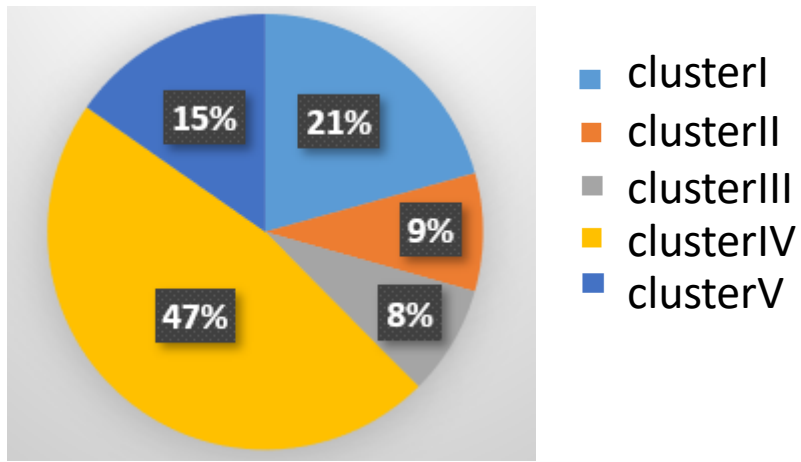

**Supplementary Figure 4.** Pie chart representing the resulting five different chromatin signatures shown in figure 1e and their corresponding gene proportion.

a

| chromatin_state | location_numbers | gene  |          |
|-----------------|------------------|-------|----------|
| E1              | 15403            | 13801 | 0,895994 |
| E2              | 9032             | 8485  | 0,939438 |
| E3              | 12142            | 11430 | 0,941361 |
| E4              | 10728            | 7838  | 0,730611 |
| E5              | 35232            | 14477 | 0,410905 |
| E6              | 11608            | 6620  | 0,570296 |
| E7              | 12269            | 10890 | 0,887603 |
| E8              | 16247            | 14092 | 0,86736  |
| E9              | 6203             | 4396  | 0,708689 |
| E10             | 10997            | 6109  | 0,555515 |
| E11             | 17904            | 4255  | 0,237656 |
| E12             | 68350            | 2658  | 0,038888 |
| E13             | 50951            | 1836  | 0,036035 |
| E14             | 76080            | 2890  | 0,037986 |
| E15             | 47343            | 2204  | 0,046554 |
| E16             | 89067            | 9001  | 0,101059 |

b

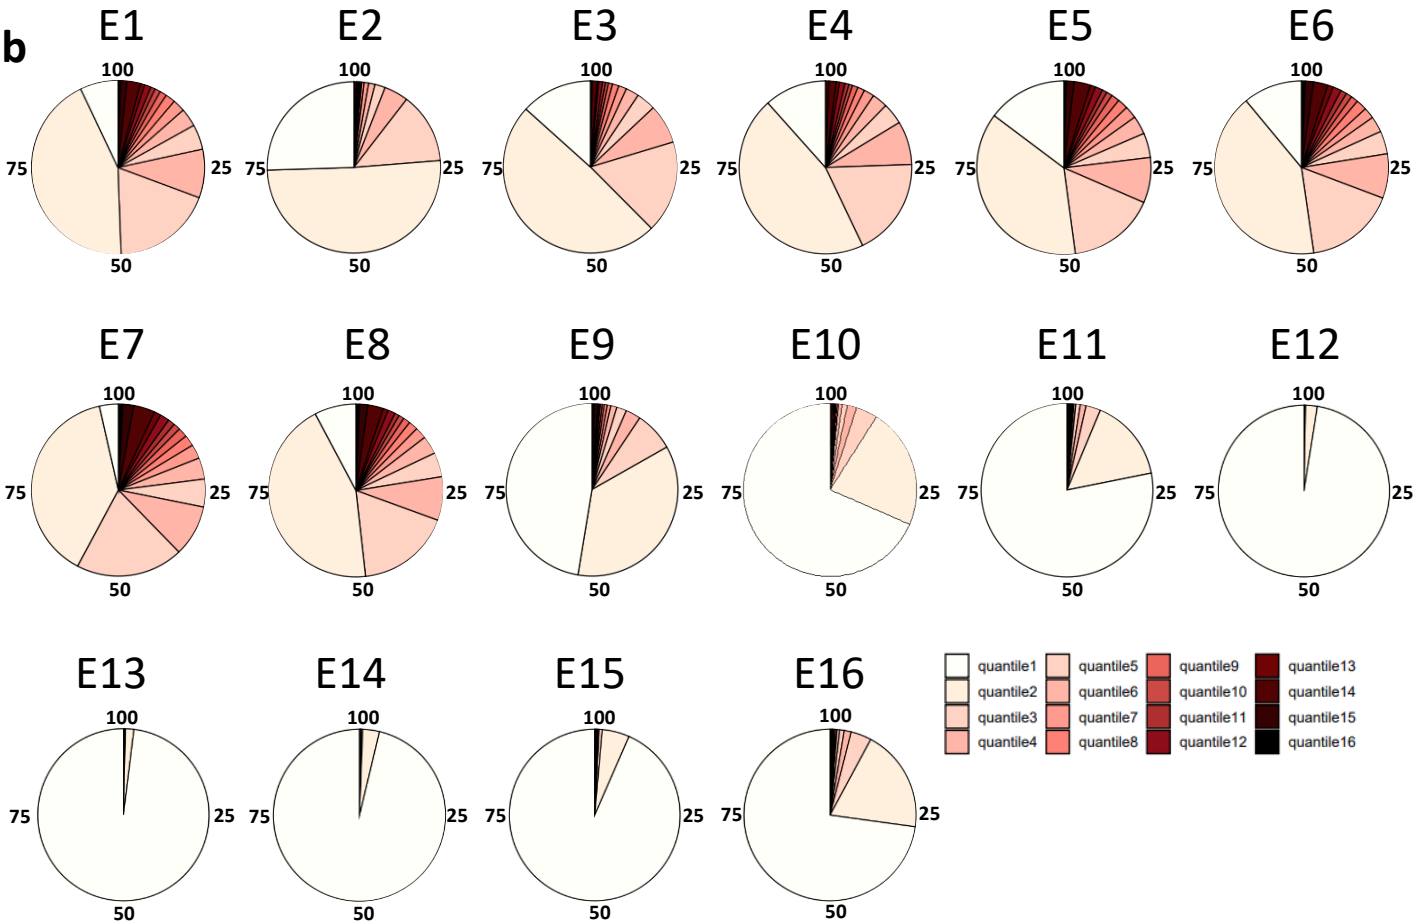

**Supplementary Figure 5.** Chromatin state gene annotation. (a) Status of the gene coverage from chromatin states. The last column shows the gene proportion covered by each chromatin state. (b) Expression coverage across each chromatin state. Whole genome genes were classified into 16 groups of expression and colors scale represented gene expression levels from low (white) to high (red).

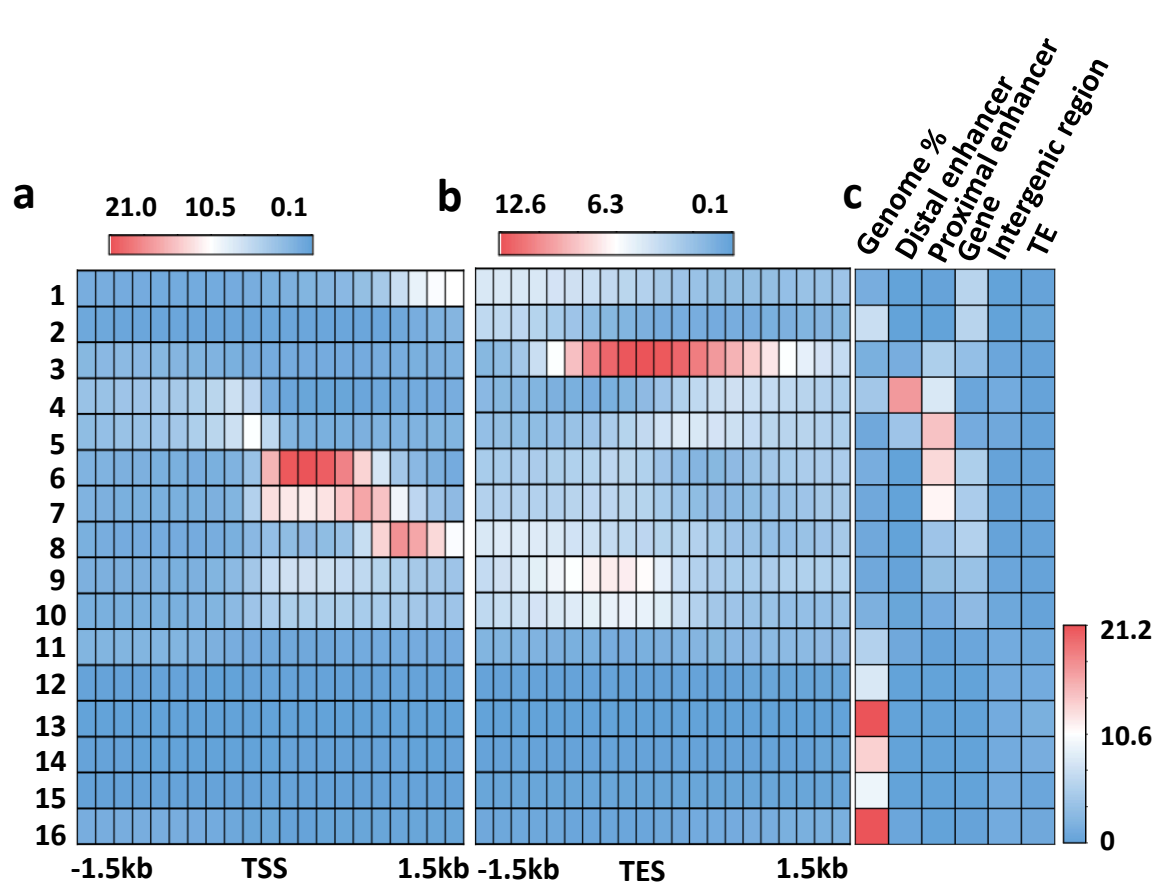

**Supplementary Figure 6.** Positional enrichments of 16 chromatin states relative to annotated transcription start sites (TSS) (a), transcription end sites (TES) (b) and genomic features (c). Each row represents a specific chromatin state. The color scale denotes enrichment degrees. Positive coordinate values represent the distance downstream in a 5' to 3' direction of transcription, while negative values represent the number of bases upstream. Distal and proximal enhancer were identified with ATAC-seq and RNA-seq data; threshold distance of 1Kb from annotated genes.

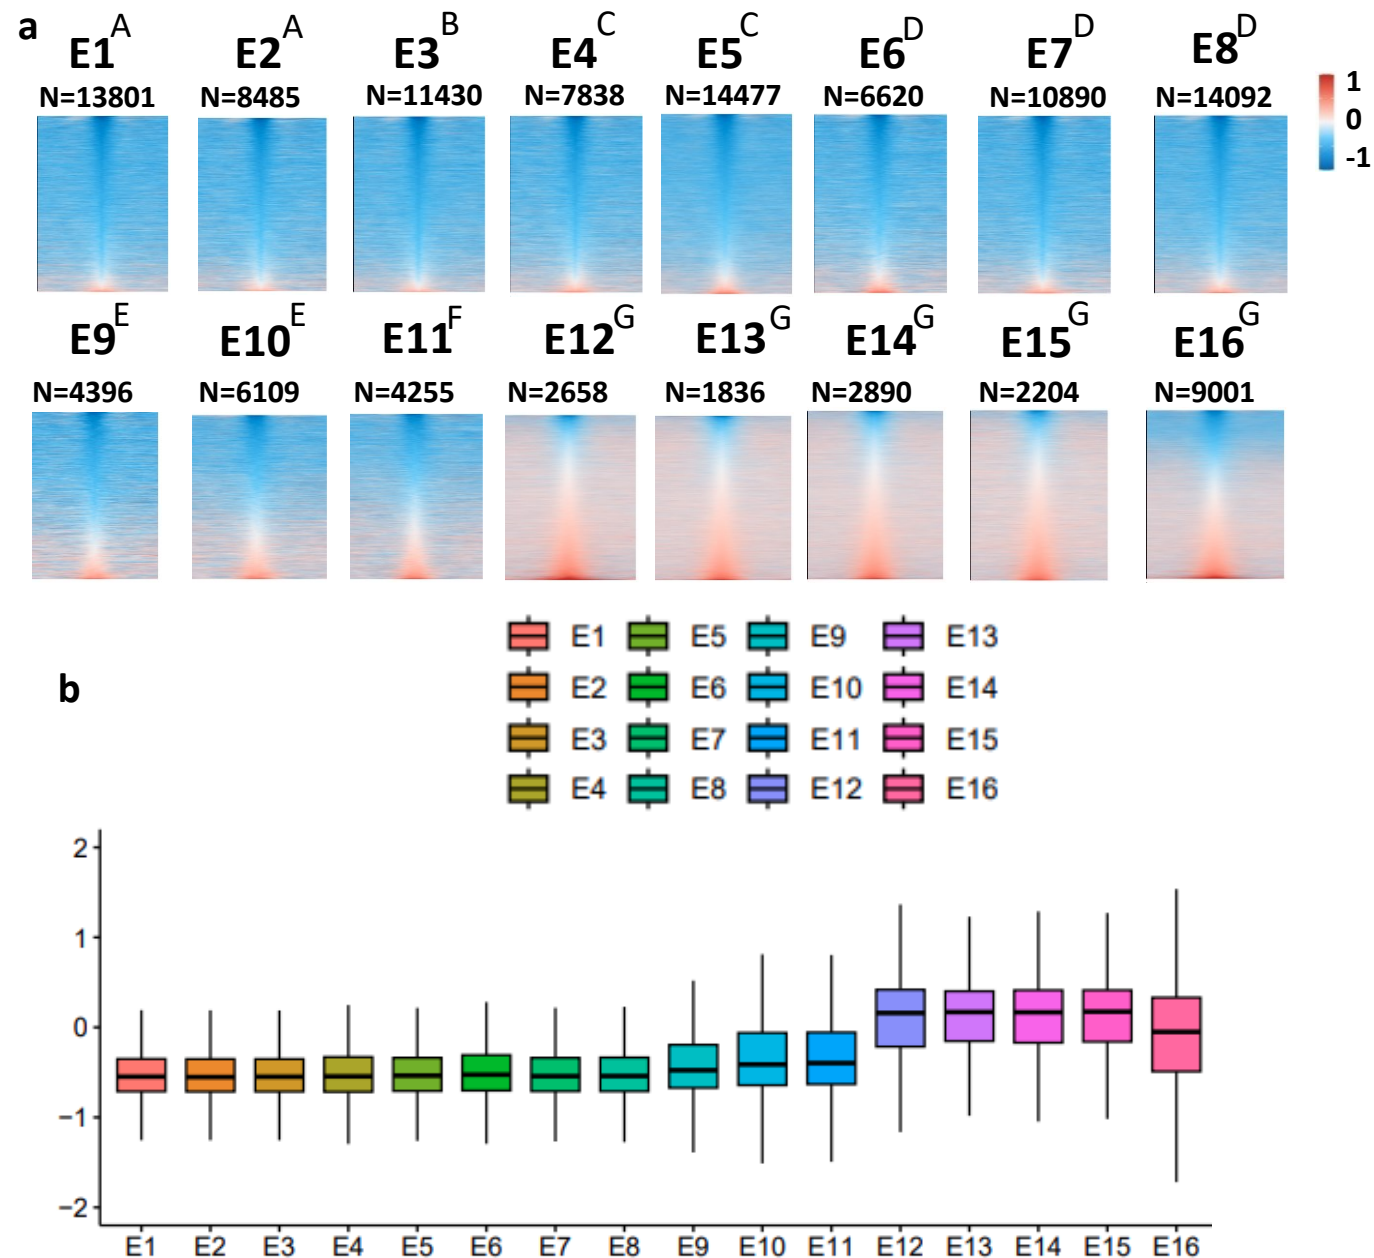

**Supplementary Figure 7.** Relationship between insulation index and chromatin states. (a) Heatmap presenting the insulation score values of all chromatin states. E stands for chromatin state number. The number above each chromatin state denotes their annotation as follows: A. H3K4me1 controlled genes. B. TES flanking region. C. Active regulatory elements. D. ORFs of actively transcribed genes. E. H3K4me2 repressed genes. F. Polycomb marked loci. G. Constitutive heterochromatin or intergenic region. (b) Box plot representing the median of the insulation index associated to chromatin states. X axis represents different chromatin states and y axis stands for insulation score values, which excluded outliers.

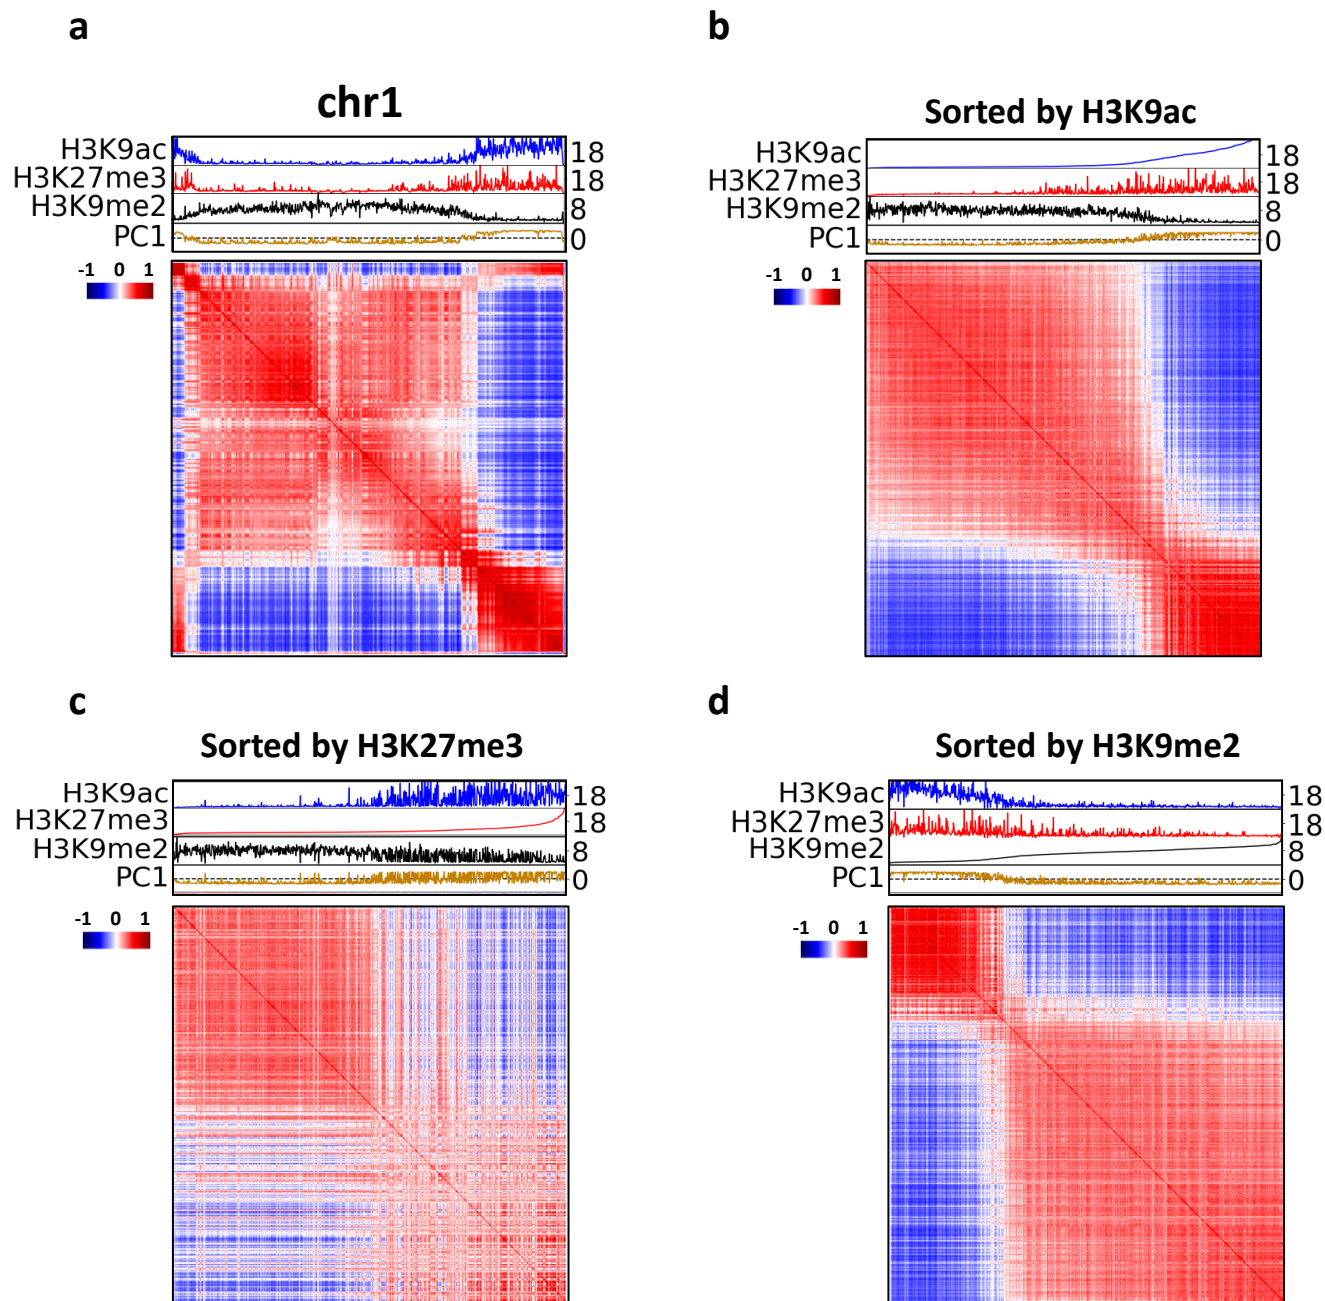

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

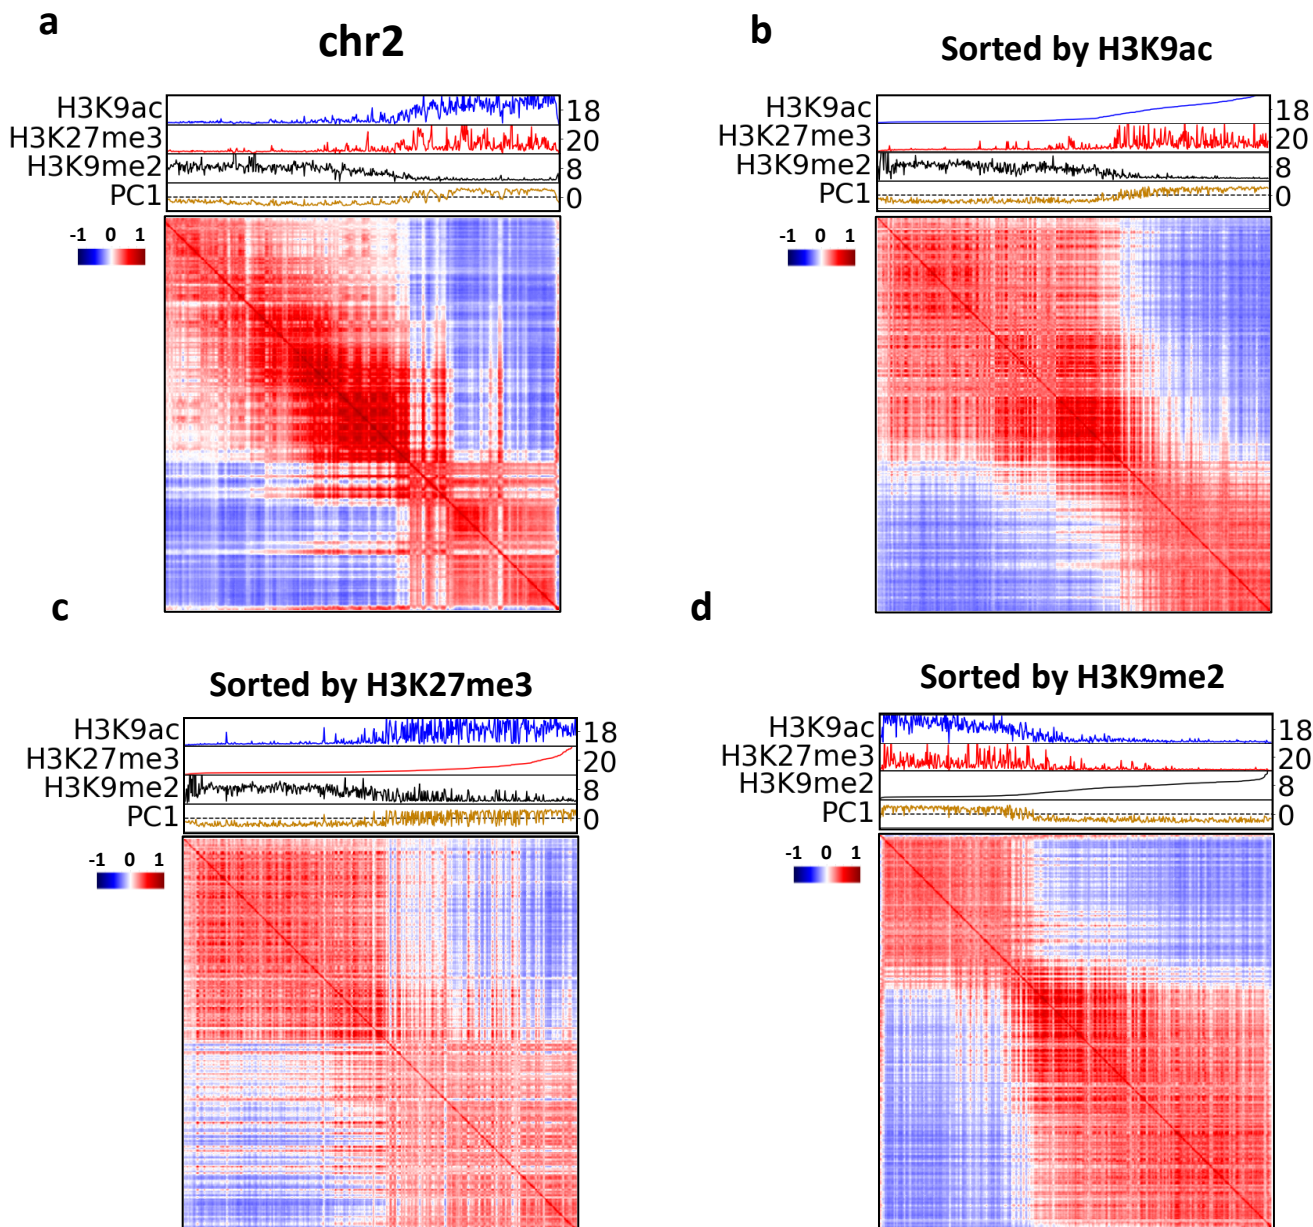

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

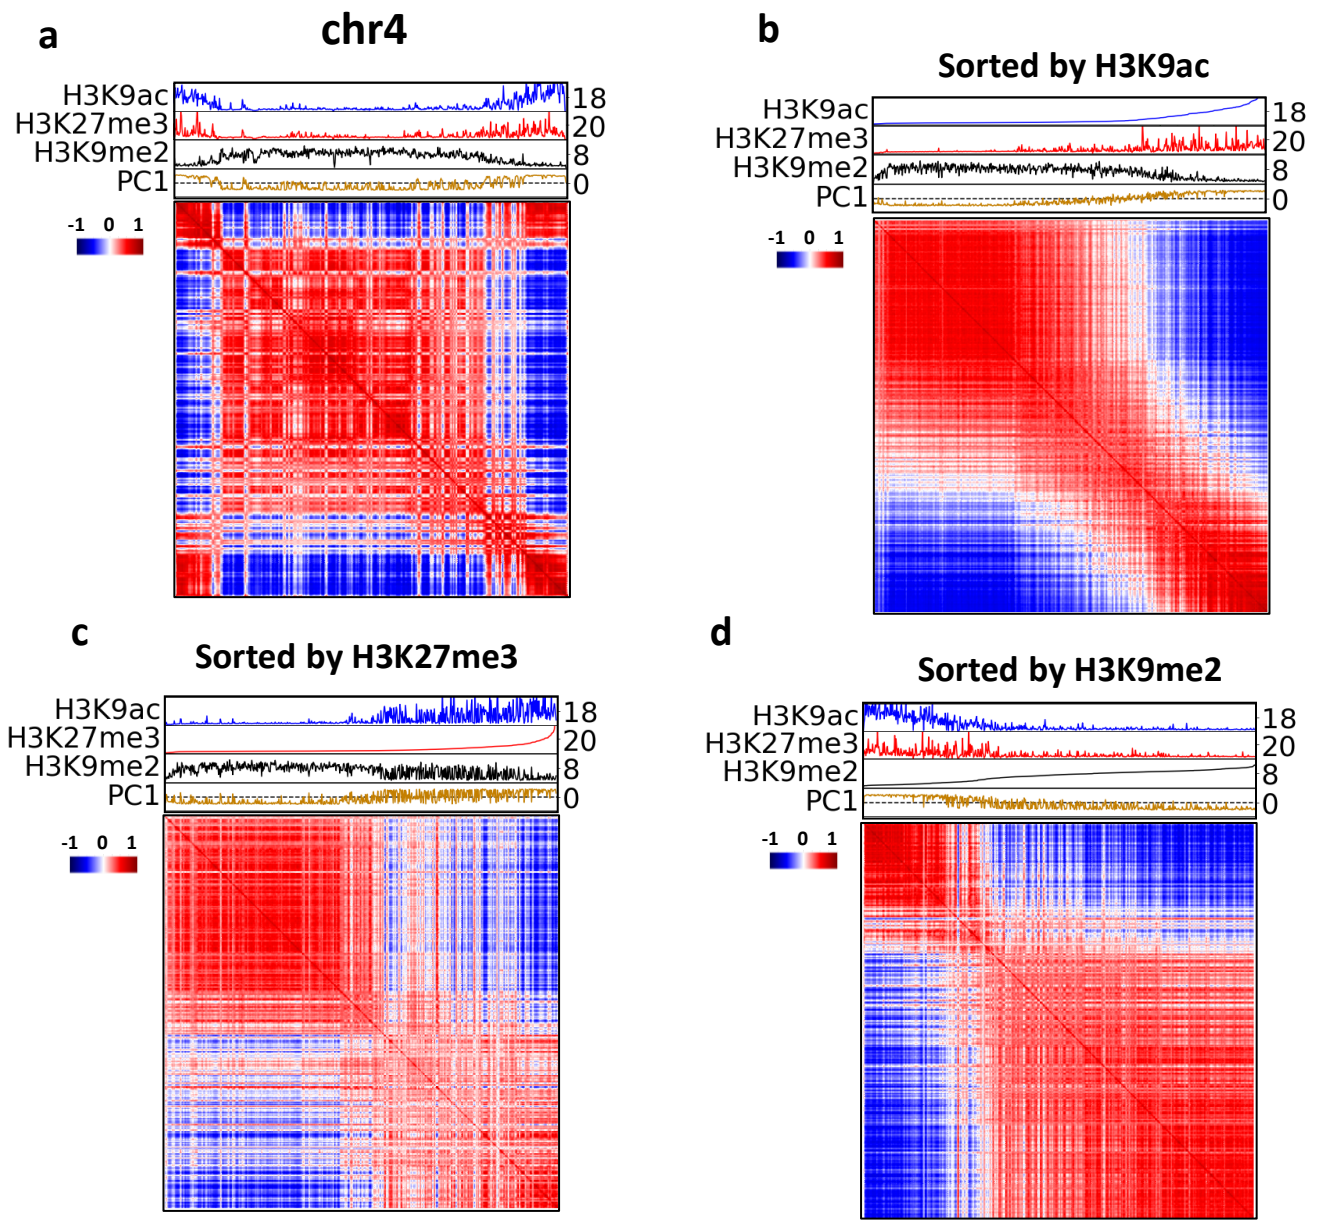

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

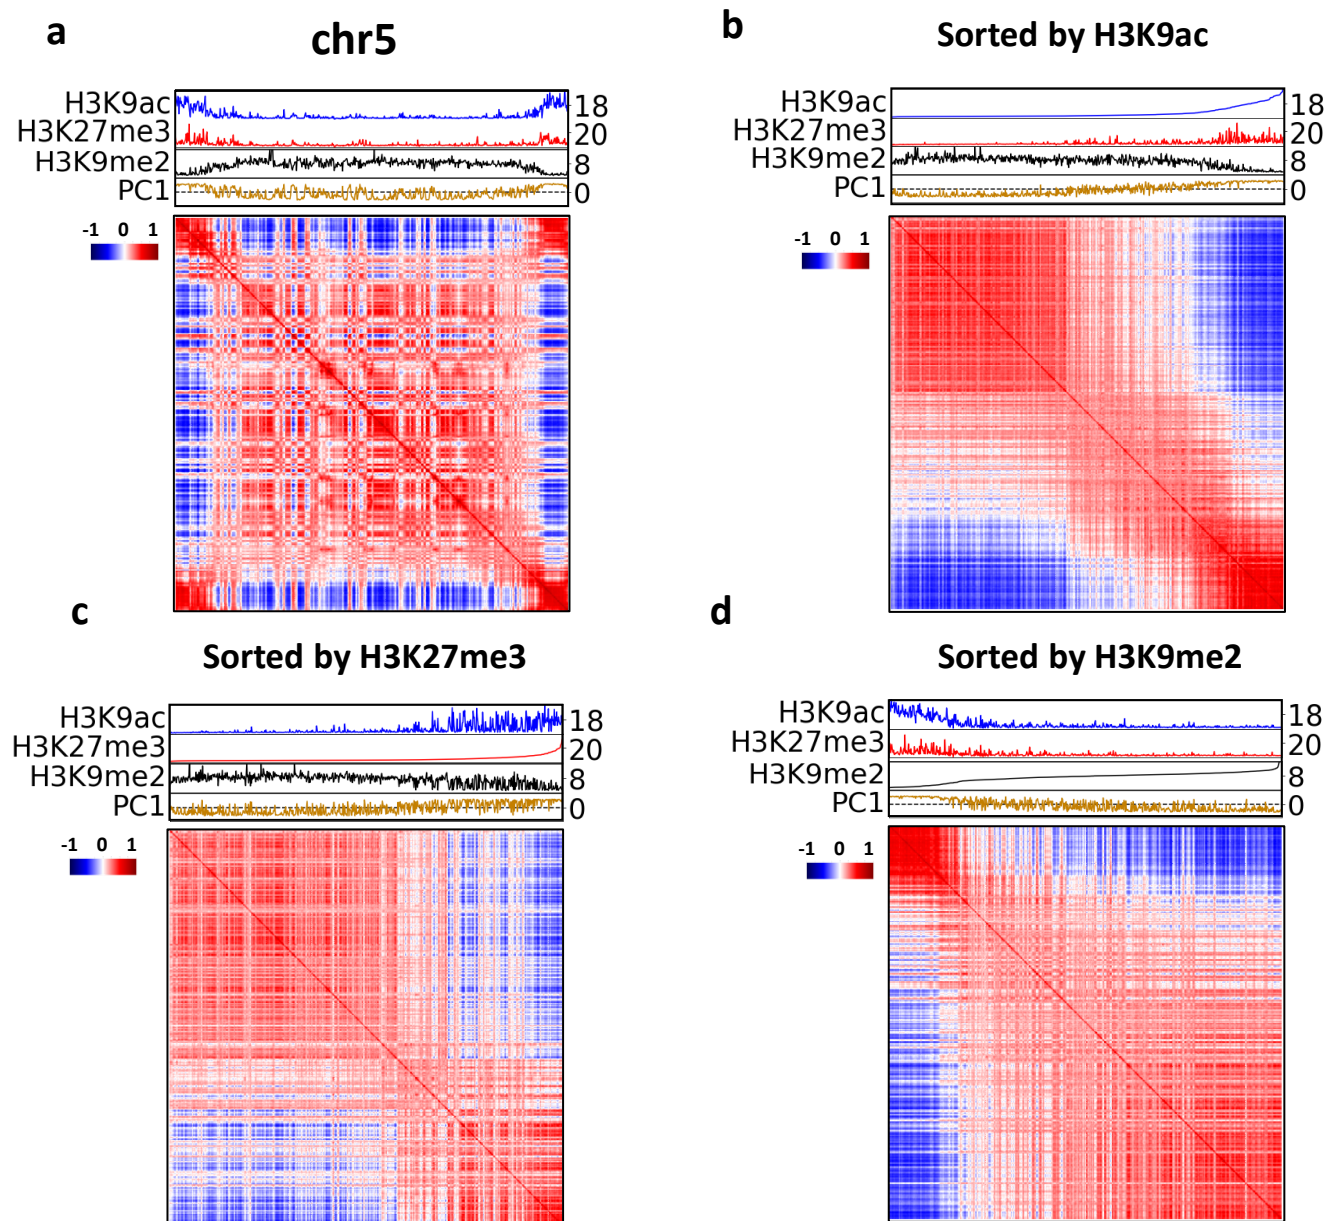

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

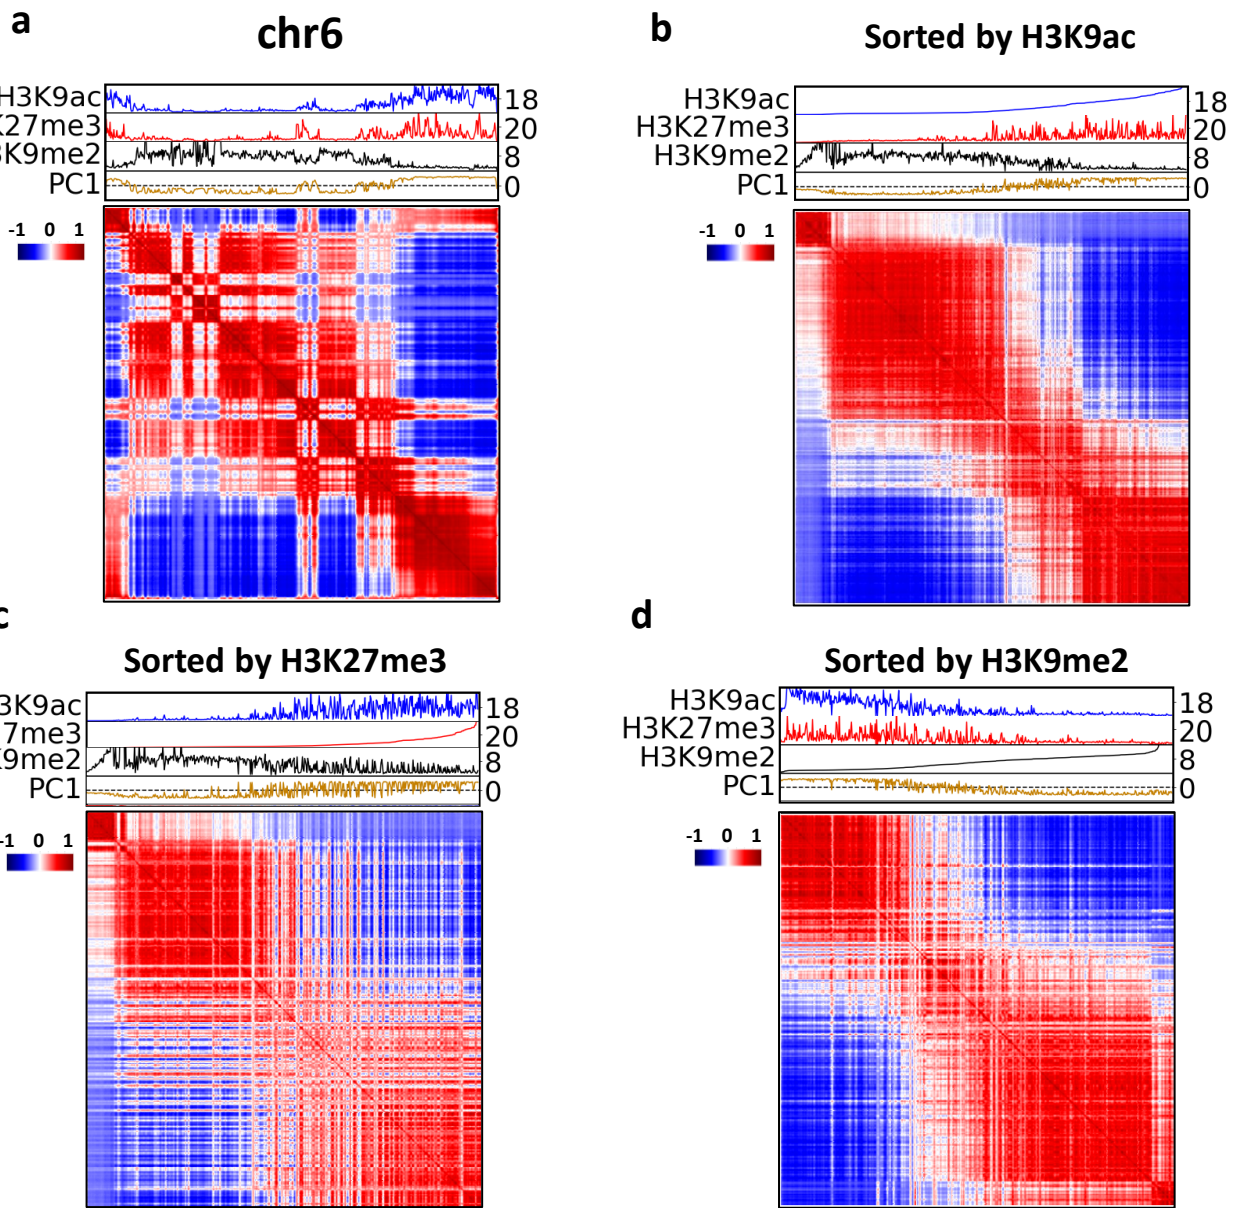

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

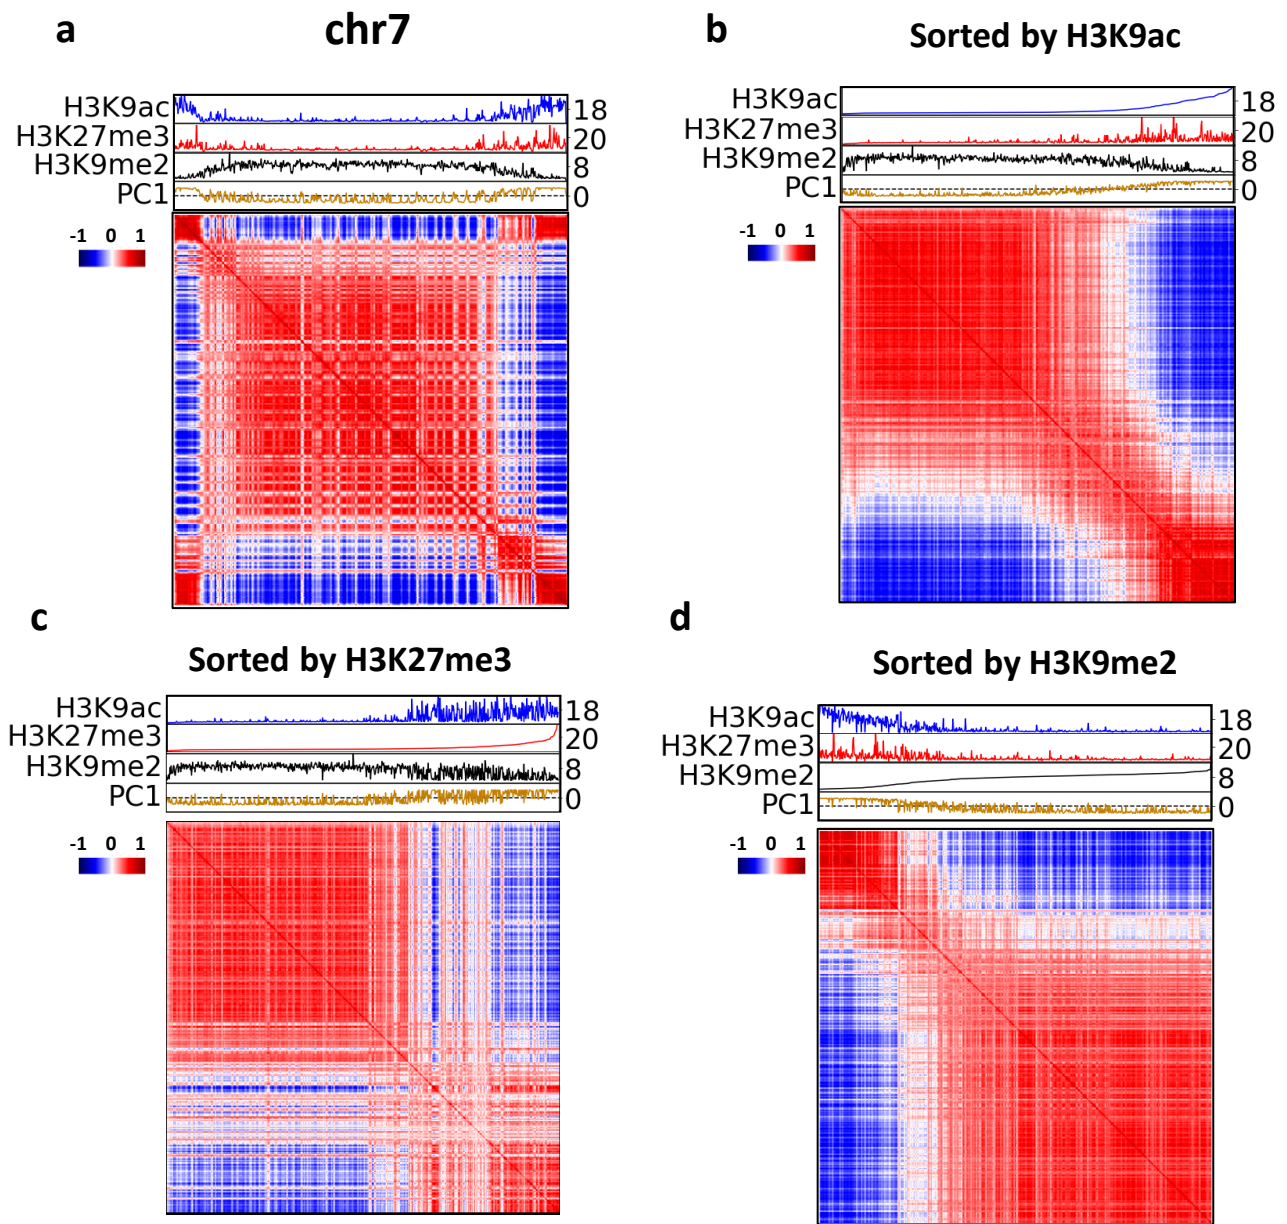

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

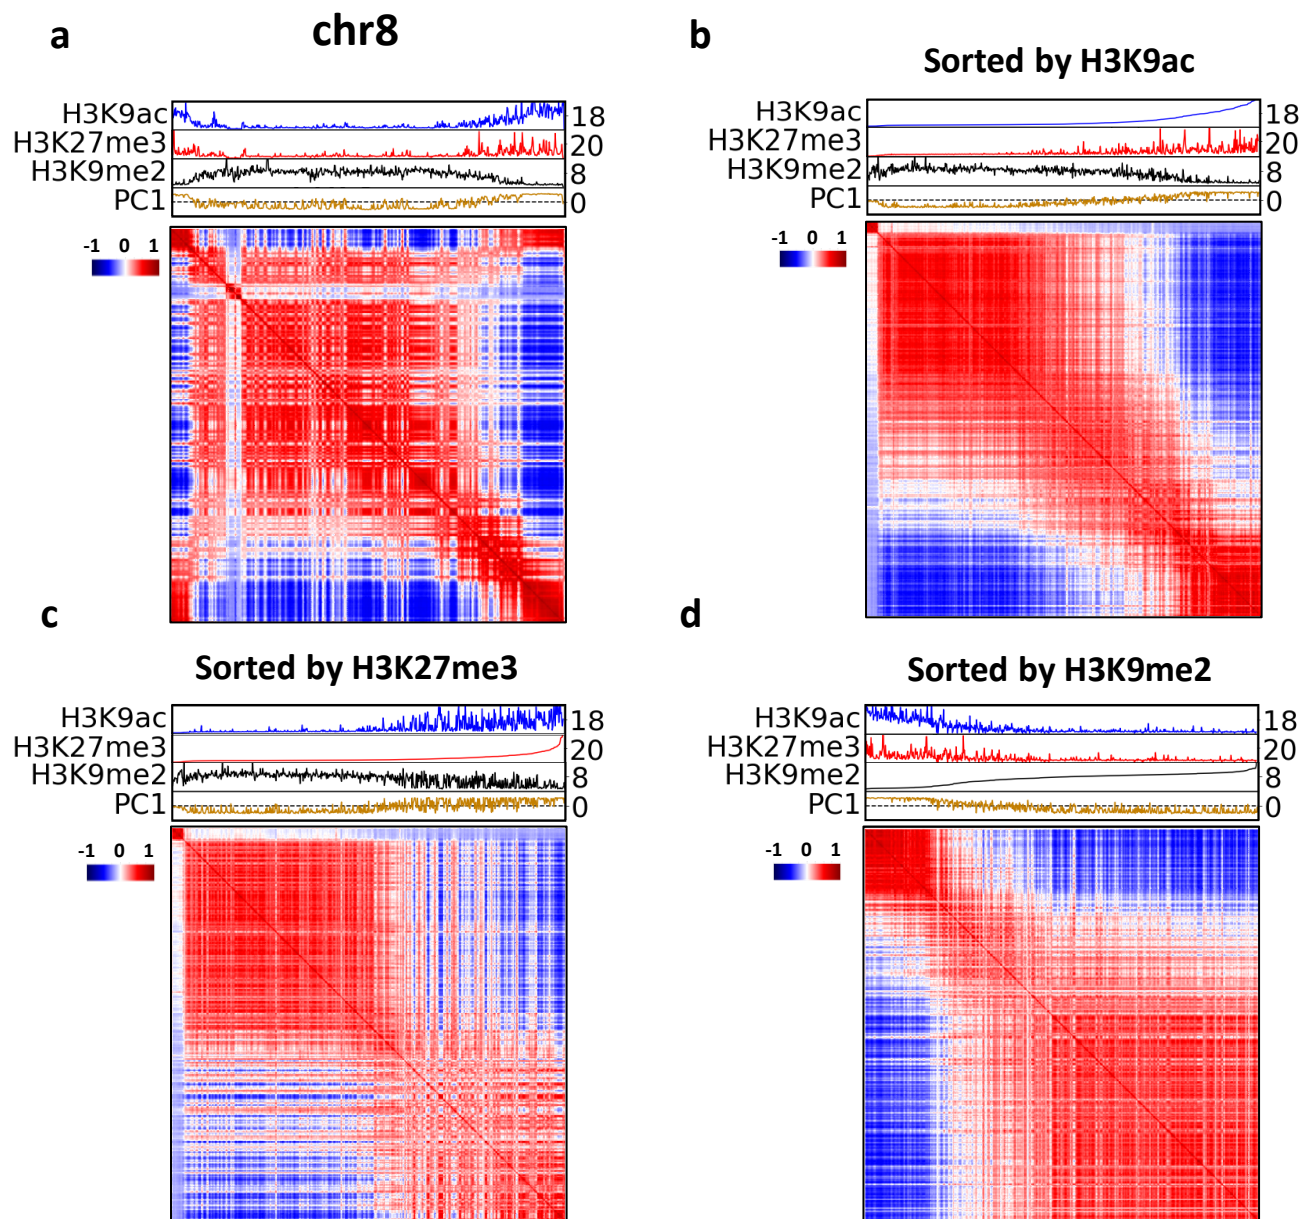

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

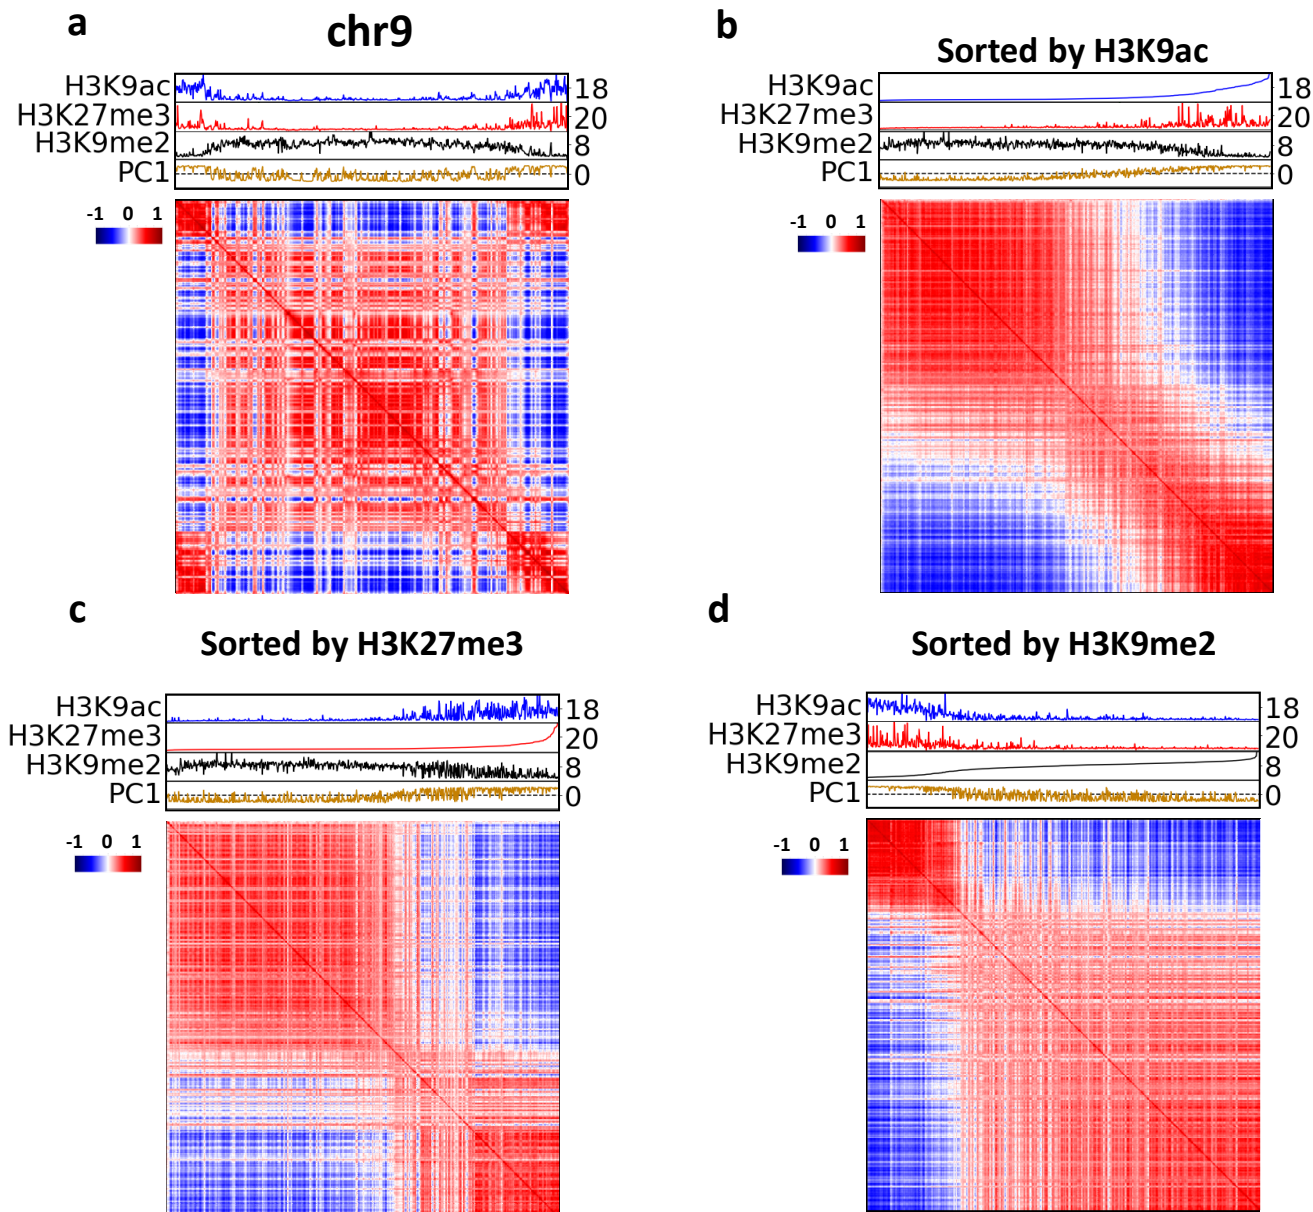

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

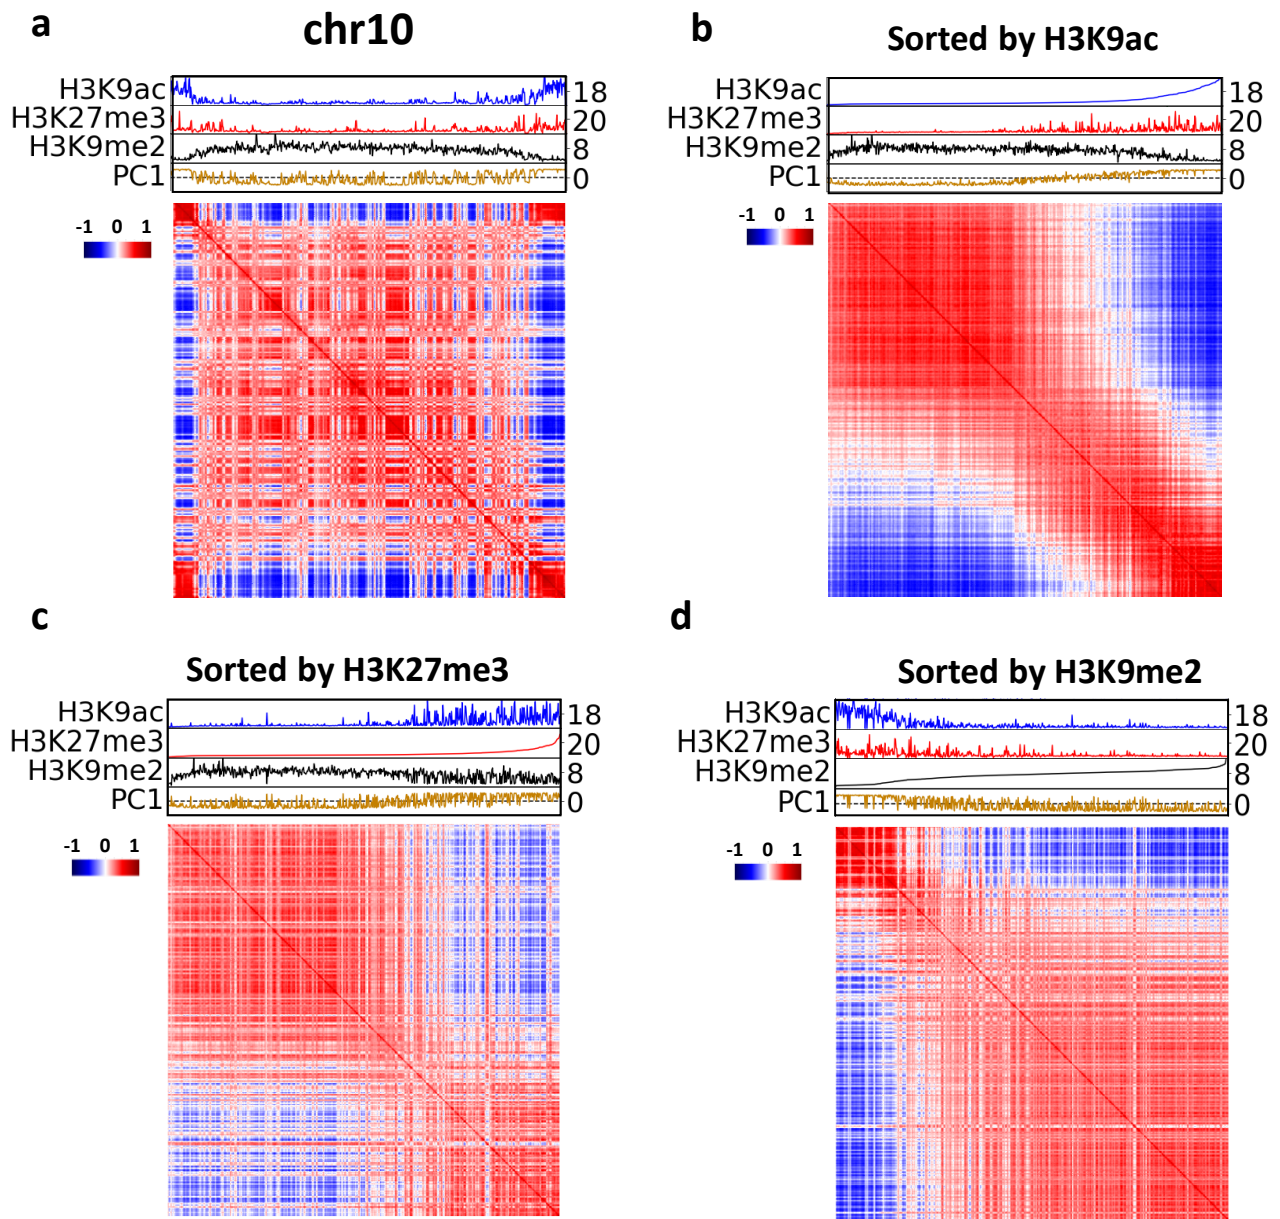

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

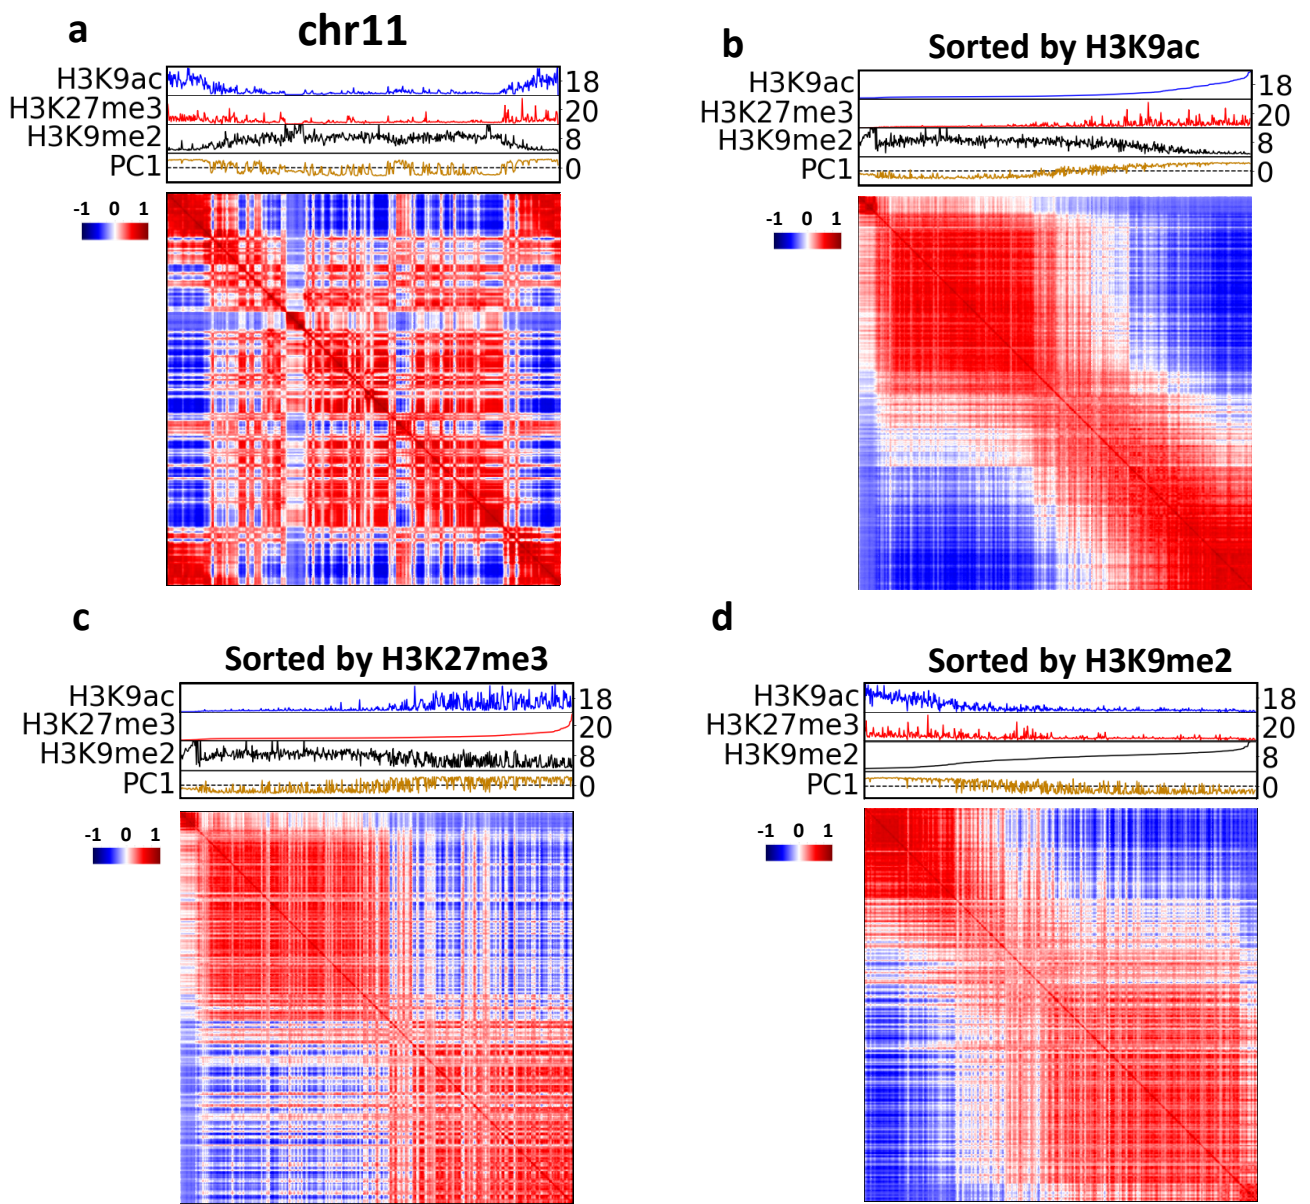

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

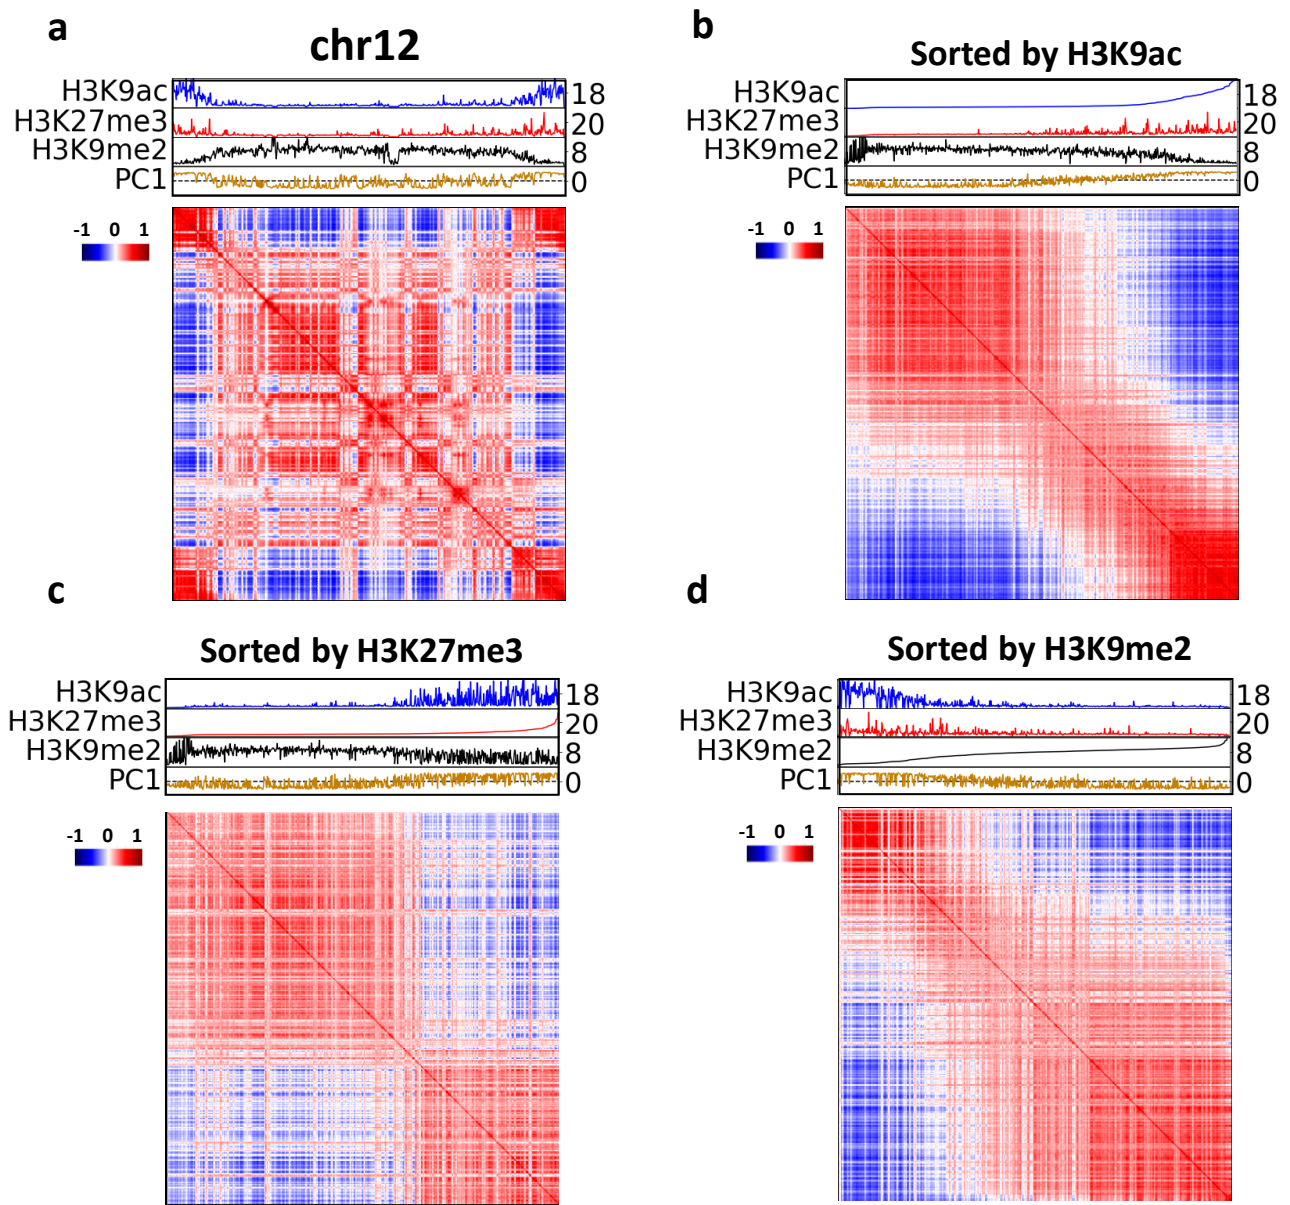

**Supplementary Figure 8.** Pearson correlations for distance-normalized Hi-C interaction frequency map of chromosomes 1-12. Chromosome 3 is shown in main Figure 2. Shown above each Hi-C map from top to bottom are the following: H3K9ac signal (blue). H3K27me3 signal (red). and H3K9me2 signal (black) and PC1 (brown). For each chromosome from top left to bottom right: (a) Interactions among sequences arranged in natural order. (b) Interactions among sequences sorted by H3K9ac levels. from lowest to highest (c) Interactions among sequences sorted by H3K27me3 levels. from lowest to highest (d) Interactions among sequences sorted by H3K9me2 levels. from lowest to highest.

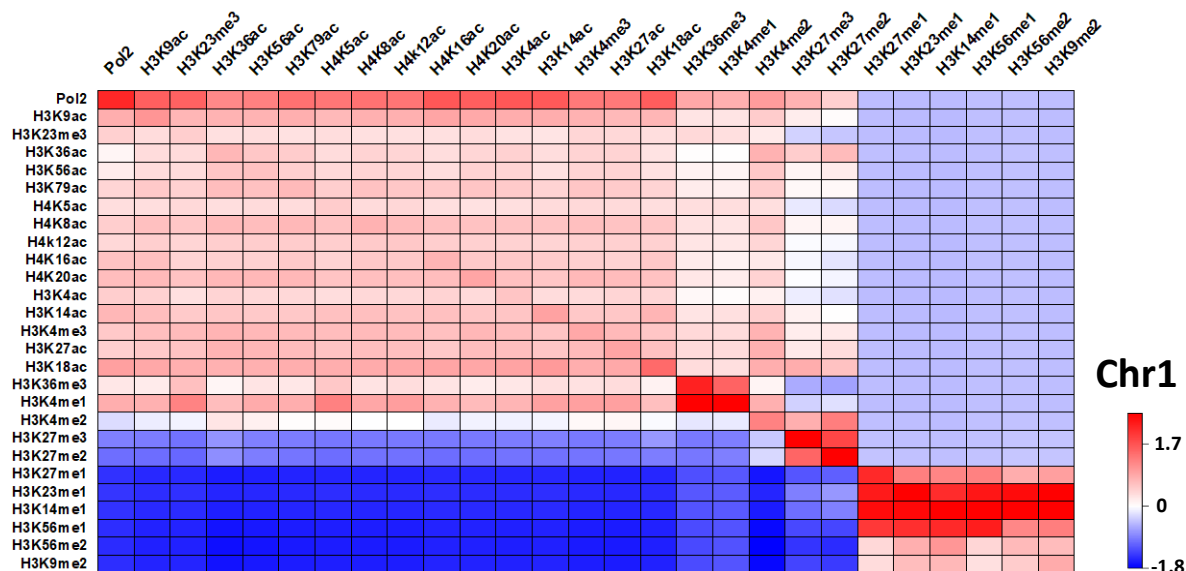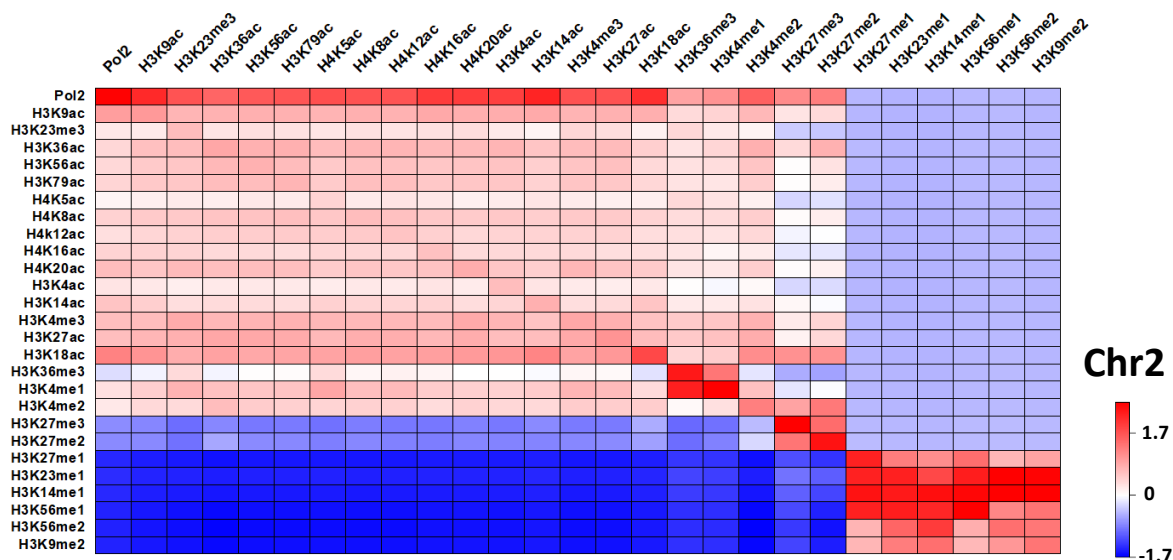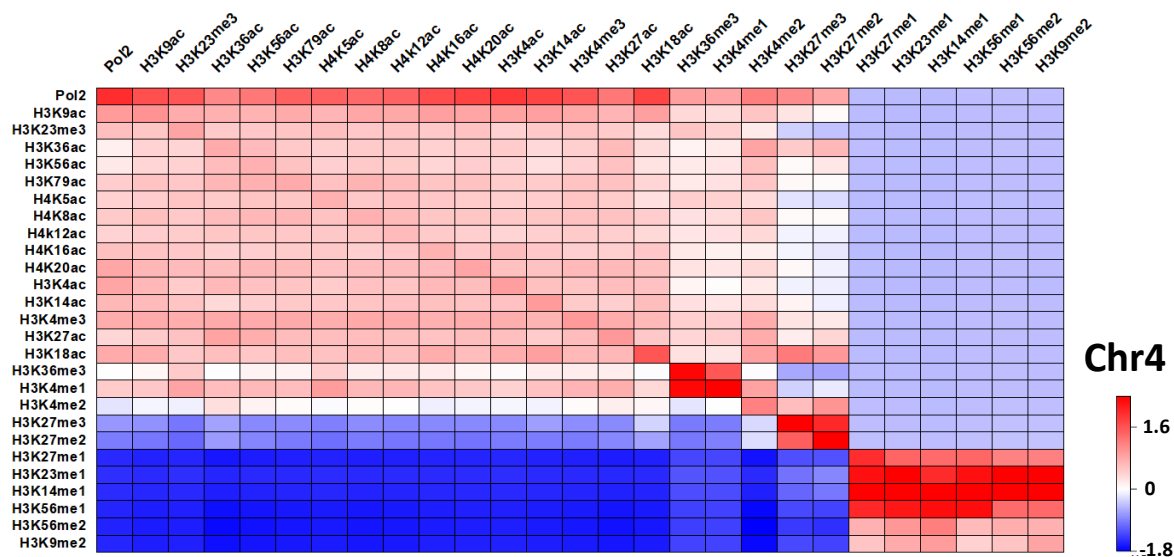

**Supplementary Figure 9.** Heatmap presenting the logarithms of odds ratios of all combinations of interacting chromatin histone marks by chromosome. Chromosome 3 is shown in main figure 2. Positive log<sub>2</sub>(odds ratio) indicates enrichment and negative indicates depletion.

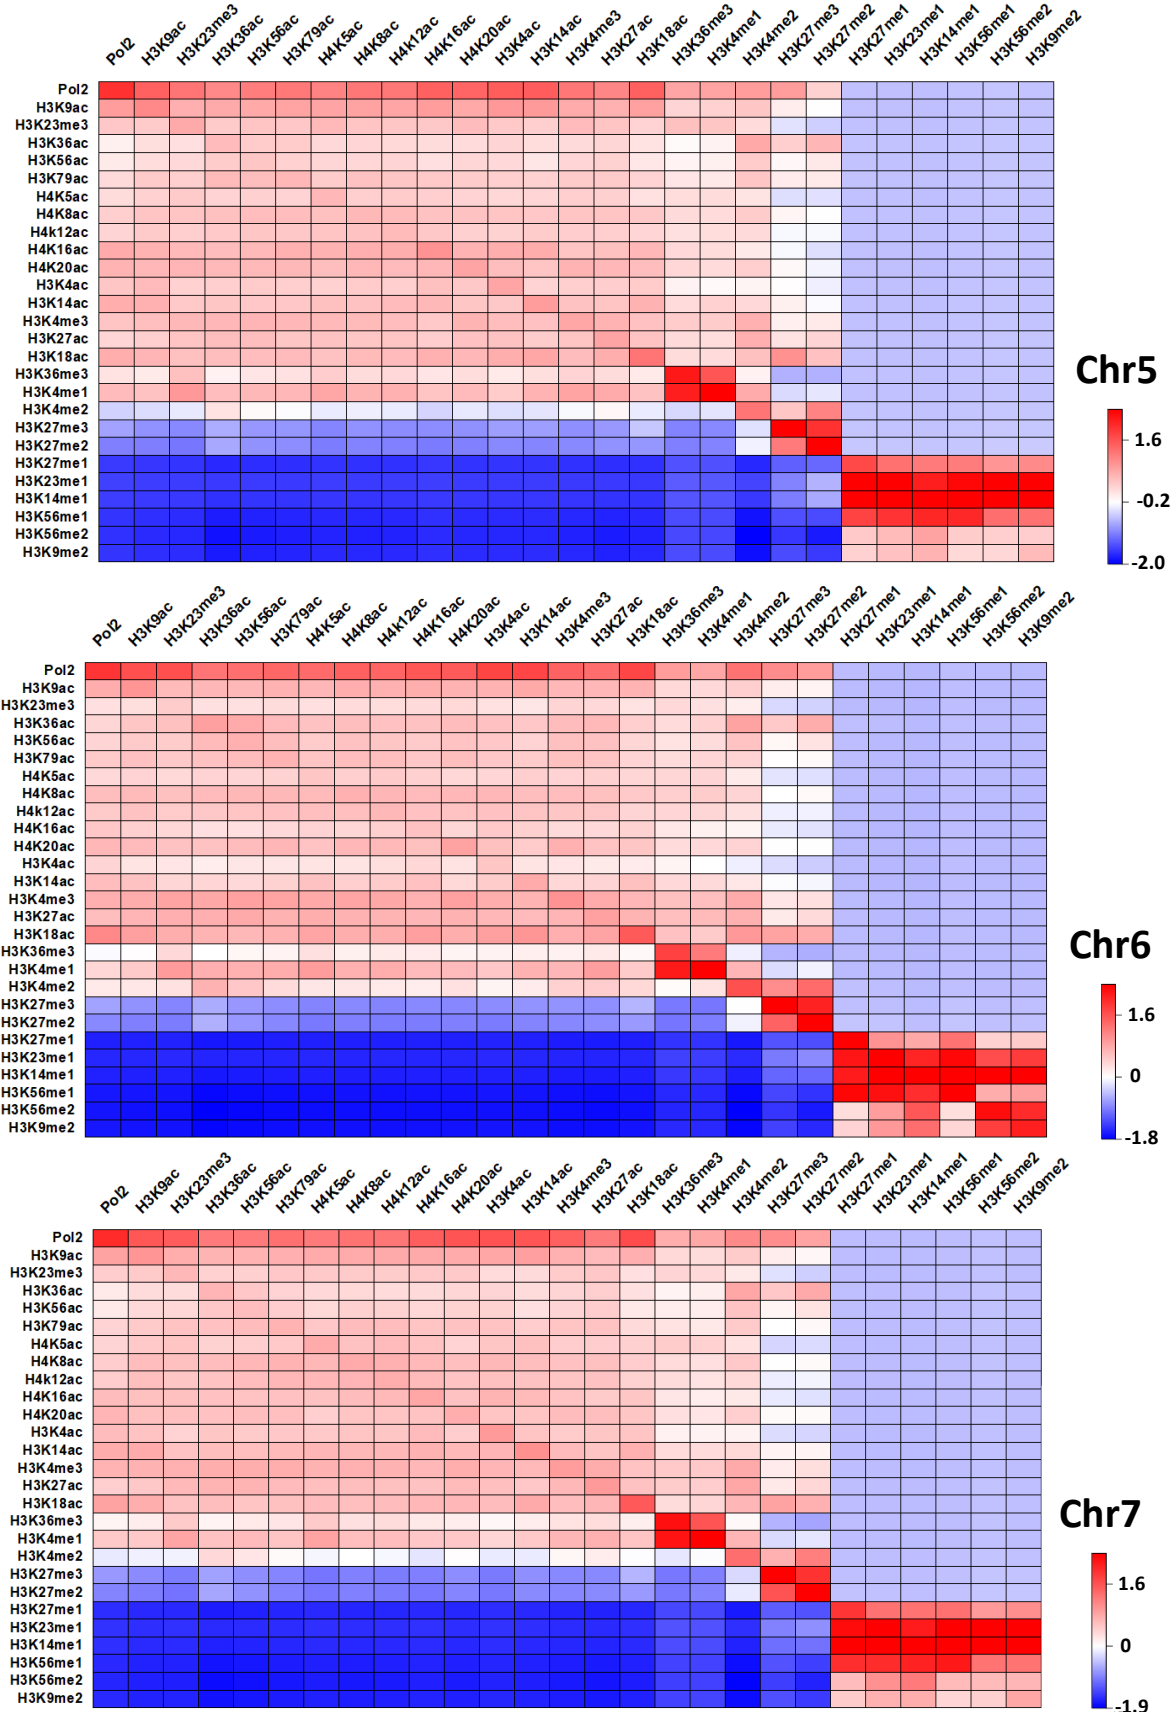

**Supplementary Figure 9.** Heatmap presenting the logarithms of odds ratios of all combinations of interacting chromatin histone marks by chromosome. Chromosome 3 is shown in main figure 2. Positive  $\log_2(\text{odds ratio})$  indicates enrichment and negative indicates depletion.

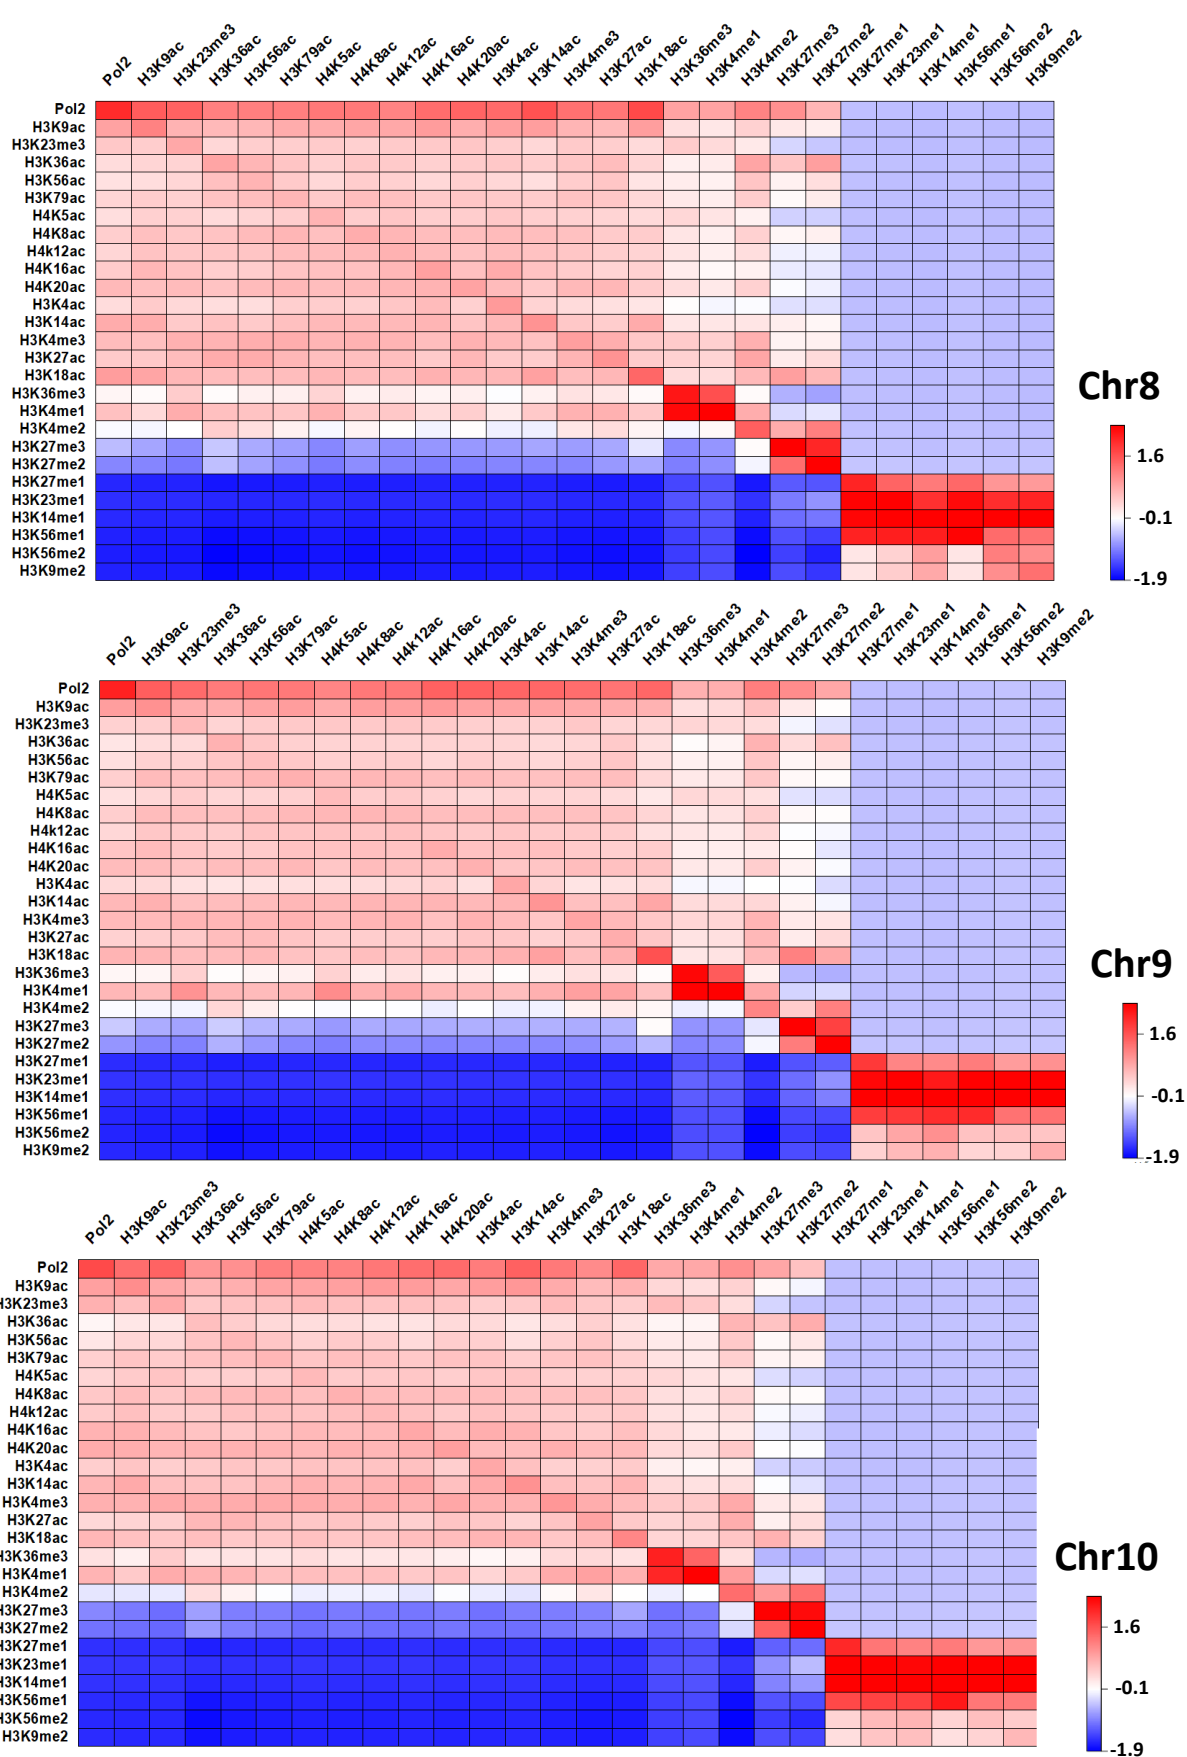

**Supplementary Figure 9.** Heatmap presenting the logarithms of odds ratios of all combinations of interacting chromatin histone marks by chromosome. Chromosome 3 is shown in main figure 2. Positive  $\log_2(\text{odds ratio})$  indicates enrichment and negative indicates depletion.

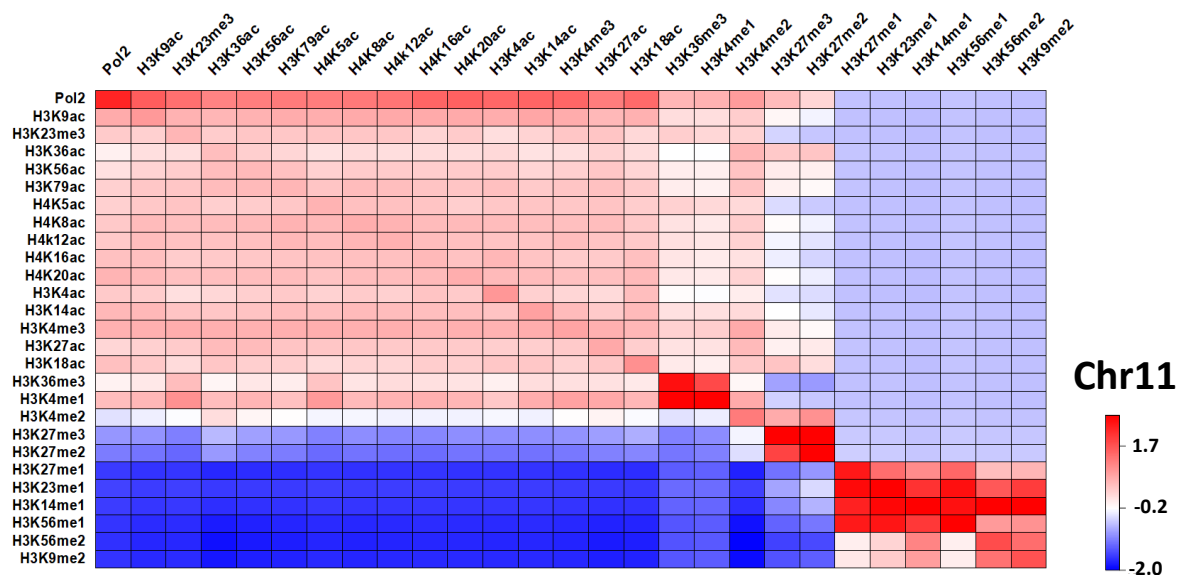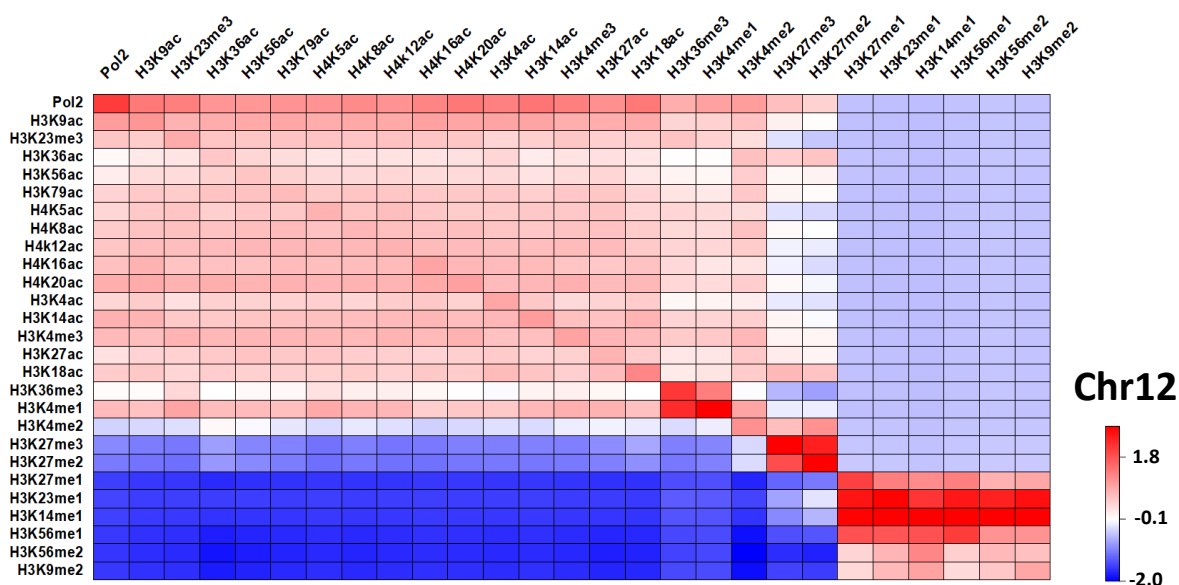

**Supplementary Figure 9.** Heatmap presenting the logarithms of odds ratios of all combinations of interacting chromatin histone marks by chromosome. Chromosome 3 is shown in main figure 2. Positive  $\log_2(\text{odds ratio})$  indicates enrichment and negative indicates depletion.

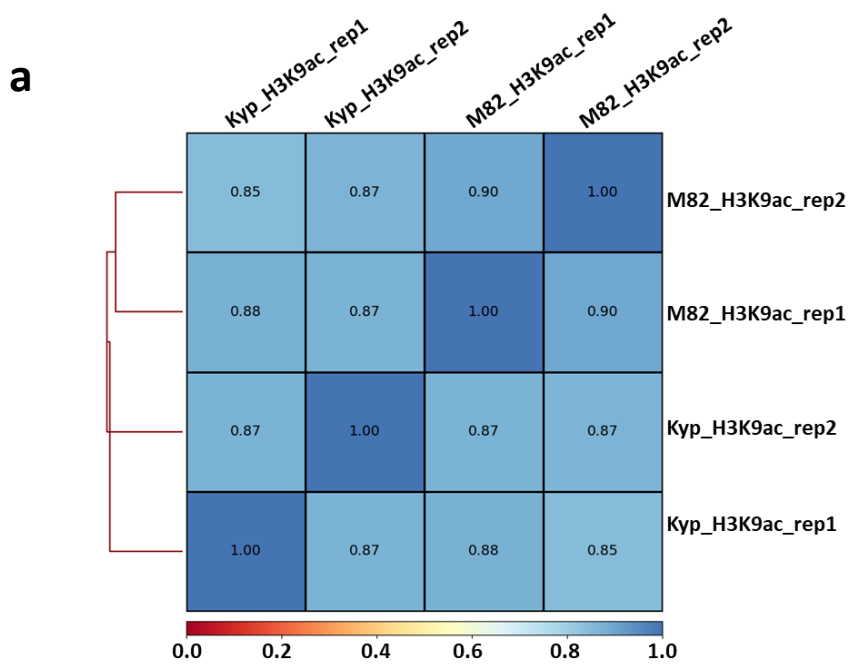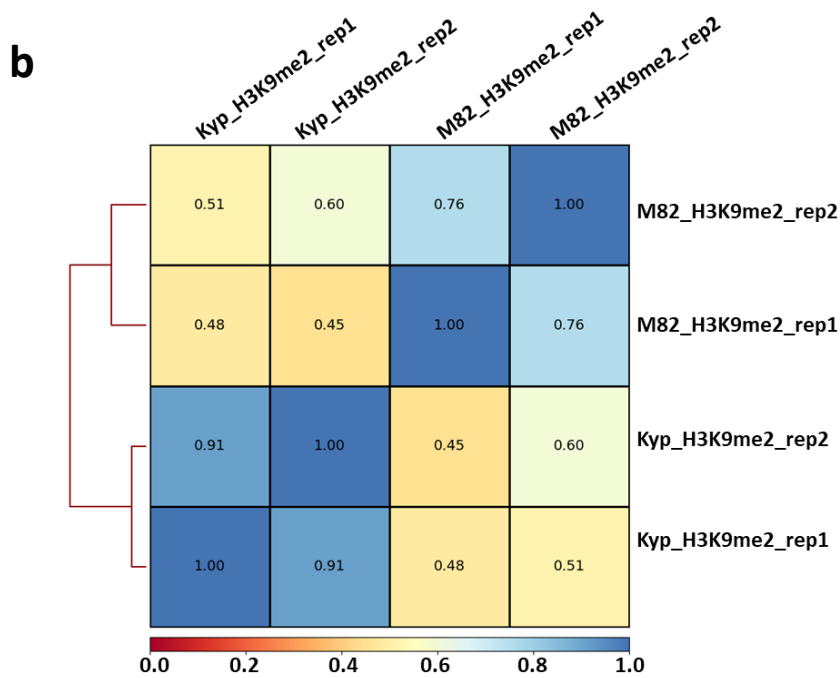

**Supplementary Figure 10.** (a) Pearson correlation heatmaps of ChIP-seq (H3K9ac) (b) Pearson correlation heatmaps of ChIP-seq (H3K9me2)

| Motif                                                                             | P-value |
|-----------------------------------------------------------------------------------|---------|
| 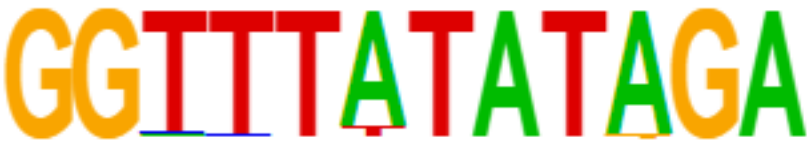 | 1e-62   |

**Supplementary Figure 11.** TBP binding motif (GGTTTATATAGA), determined by HOMER enrichment analysis.

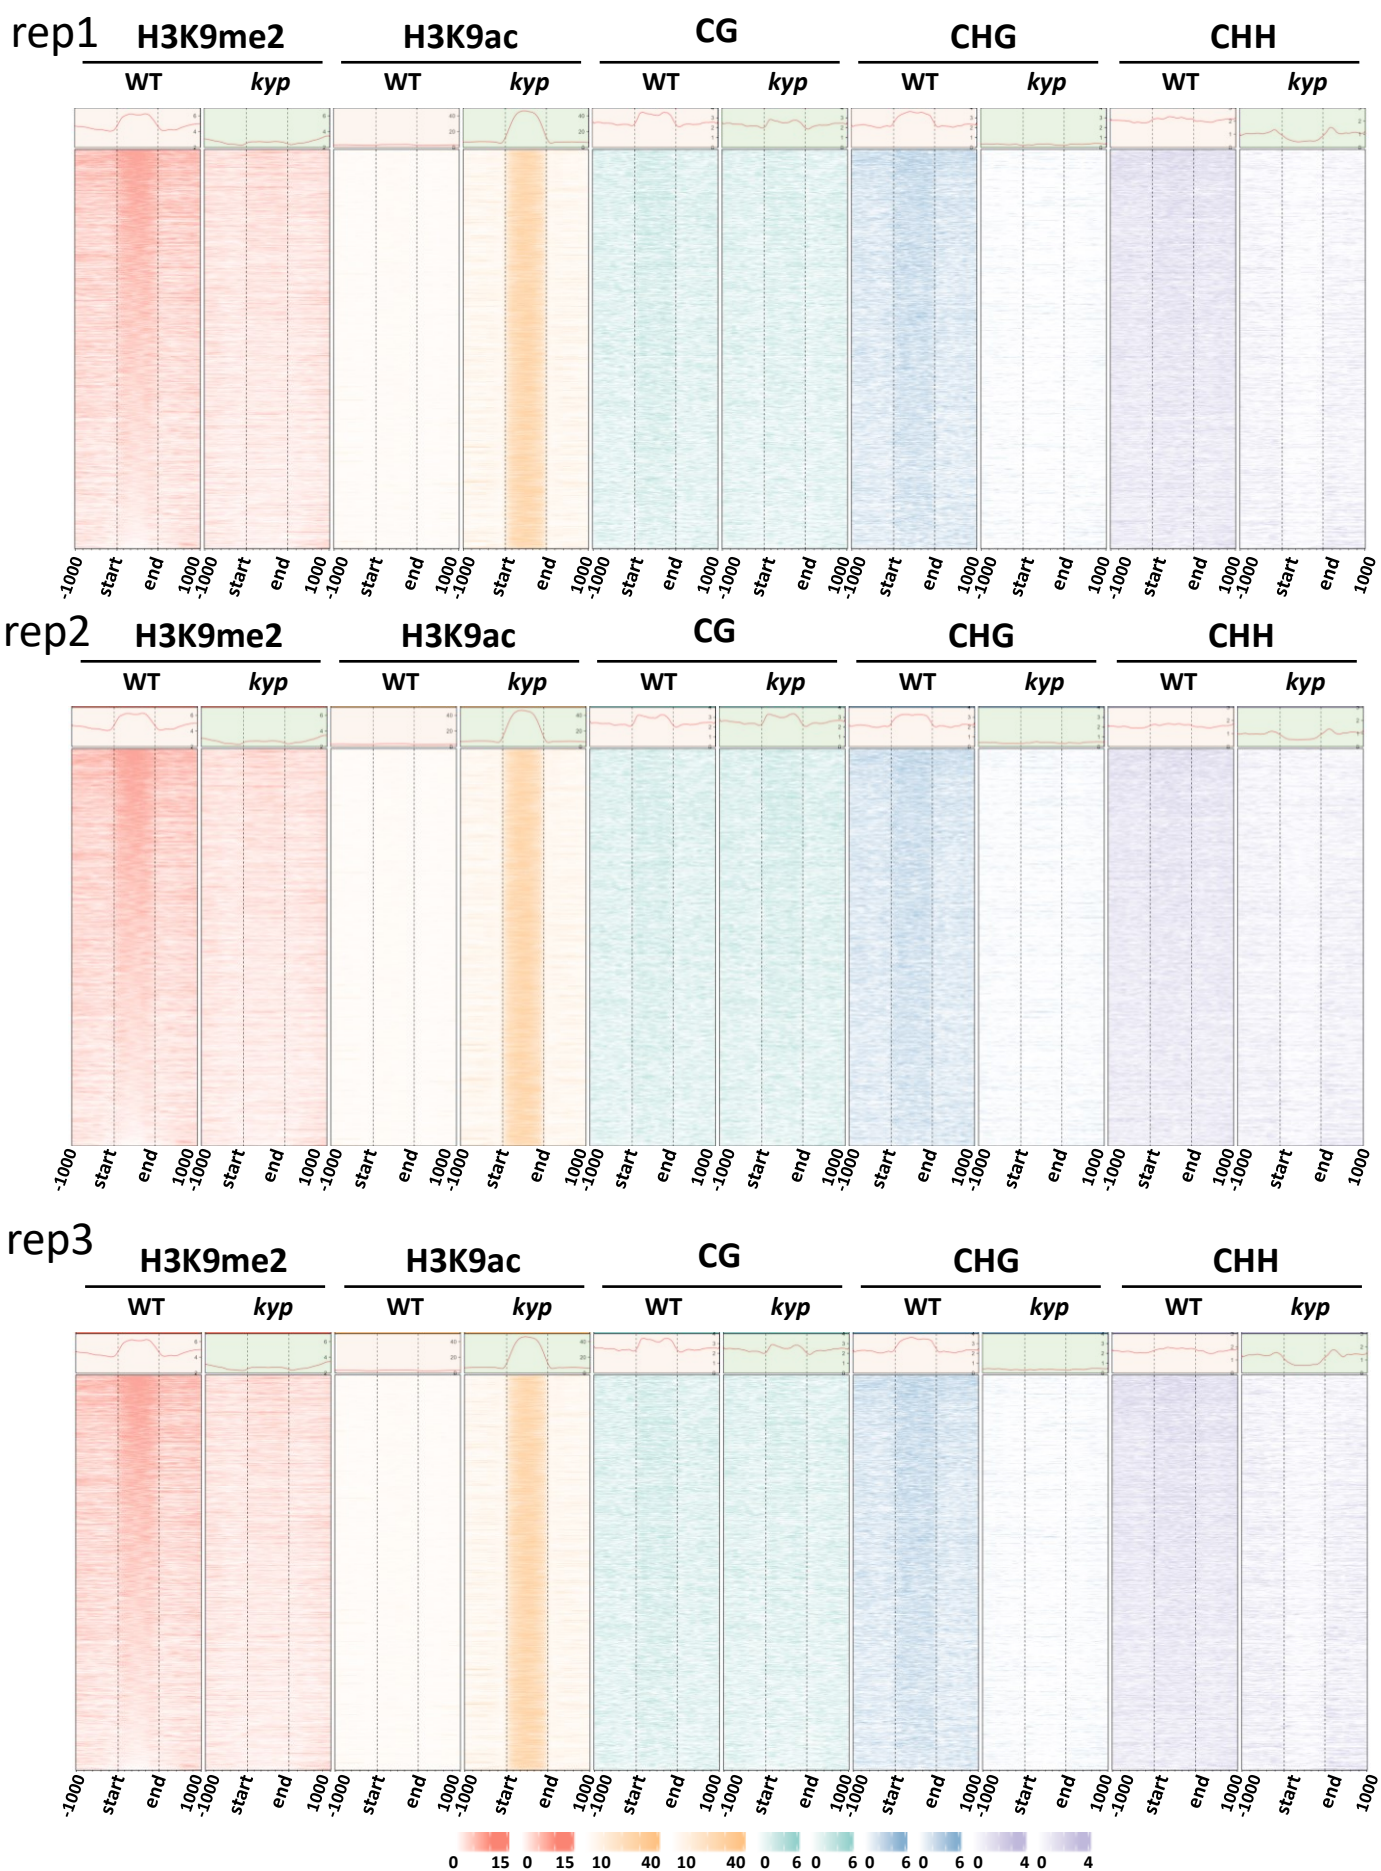

**Supplementary Figure 12.** Heatmaps showing the distribution of H3K9me2, H3K9ac and DNA methylation signals on genomic regions that gain H3K9ac in *kyp* ( $n = 1974$ ). Data presented based on individual biological replicates.

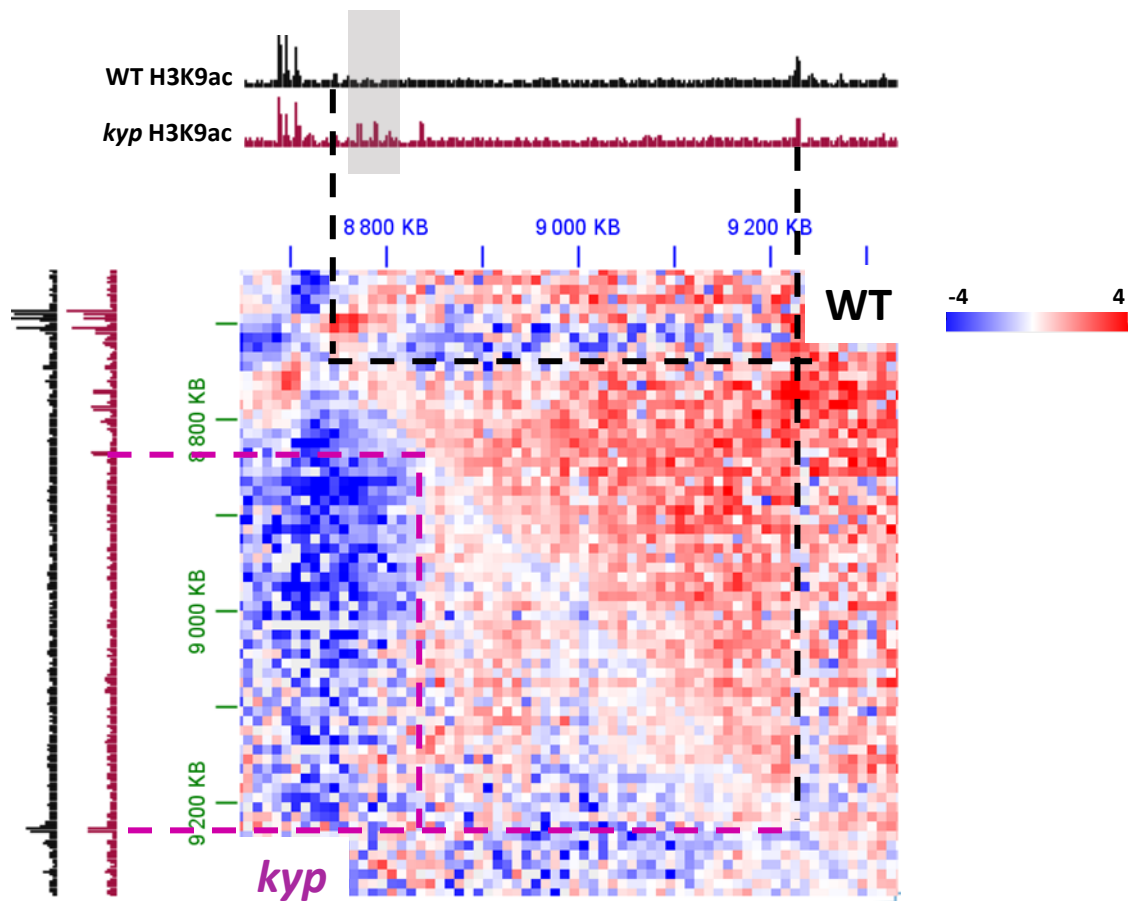

**Supplementary Figure 13.** Integration of Hi-C and ChIP-seq, a 2D heatmap with the interaction frequency in region chr1:8650kb-9320kb. Red dots represent enriched interactions, and blue dots depleted interactions. Additionally, the Hi-C Heatmap comparing WT and *kyp* contacts is illustrated, with dashed lines showing the boundaries of TAD-like structures that correlate with acetylation.

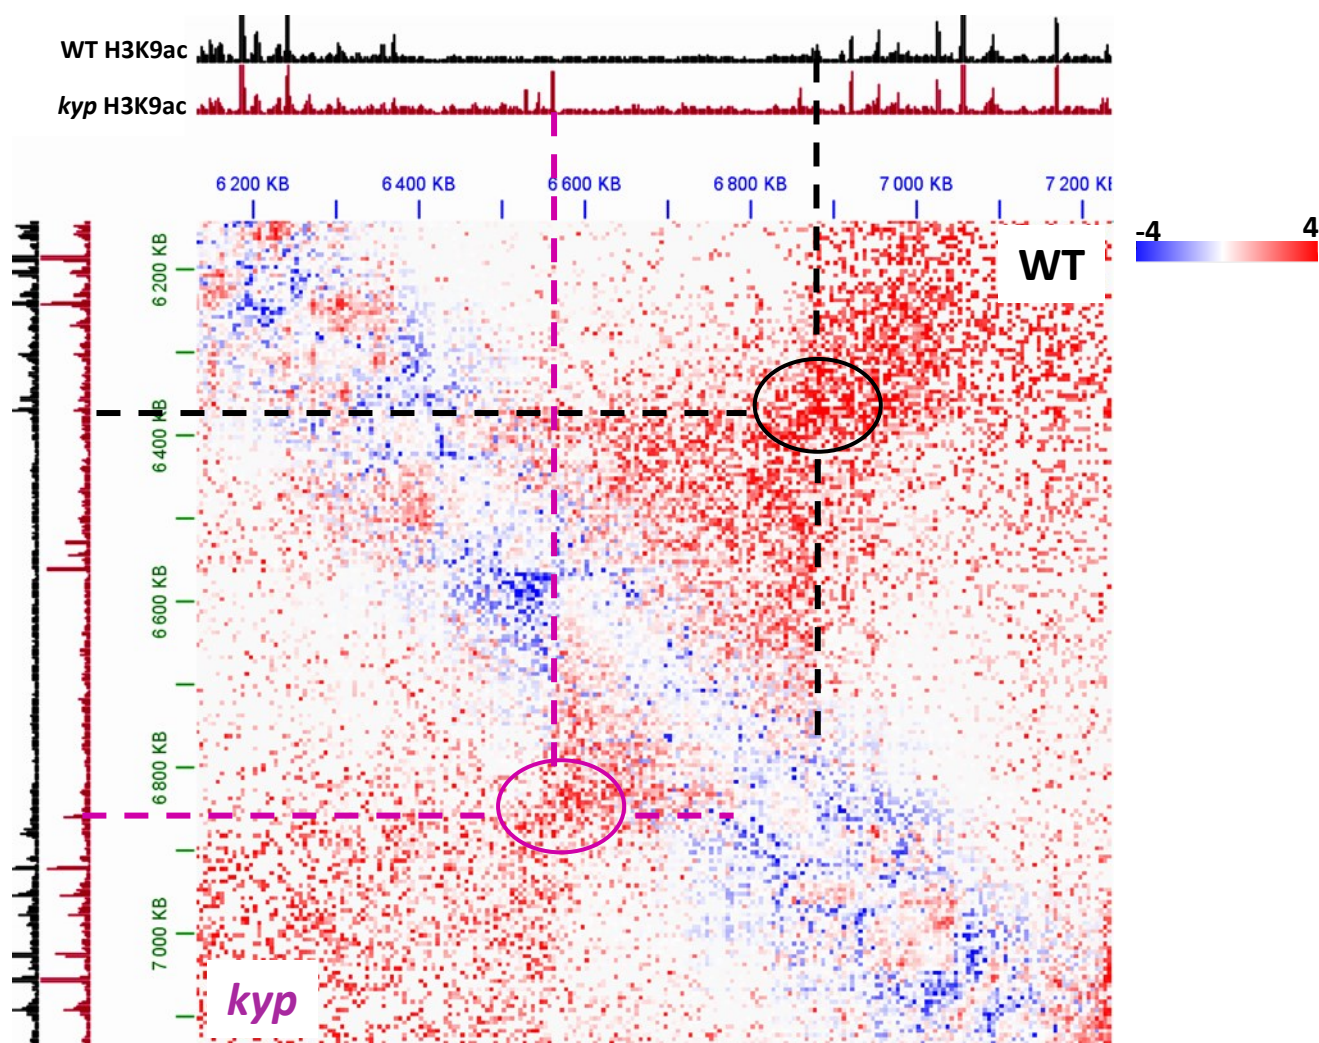

**Supplementary Figure 14.** Integration of Hi-C and ChIP-seq, a 2D heatmap with the interaction frequency in region chr9:6.15-7.2Mb. Red dots represent enriched interactions, and blue dots depleted interactions. Additionally, the Hi-C Heatmap comparing WT and *kyp* contacts is illustrated, with dashed lines showing the boundaries of TAD-like structures that correlate with acetylation.

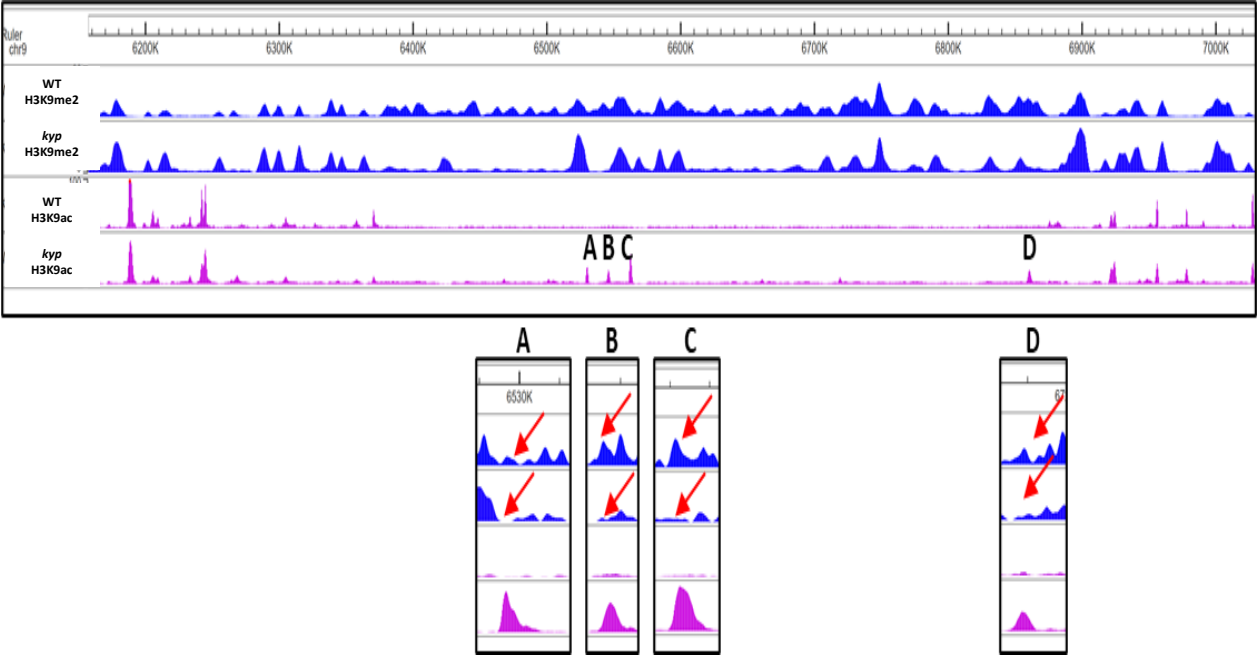

**Supplementary Figure 15.** Zoom-in region presented in figure 3C (chr9:6.15-7Mb). Red arrows highlight regions losing H3K9me2 and gaining H3K9ac. Scale 0-36 for H3K9me2 and 0-100 for H3K9ac.

WT

*kyp*

Chromosome 7

Chromosome 7

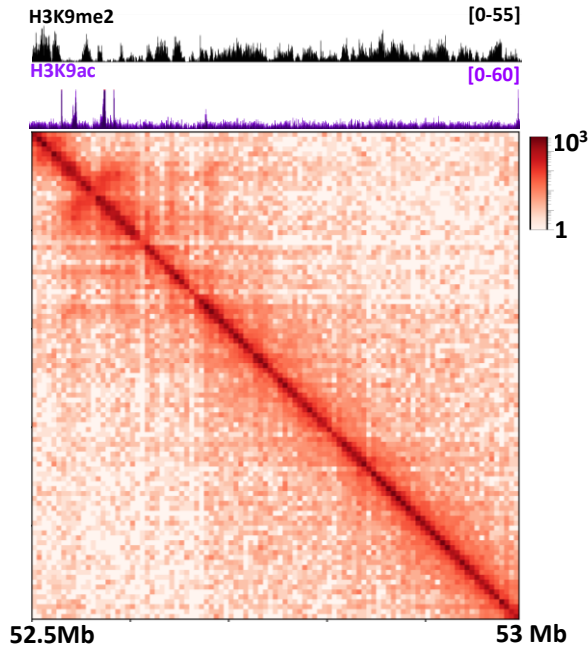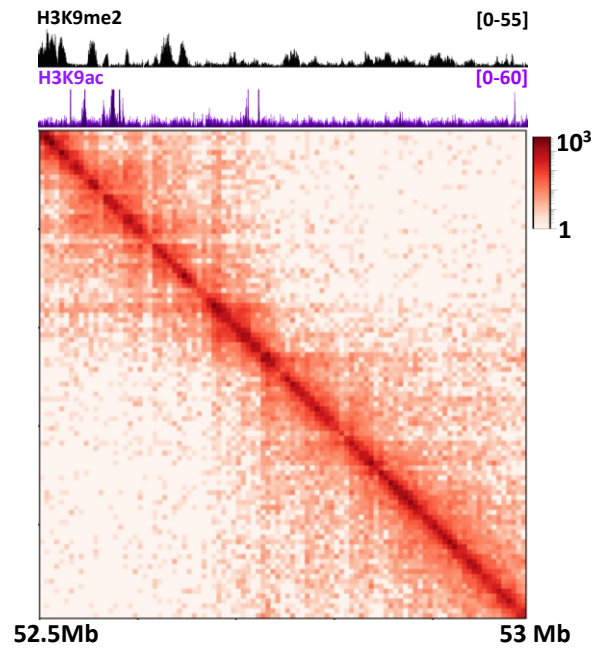

Chromosome 9

Chromosome 9

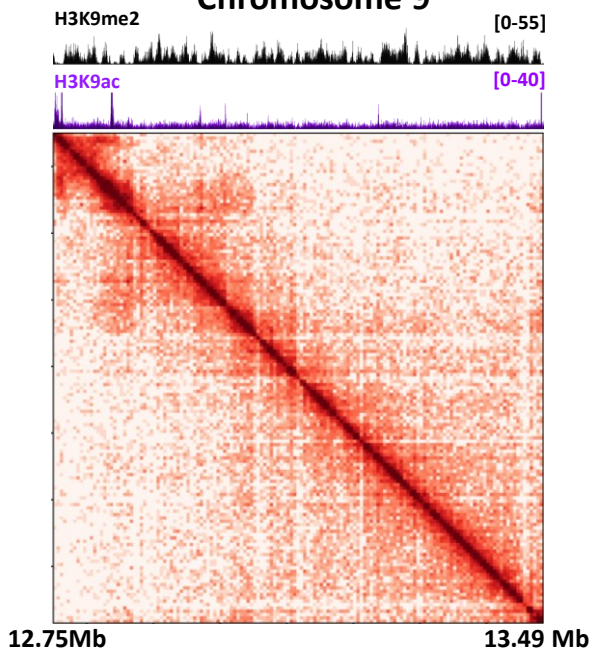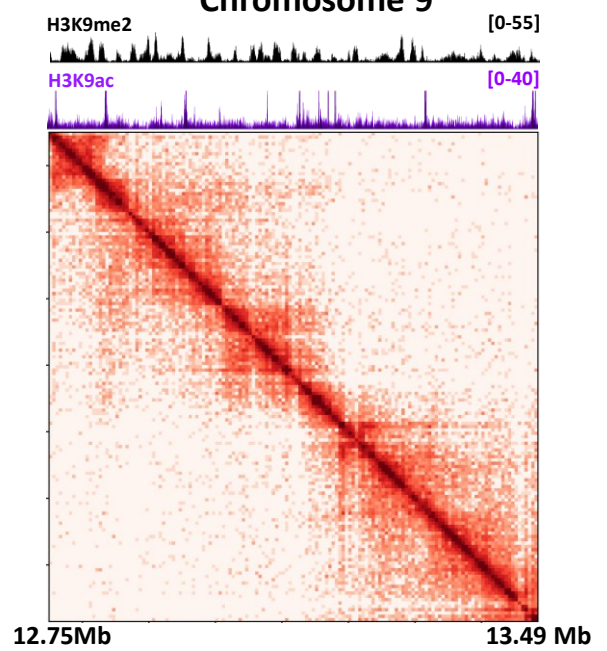

**Supplementary Figure 16.** Examples of TAD-like structures rearrangements. Heatmaps showing the contact matrices over genomic loci that display a switch from H3K9me2 to H3K9ac in *kyp*. Histone modification ChIP-seq tracks from WT and *kyp* are also shown.

**WT*****kyp***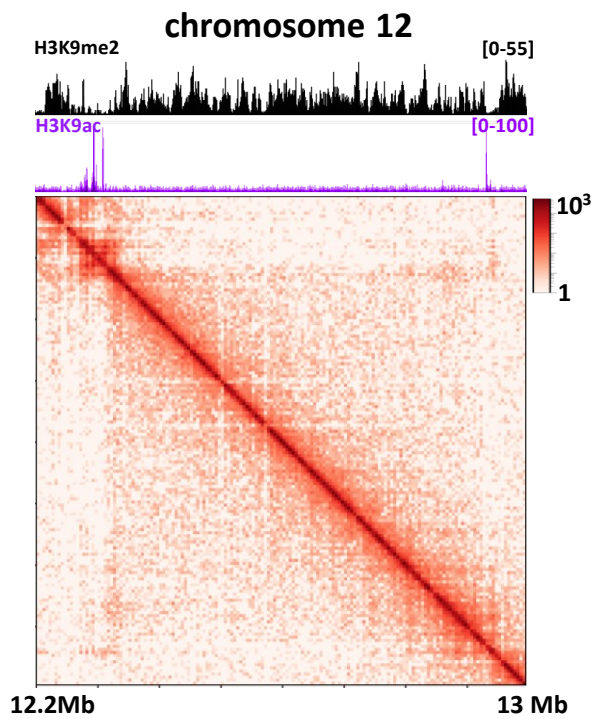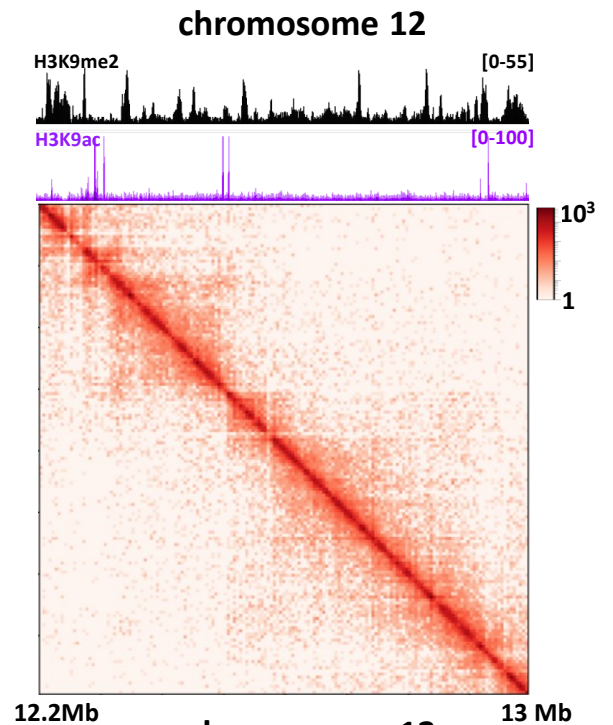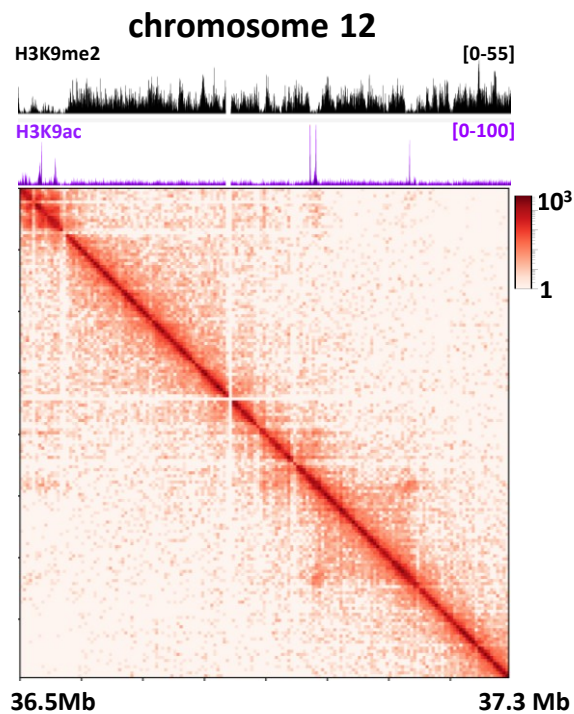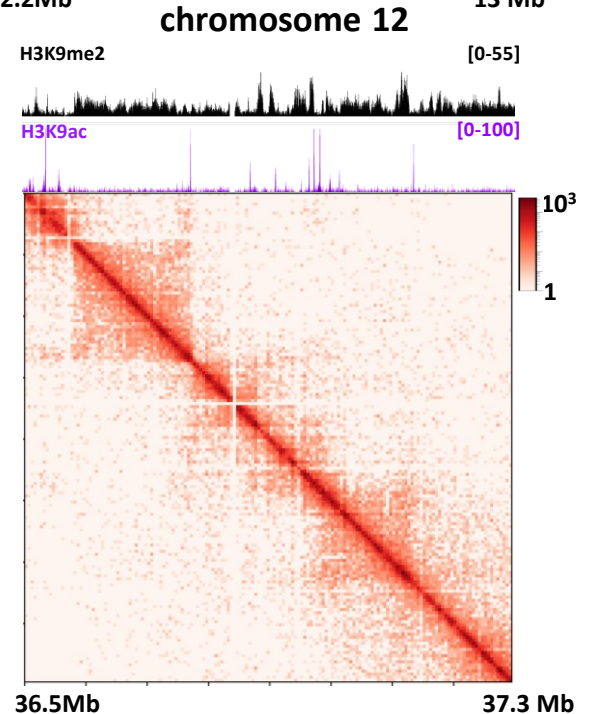

**Supplementary Figure 16.** Examples of TAD-like structures rearrangements. Heatmaps showing the contact matrices over genomic loci that display a switch from H3K9me2 to H3K9ac in *kyp*. Histone modification ChIP-seq tracks from WT and *kyp* are also shown.

replicate1

replicate2

WT

*kyp*

WT

*kyp*

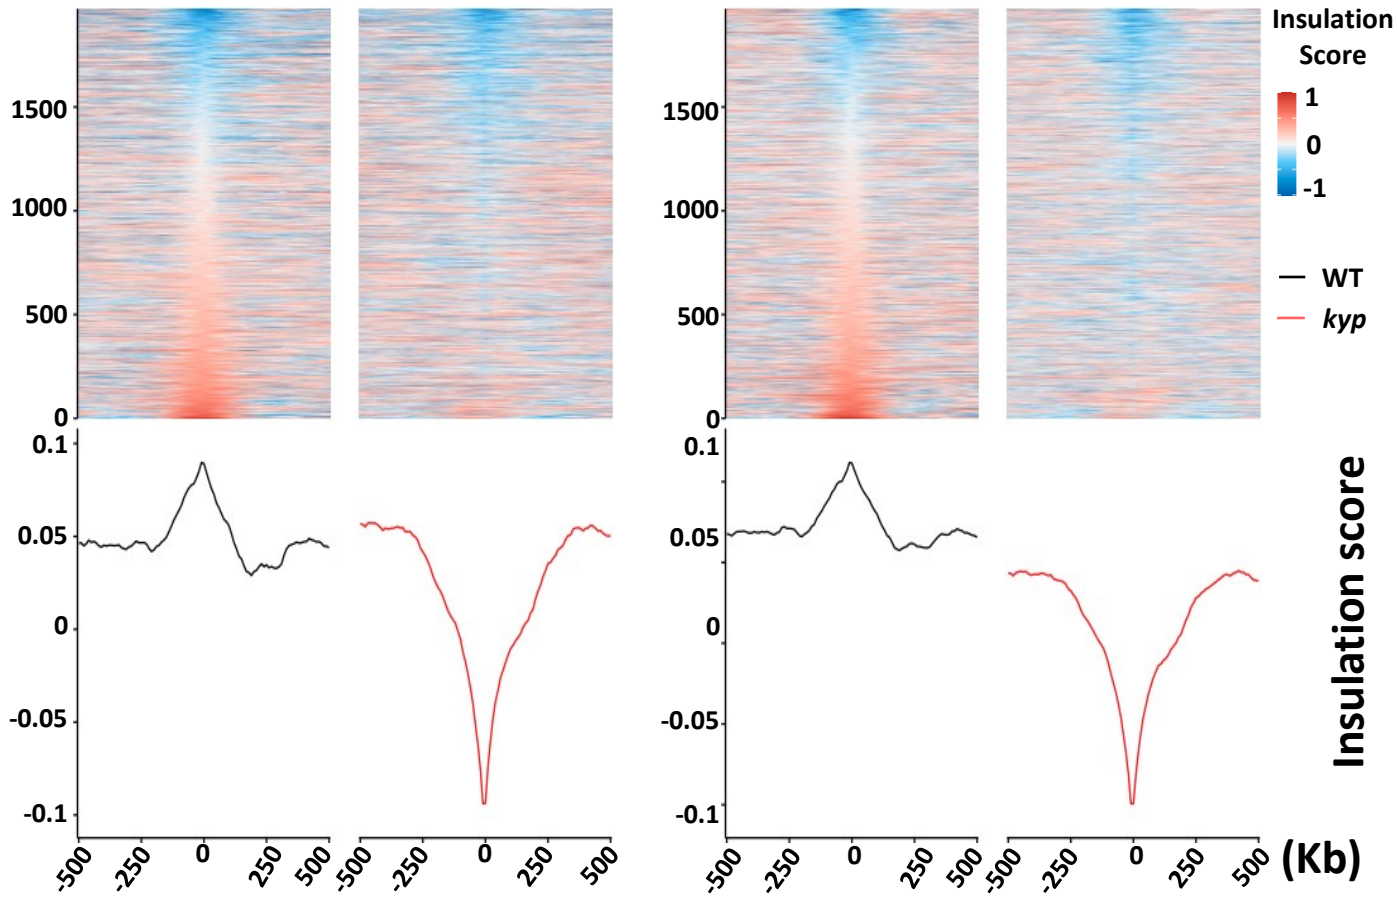

Positions relative to H3K9ac peaks overrepresented in *Kyp* (kb)

**Supplementary Figure 17.** Heatmaps (top) and average insulation scores (bottom) around H3K9ac peaks overrepresented in *kyp* within  $\pm 500$  Kb. The insulation scores at H3K9ac peaks were reduced in *kyp*. The black line represents the WT insulation score and red line represent *kyp* insulation score.

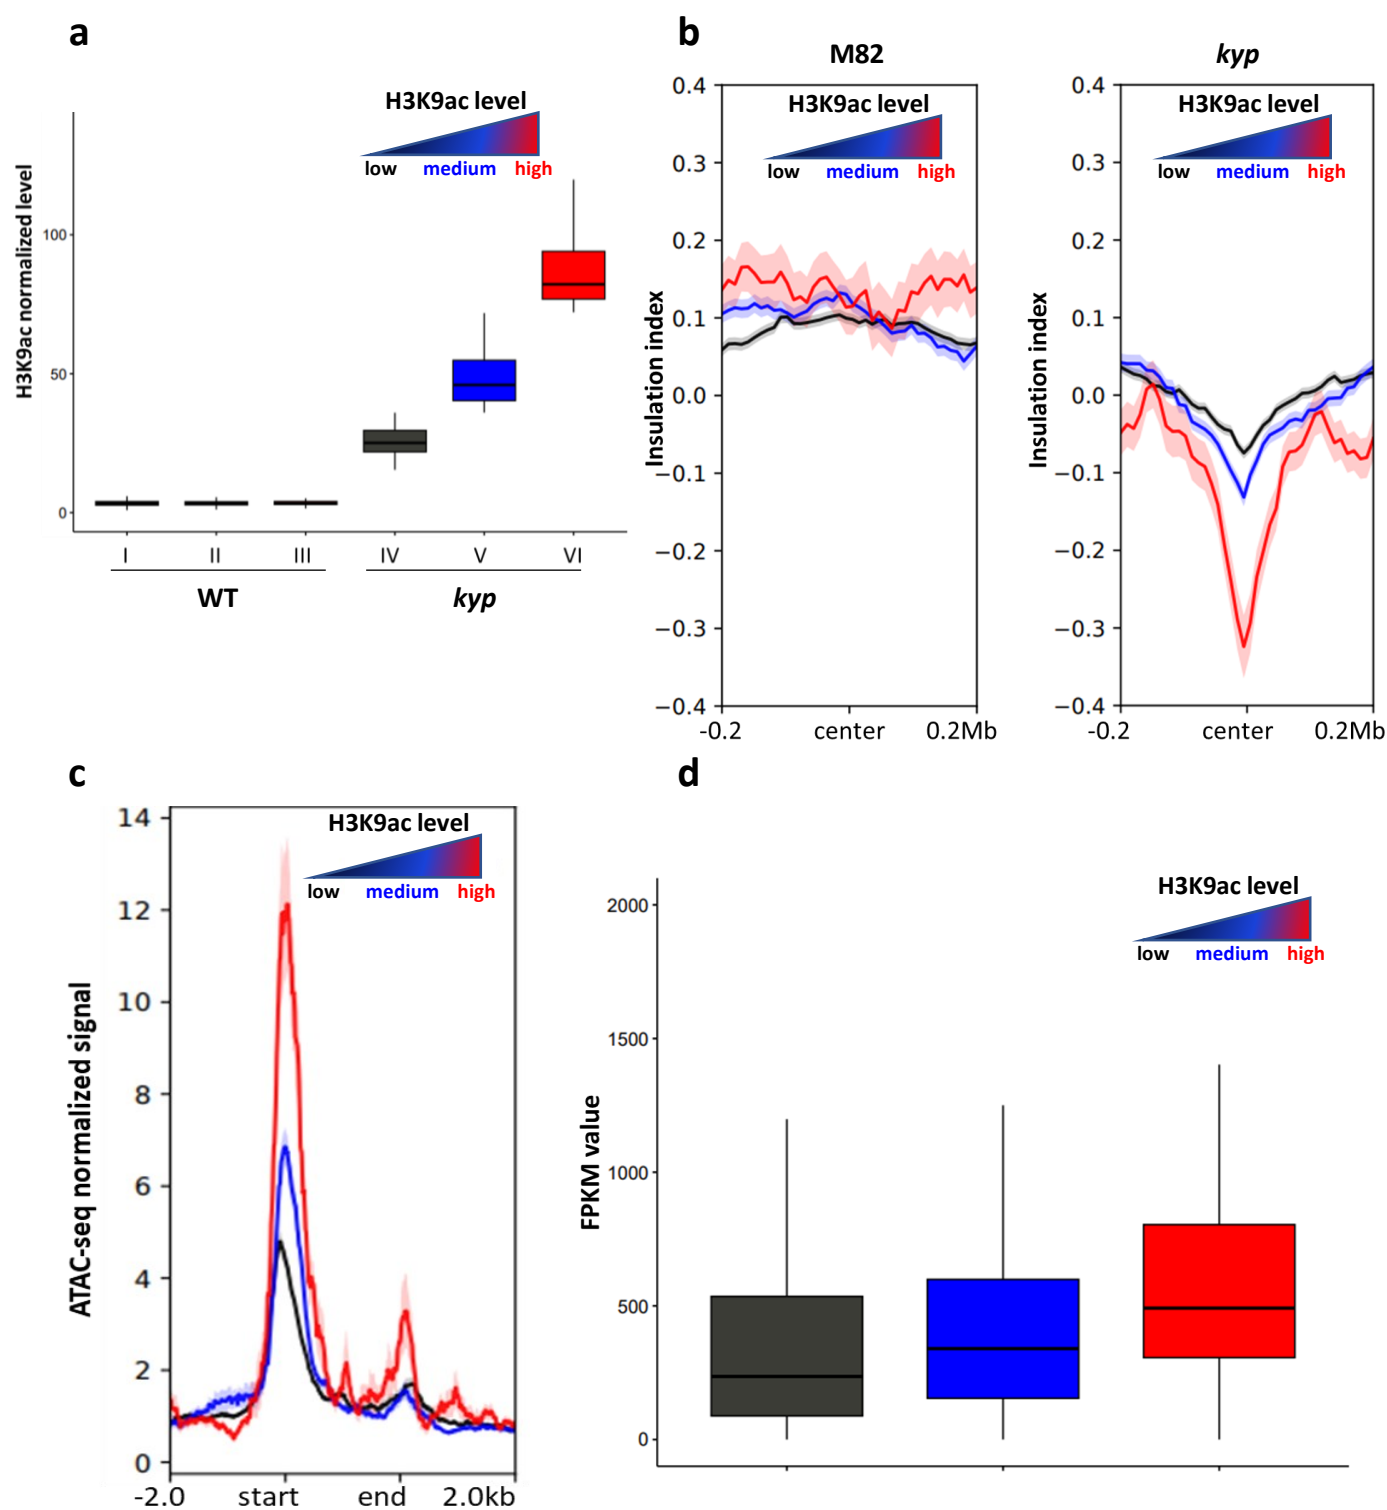

**Supplementary Figure 18.** (a) Ectopic gained H3K9ac enrichment levels in *kyp* classified from low to high as shown in IV, V and VI groups. Corresponding regions in the WT are presented in groups I, II and III; showing their related H3K9ac levels. (b) Plots displaying the average insulation index around H3K9ac peaks classified into three categories (low in black, medium in blue, and high in red) overrepresented in M82 and *kyp* within  $\pm 0.2$  Mb. (c) Metaplot showing the normalized ATAC-seq read density in *kyp* over the region that gain H3K9ac categorized from low to high level of H3K9ac. (d) Average expression levels of the transcripts associated to the three H3K9ac categories in *kyp*.

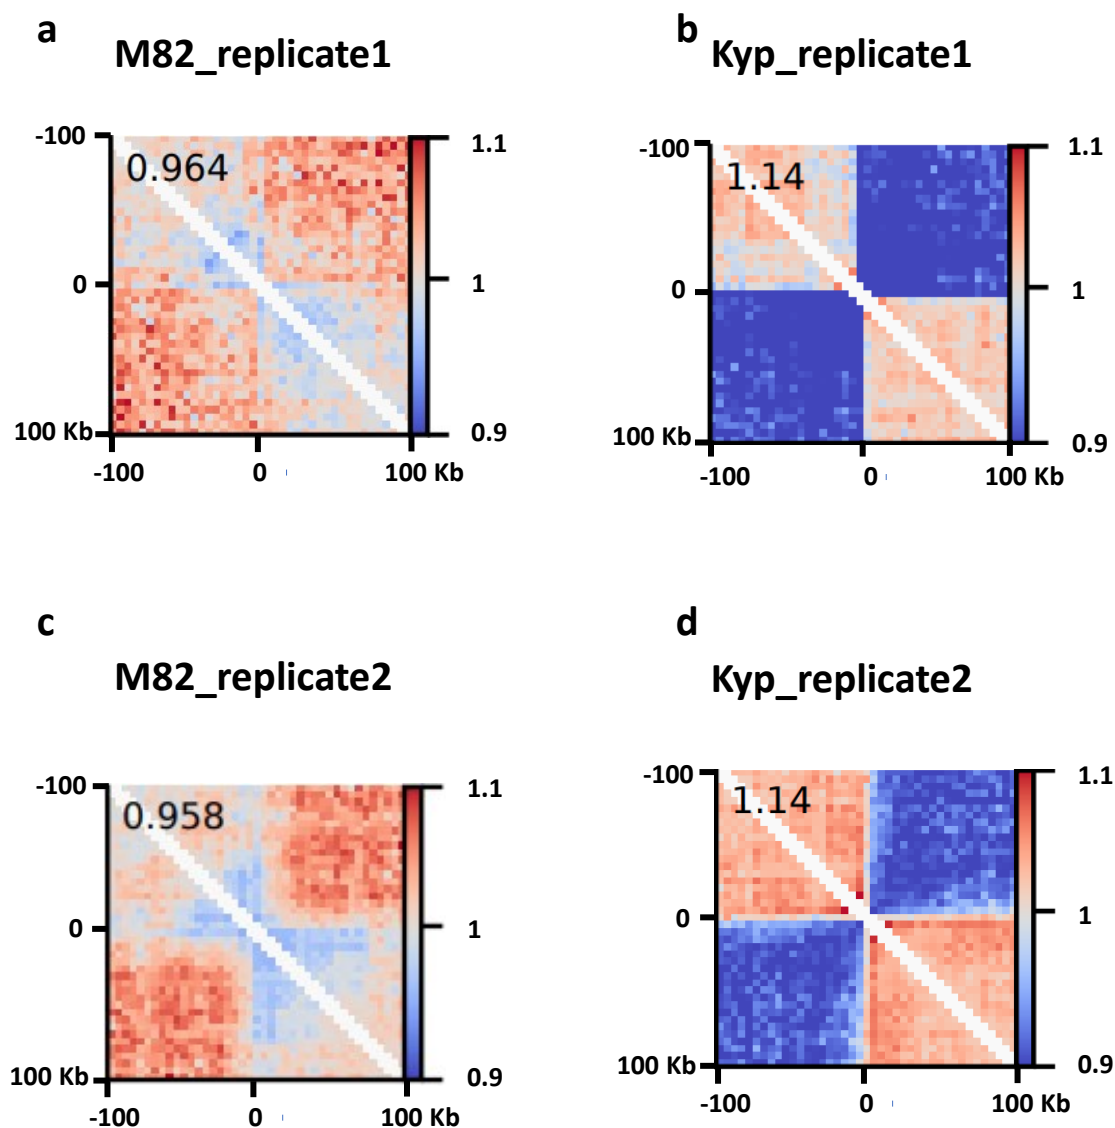

**Supplementary Figure 19.** Local Pile-up analysis of chromatin architecture surrounding H3K9ac peaks overrepresented in *kyp*. The 0 indicates H3K9ac enriched regions in *kyp* compared to WT. Relative insulation strength is shown in the left top corner of the plots. Distance from peak region is 100Kb. Color range corresponds to the log-scaled observed/expected contact frequency. (a. c) WT replicates 1 and 2. (b. d) *kyp* replicates 1 and 2. The actual value for each replicate is displayed on top left.

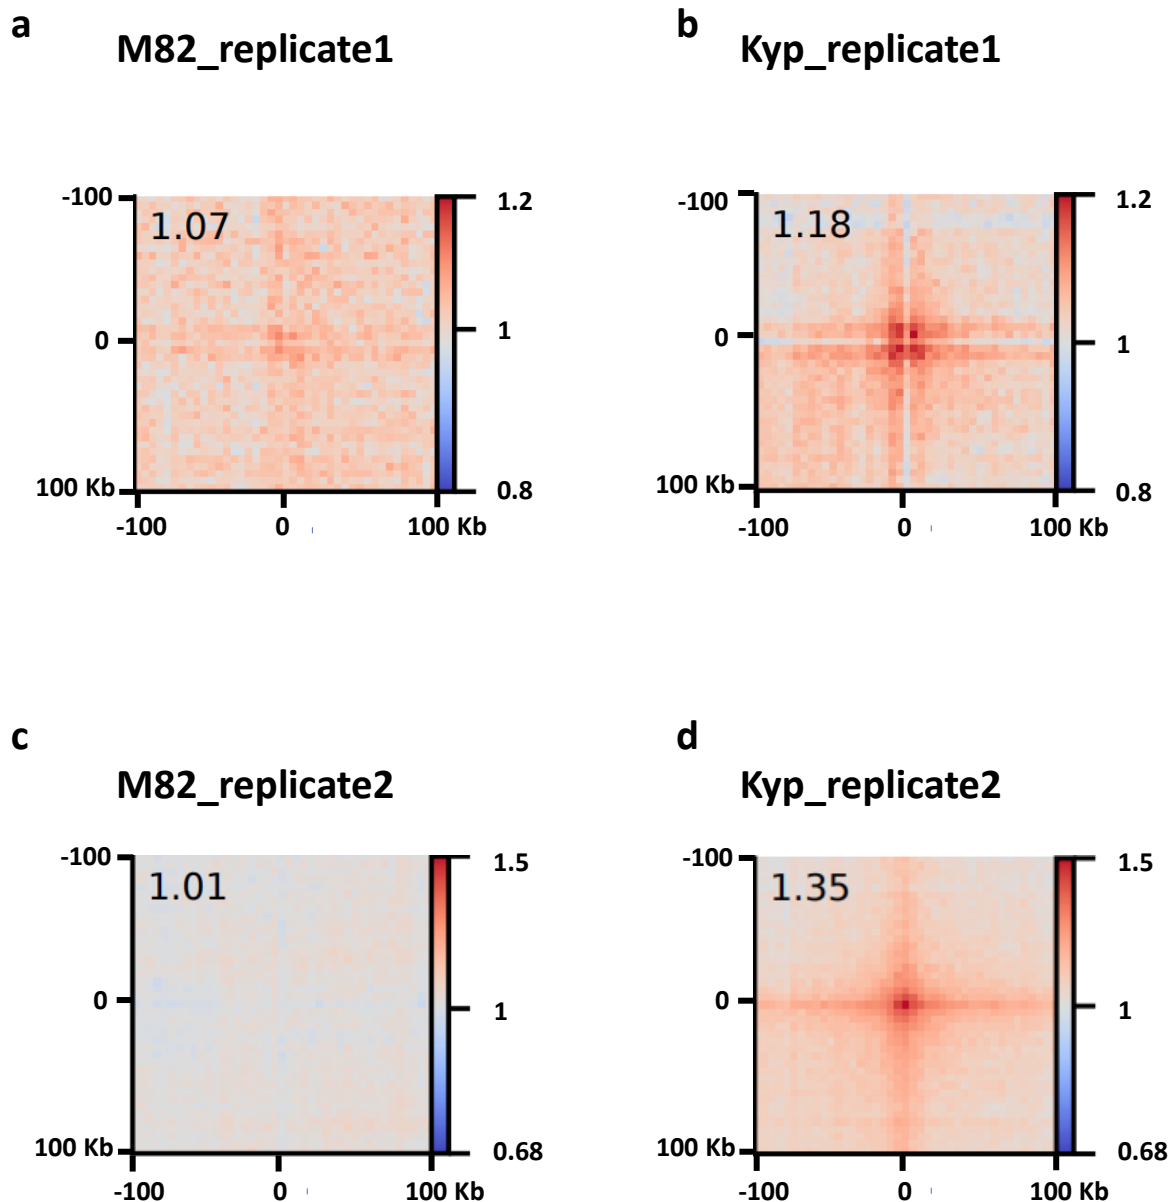

**Supplementary Figure 20.** Pile-ups of interactions between genomic loci that display a switch from H3K9me2 to H3K9ac in *kyp*. The 0 indicates H3K9ac enriched regions in *kyp* compared with WT. Distance from peak region is 100Kb. Color range corresponds to the log-scaled observed/expected contact frequency. Enrichment score is shown in the left top corner of the plots.

**Supplementary Table 1.** Antibodies used for immunostaining and ChIP-Seq analyses.

| Antibodies for Immunostaining  | Antibodies for ChIPseq         |
|--------------------------------|--------------------------------|
| RNAPII (Abcam. ab26721)        | RNAPII (Abcam. ab26721)        |
| H3K4ac (Active Motif. 39382)   | H3K4ac (Active Motif. 39382)   |
| H3K4me3 (Active Motif. 39157)  | H3K4me3 (Millipore 07-473)     |
| H3K4me2 (Active Motif. 39142)  | H3K4me2 (Active Motif. 39142)  |
| H3K4me1 (Active Motif. 39300)  | H3K4me1 (Active Motif. 39300)  |
| H3K9ac (Millipore. 07-352)     | H3K9ac (Millipore. 07-352)     |
| H3K9me2 (Abcam. ab1220)        | H3K9me2 (Abcam. ab1220)        |
| H3K14ac (Millipore. 07-353)    | H3K14ac (Millipore. 07-353)    |
| H3K14me1 (Active Motif. 61510) | H3K14me1 (Active Motif. 61510) |
| H3K18ac (Millipore. 07-354)    | H3K18ac (Millipore. 07-354)    |
| H3K23me3 (Active Motif. 61500) | H3K23me3 (Active Motif. 61500) |
| H3K23me1 (Active Motif. 39388) | H3K23me1 (Active Motif. 39388) |
| H3K27ac (Abcam. ab4729)        | H3K27ac (Abcam. ab4729)        |
| H3K27me3 (Active Motif. 39157) | H3K27me3 (Millipore 07-449)    |
| H3K27me2 (Active Motif. 39246) | H3K27me2 (Abcam. 24684)        |
| H3K27me1 (Millipore. 07-488)   | H3K27me1 (Millipore. 07-488)   |
| H3K36ac (Active Motif. 39380)  | H3K36ac (Active Motif. 39380)  |
| H3K36me3 (Abcam. ab9050)       | H3K36me3 (Abcam. ab9050)       |
| H3K56me2 (Active Motif. 39278) | H3K56me2 (Active Motif. 39278) |
| H3K56me1 (Active Motif. 39274) | H3K56me1 (Active Motif. 39274) |
| H3K79ac (Active Motif. 39566)  | H3K79ac (Active Motif. 39566)  |
| H4K5ac (Active Motif. 39700)   | H4K5ac (Active Motif. 39700)   |
| H4K8ac (Active Motif. 61104)   | H4K8ac (Active Motif. 61104)   |
| H4K12ac (Active Motif. 61531)  | H4K12ac (Active Motif. 61531)  |
| H4K16ac (Active Motif. 39930)  | H4K16ac (Active Motif. 39930)  |
| H4K20ac (Active Motif. 61531)  | H4K20ac (Active Motif. 61531)  |

**Supplementary Table 2.** Mapping statistics for hic libraries.

|                               | HiC_M82_rep1 |        | HiC_kyp_rep1 |       | HiC_M82_rep2 |       | HiC_kyp_rep2 |       |
|-------------------------------|--------------|--------|--------------|-------|--------------|-------|--------------|-------|
| Total_pairs_processed         | 608269392    | 100.00 | 484313159    | 100.0 | 334842370    | 100.0 | 236015040    | 100.0 |
| Unmapped_pairs                | 4057094      | 0.67   | 3071686      | 0.63  | 843664       | 0.25  | 604367       | 0.26  |
| Low_qual_pairs                | 0            | 0.0    | 0            | 0.0   | 0            | 0.0   | 0            | 0.0   |
| Unique_paired_alignments      | 446761946    | 73.45  | 327612330    | 67.65 | 237908609    | 71.05 | 157268943    | 66.64 |
| Multiple_pairs_alignments     | 138798588    | 22.82  | 132690276    | 27.40 | 85431316     | 25.51 | 70100143     | 29.70 |
| Pairs_with_singleton          | 18651764     | 3.07   | 20938867     | 4.32  | 10658781     | 3.18  | 8041587      | 3.41  |
| Low_qual_singleton            | 0            | 0.0    | 0            | 0.0   | 0            | 0.0   | 0            | 0.0   |
| Unique_singleton_alignments   | 0            | 0.0    | 0            | 0.0   | 0            | 0.0   | 0            | 0.0   |
| Multiple_singleton_alignments | 0            | 0.0    | 0            | 0.0   | 0            | 0.0   | 0            | 0.0   |
| Reported_pairs                | 446761946    | 73.45  | 327612330    | 67.65 | 237908609    | 71.05 | 157268943    | 66.64 |
| valid_pairs                   | 104665004    | 0.17   | 112722633    | 0.23  | 169512103    | 0.506 | 111884859    | 0.47  |
| trans_interaction             | 34878158     |        | 29383231     |       | 24048706     |       | 15657048     |       |
| cis_interaction               | 69786846     |        | 83339402     |       | 145463397    | 6.05  | 96227811     | 6.15  |
| cis_shortRange                | 33936805     |        | 27829374     |       | 61857354     | 0.43  | 38201614     | 0.40  |
| cis_longRange                 | 35850041     |        | 55510028     |       | 83606043     | 0.58  | 58026197     | 0.60  |

How the deposited data were processed for this re-analysis (not part of the article)

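Leaf RNA-seq of tomato cultivar M82 was analysed from 3 WT and 3 *kyp* libraries, all from the fourth true leaf of 4-week-old plants. ChIP-seq, ATAC-seq, Hi-C and DNA methylation data were not analysed here.

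The authors deposited counts, which are whole numbers of reads per gene and library without normalization. Before counting, the authors removed adapters with Trimmomatic, mapped reads to the M82 genome with Bowtie2 in very sensitive mode and removed unmapped reads, PCR duplicates and alignments with a mapping quality under 30. The paper's text does not name the counting program, its strand setting or the annotation release. Replicates were not pooled. No per-sample column of the count table was left unused.

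Library totals ranged from 8925379 to 11012421 counts in WT and from 7283885 to 10091231 in *kyp*. The floor of 3 counts lay between 0.272 and 0.412 CPM. Chi-square tests of the counts over genes were used to check whether any libraries of a genotype were repeats of each other, and the values per degree of freedom ranged from 4.56 to 11.7.

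For the WT expression groups and the genes not expressed in WT, CPM were computed from the deposited counts and library totals. In the comparison of *kyp* with WT, CPM, the limits of 0.5 and 1 CPM and the floors behind fold changes were scaled by TMM over the tested genes. WT expression groups were made from the mean CPM of the 3 WT libraries with the 15 boundaries of the paper's Fig. S2, and genes with a mean under 0.5 CPM were taken as not expressed.

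Differential expression between *kyp* and WT was tested in R 4.3.3 with edgeR 4.0.16 (estimateDisp, glmQLFit, glmQLFTest) with TMM normalization, genotype as the only factor and all 6 libraries in the fit. Genes were kept by filterByExpr with its default minimum count of 10 and minimum total count of 15. The threshold was a Benjamini-Hochberg adjusted p under 0.05. Genes silent in WT and expressed in *kyp* were those past the threshold with a mean under 0.5 CPM in WT and at least 1 CPM in *kyp*, and the reverse set was defined in the same way. A fold change against a group at or under the floor in every library was computed against the floor and is a lower bound.

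The test was checked on counts simulated from the means and library totals of the 35821 real genes. Of 200 genes changed by known folds, 161 (80.5%) were recovered, and 4.73% of the calls were false. Of 100 planted genes silent in WT and expressed in *kyp*, 100 were found. These were all planted at the same level, above the upper quartile of 7.42 CPM of the real set. The simulation also gave every gene the same spread between replicates and changed far fewer genes than the 5028 called in the data. It therefore does not measure how many of the weaker genes in the real set would be found.

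Neighbouring genes were taken from the order in which the count table lists them. This order forms 12 chromosome blocks with 35496 genes, and 99.0% of the Solyc genes in a block carry the chromosome number of the block. Pairs of neighbours were compared with 10000 random placements of as many genes.

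The genes named in the text were to be every gene the paper names that a table pairs with an identifier, and the genes with the largest log2 fold change in each direction among those past the threshold, with a mean of at least 1 CPM in the higher group and no overlap between genotypes. The gene table used here, of assembly SLM_r2.1, matched 214 organelle identifiers and no nuclear ones, so 2 genes were named in each direction and *KYP* was not reported.

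The alternatives were DESeq2 1.42.0 with its own size factors and Wald test, limma-voom (limma 3.58.1), upper-quartile normalization, library totals alone, no filter beyond 1 count in total, at least 10 counts in every library, a 2-fold minimum, a stricter limit of 0.1 CPM for silent genes, the replicate number as a block and leaving out each replicate in turn. The replicate numbers come from the sample labels, which number the replicates of both genotypes from 1 to 3, and no source says that plants with the same number were grown or processed together. Comparisons that need gene positions or gene lengths, such as the position of changed genes in gene-sparse regions, were not run because neither was used here. Figures were drawn with matplotlib 3.10.9.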

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

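The tests of chromosome shares and of listed copies, and the counts by mean CPM alone, were chosen after the result was seen, and the other tests were set before it.

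The paper reports expression in *kyp* for transcripts associated with sites that gain H3K9ac, and its text does not discuss genes outside these sites. Over the whole count table, 542 genes were silent in WT and expressed in *kyp*, against 42 genes in the reverse direction, a ratio of 12.9. This set drew attention because its signal lay above the level in the WT libraries and was counted over all genes, beyond the transcripts that the paper discusses. In *kyp*, 96 of the 542 genes reached at least 10 CPM, with a maximum of 178.4 CPM, whereas 308 of them had no counts in any WT library.

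Of the 10 splits of the 6 libraries into 3 and 3, 4 part all 3 same-numbered pairs, and 1 of these 4 splits, the real one, gave as many genes. The 6 other splits part 1 pair. Each of the 9 splits that mix the genotypes gave 0 genes, with 108 to 1117 genes at an unadjusted p under 0.05, against 7588 in the real split. Splits as few as these cannot give a share under 0.05. Counted by mean CPM alone, without a test or a filter, 850 genes were silent in WT and expressed in *kyp* and 100 the reverse, a ratio of 8.5. The mixed splits gave from 79 to 129 genes in their larger direction and from 8 to 29 in the other, with ratios from 3.35 to 15.9, of which 3 were above the real 8.5. Each mixed split has *kyp* libraries in both groups. A gene expressed in all 3 *kyp* libraries then has signal in both groups and can seldom count as silent in either. The genotype difference also adds to the spread within groups, which lowers the number of calls. The counts of the mixed splits are therefore low by construction and give no noise level for the real split. In all 9 the larger direction was expression in the group with more *kyp* libraries. Their ratios thus carry part of the genotype difference and do not test the ratio of 8.5.

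Library depth was tested by thinning each library at random to 7283885 counts, the smallest total. The counts were then 485 and 21 genes, a ratio of 23.1, and 471 of the 485 genes were among the 542. The difference in depth therefore does not account for the excess. Library totals alone, without TMM, gave 538 and 44 genes, a ratio of 12.23, with TMM factors between 0.964 and 1.03. The same change moved the lower genes from 2046 to 2605. A change of scaling shifts all genes of a library alike and leaves 0 counts at 0. By edgeR's estimate, the median log2 fold change was 7.40 in the set (interquartile range 4.84 to 8.67) and -0.00699 over all tested genes. The 7.40 is not a measured size, since 440 of the 542 genes had at most 3 counts in each WT library. Against the floor, the difference is smaller. The median of the set in *kyp* was 3.86 CPM, and the floor of WT, scaled by TMM, averaged 0.309 CPM. No counts were present in any WT library on 308 of the 542 genes. For this set, these values argue against library composition acting through scaling. A stretch of another haplotype on 1 chromosome of the *kyp* line was tested by comparing each chromosome's share of the set with its share of all genes not expressed in WT. The largest ratio was 1.341, on chromosome 7, under the 2 that was set as the limit, and all 12 chromosomes held members of the set. Shorter stretches spread over several chromosomes were not tested. Reads shared between near-identical copies were examined through identifiers that the table lists in several copies. In the set, 0 of 542 genes were listed this way, against 224 of 15315 genes not expressed in WT, but copies that carry different identifiers are not seen by this test. Gene length, GC content and the cell types present in the leaf samples were not tested.

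A candidate biological explanation is that loss of KYP releases genes that are silent in leaf. The counts were 542 genes against 42, a ratio of 12.9, and 485 against 21, a ratio of 23.1, at equal depth. By mean CPM alone they were 850 against 100, a ratio of 8.5. The release of genes by loss of KYP is a hypothesis, and the pattern cannot be told apart from reads shared between copies. The levels in *kyp* above the floor of WT and the 0 counts in WT given above argue against library composition acting through scaling. The splits are too few to exclude a chance difference between the libraries. The 9 mixed splits gave 0 genes each, and from 79 to 129 genes by mean CPM alone against 850. These counts are low by construction and do not exclude such a difference either. Whether these genes gain H3K9ac was not analysed here.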

How the results depend on the processing

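The alternatives below were set before the data were examined. Counts are described as close when they lay within 1.5 times the main count.

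For the 5028 differentially expressed genes, 2982 higher and 2046 lower in *kyp*, the counts stayed close with DESeq2, upper-quartile normalization, library totals alone, no filter, at least 10 counts in every library and limma-voom. Between these settings the total ranged from 3845 genes with at least 10 counts in every library to 5871 without a filter. With library totals alone, 50.7% of the called genes were higher in *kyp*, against 59.3% with TMM. Requiring a 2-fold change left 2352 genes, 1762 higher and 590 lower, so that 74.9% were higher.

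Across the 6 fits that each left out a replicate, the total ranged from 3538 to 5431 genes, the higher genes from 2265 to 3228, and the lower genes from 1211 to 2203. In 4 of these fits the lower genes were fewer than the main count by more than 1.5 times, with the smallest number without *kyp* replicate 3. The cause was not tested.

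The 542 genes silent in WT and expressed in *kyp* became 538 with DESeq2, 540 with limma-voom, 803 without a filter and 388 when silent meant under 0.1 CPM, all close to the main count. DESeq2's 538 genes were all among the 542. The fits that each left out a replicate gave from 574 to 699 genes, and between 513 and 536 of the 542 genes were in each. The 42 genes of the reverse direction were less stable, with 66 without a filter and 4 when silent meant under 0.1 CPM, and from 37 to 59 in the fits that each left out a replicate. The cause was not tested. The limit of 0.1 CPM lies under the floor of every library, 0.272 to 0.412 CPM, so depth limits this setting. With at least 10 counts in every library, no silent gene remained to be tested in either direction, so that setting gave no value.

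The number of genes not expressed in WT, 15315, stayed within 10997 and 16376 under the other thresholds and within 15285 and 15340 when each WT replicate was left out. With 16 groups of equal size, 12 of the 16 group sizes moved by more than 1.5 times and 4 did not.

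The 738 pairs of neighbouring genes both higher in *kyp* exceeded random placement under each alternative that was run, with a one-sided permutation p of 1e-04, the smallest that 10000 placements can give. The numbers were 1297 pairs within 2 tested genes, 746 pairs with DESeq2, 356 pairs at 2-fold and from 511 to 820 in the fits that each left out a replicate. The ratio to random placement ranged from 1.47 for pairs within 2 tested genes to 2.32 at 2-fold among these alternatives. It was 1.40 for the main pairs when random genes came from the same WT expression group, a control chosen after the result was seen. Part of this lower ratio is built in, since 542 of the 544 tested genes of the lowest group were higher in *kyp*.

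Each of the 4 named genes kept its direction and an adjusted p under 0.05 with DESeq2, library totals alone, no filter, limma-voom and the replicate block, and in the 6 fits that each left out a replicate. The adjusted p ranged from 1.86e-22 with DESeq2 to 0.0042 without *kyp* replicate 3.

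With the replicate number as a block, 4867 genes were called, 2987 higher and 1880 lower, with 542 genes silent in WT and expressed in *kyp*, 39 in the reverse direction and 744 neighbouring pairs. Same-numbered libraries are different plants, and the correlation of their deviations from the genotype means averaged 0.068 over the 3 pairs.

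The comparison of gene-sparse regions with the rest was not run, for genes higher or lower in *kyp*, because gene positions were not used here. The alternatives in reads per kilobase were not run because gene lengths were not used here.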

Other observations

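The tests of identifier numbers, of organelle shares, of runs and of surroundings with members left out, and the placement within WT expression groups, were chosen after the results were seen, and the other tests were set before them.

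For the differential expression results, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many genes as the real split. This held for the 5028 genes in total, for the 2982 higher genes, for the 2046 lower genes, for the 42 genes silent in *kyp* and expressed in WT, and for the 738 neighbouring pairs. The 9 splits that mix the genotypes gave 0 in each case, with 108 to 1117 genes at an unadjusted p under 0.05. In these splits the genotype difference adds to the spread within groups, so the 0 values are partly built in and give no noise level. So few splits cannot give a share under 0.05.

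Genes that changed in the same direction were often listed next to each other. Among tested genes in the order of the table, 738 neighbouring pairs were both higher in *kyp*, against 440.9 ± 17.8 (SD of 10000 random placements), a ratio of 1.67. The one-sided permutation p was 1e-04, the smallest the placements can give. When random genes were drawn from the same WT expression group, the ratio was 1.40. In the lowest group, 542 of the 544 tested genes were higher in *kyp*, so random draws there nearly repeat the real placement. The fall from 1.67 to 1.40 is therefore partly built in and does not measure an effect of WT expression. Pairs both lower in *kyp* numbered 321 against 206 at random, a ratio of 1.56, with the same p. These tests describe genes within these libraries, and genes are not independent replicates.

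Of the 542 genes silent in WT and expressed in *kyp*, 538 were also under 0.5 CPM in WT when scaled by library totals, and the placement of these was compared with that of the other genes not expressed in WT. Counting all listed genes, 81 pairs were immediate neighbours, against 11.6 when as many genes not expressed in WT were drawn at random, a ratio of 7.01. With neighbours counted only among genes not expressed in WT, there were 90 pairs against 19.1, a ratio of 4.70. In the listing of all genes, at 2 places apart the ratio was 3.35, at 3 to 5 places 1.781 (one-sided permutation test, p = 3e-04), at 6 to 10 places 1.68 and at 11 to 20 places 1.44. Read-through from a gene into the next, or overlap of neighbours, would raise pairs of immediate neighbours, and along a run of members it would also raise pairs 3 to 5 places apart. Members at most 2 places apart were therefore taken as a run, which gave 438 runs with at most 6 genes. Steps of 3 to 5 places from the end of a run to the start of the next numbered 32, against 19.2 ± 4.24 (SD of 10000 random placements of 438 genes), a ratio of 1.667 (one-sided permutation test, p = 0.0037). Read-through between close neighbours does not by itself account for this ratio. The larger excess at 1 and 2 places cannot be told apart from read-through or overlap, since the strand setting of the counts is not named. The surroundings of the set were also tested. Of the 20 genes listed around a member, 57.7% were not expressed in WT, against 53.5% around other genes not expressed in WT, a difference of 4.24 percentage points (two-sided permutation test with 100000 resamples, p = 6e-05). Members of the set are themselves not expressed in WT and lie close together, which raises this difference by construction. With members left out of the surroundings, the share was 56.0%, against 51.9% ± 1.63 (SD of 10000 shifts) when the set was shifted along the listing of genes not expressed in WT with its clustering kept, a difference of 4.128 percentage points (two-sided permutation test, p = 0.0173). The set may lie in stretches where somewhat fewer genes are expressed in leaf.

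Identifier numbers of Solyc genes mostly end in 0. Of the 519 Solyc genes in the set silent in WT and expressed in *kyp*, 230 (44.32%) have a number with another last digit, against 26.5% of the 13620 Solyc genes not expressed in WT and 13.5% of all 33839. The highest share in 10000 random draws from genes not expressed in WT was 34.9% (one-sided permutation test, p = 1e-04, the smallest the draws can give). Among the 42 genes of the reverse direction, 3 (7.14%) have such a number. Being silent in WT therefore does not account for the 44.32%. What sets these identifiers apart was not tested, and no biological explanation was tested.

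The organelles moved in opposite directions. Mitochondrial genes took 0.0436% ± 0.00212 (SD, n = 3) of the counts in WT and 0.0928% ± 0.0210 in *kyp*, a ratio of 2.13, and plastid genes took 0.749% ± 0.119 in WT and 0.576% ± 0.0388 in *kyp*, a ratio of 0.7697. Of 19 tested mitochondrial genes, 8 were higher in *kyp* and 0 were lower at an adjusted p under 0.05 by edgeR's quasi-likelihood test, and of 87 plastid genes 1 was higher and 12 were lower. With DESeq2, upper-quartile normalization and library totals alone, 6 to 8 mitochondrial genes were higher and 0 lower, and 1 plastid gene was higher and 11 to 18 were lower. Most of the mitochondrial counts came from the ribosomal RNA gene rrn26, named here after its values were seen, with 359.5 ± 20.4 CPM in WT and 811 ± 191 CPM in *kyp* (SD, n = 3). Most of the plastid counts came from atpB and atpE, also named after their values were seen. In WT and *kyp*, atpB had 4148 ± 487 and 3310 ± 356 CPM, and atpE 1329 ± 210 and 1077 ± 113 CPM (SD, n = 3). Neither was called, with adjusted p of 0.129 and 0.155 by edgeR's test. The limit on mapping quality and the removal of duplicates also act on organelle reads, so these shares describe only the reads that were kept. The paper's text does not name a selection of polyadenylated RNA. If there was one and its strength differed between libraries, both shares would be expected to move together. The plastid ratio of 0.7697 goes the other way, although it rests mostly on atpB and atpE. A difference in the cells or the stage of the sampled leaves was not tested.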
